# Microarray analysis of *Pseudomonas aeruginosa *reveals induction of pyocin genes in response to hydrogen peroxide

**DOI:** 10.1186/1471-2164-6-115

**Published:** 2005-09-08

**Authors:** Wook Chang, David A Small, Freshteh Toghrol, William E Bentley

## Abstract

**Background:**

*Pseudomonas aeruginosa*, a pathogen infecting those with cystic fibrosis, encounters toxicity from phagocyte-derived reactive oxidants including hydrogen peroxide during active infection. *P. aeruginosa *responds with adaptive and protective strategies against these toxic species to effectively infect humans. Despite advances in our understanding of the responses to oxidative stress in many specific cases, the connectivity between targeted protective genes and the rest of cell metabolism remains obscure.

**Results:**

Herein, we performed a genome-wide transcriptome analysis of the cellular responses to hydrogen peroxide in order to determine a more complete picture of how oxidative stress-induced genes are related and regulated.

Our data reinforce the previous conclusion that DNA repair proteins and catalases may be among the most vital antioxidant defense systems of *P. aeruginosa*. Our results also suggest that sublethal oxidative damage reduces active and/or facilitated transport and that intracellular iron might be a key factor for a relationship between oxidative stress and iron regulation. Perhaps most intriguingly, we revealed that the transcription of all F-, R-, and S-type pyocins was upregulated by oxidative stress and at the same time, a cell immunity protein (pyocin S2 immunity protein) was downregulated, possibly leading to self-killing activity.

**Conclusion:**

This finding proposes that pyocin production might be another novel defensive scheme against oxidative attack by host cells.

## Background

Many microorganisms continuously face a range of reactive oxygen species (ROS) including hydrogen peroxide, superoxide, and the hydroxyl radical derived from many sources. During the process of active infection, pathogenic bacteria are exposed to exogenous oxidative stress that phagocytes utilize as a host defense mechanism [1]. Even normal cellular metabolism produces cytotoxicity arising from its partially-reduced intermediates [2]. For instance, by reacting with intracellular iron, hydrogen peroxide can form the hydroxyl radical through the Fenton reaction, which damages various cellular molecules including lipids, proteins, and DNA [1,3]. Superoxide is also capable of promoting oxidative damage by increasing the concentration of intracellular iron [2,4,5]. Because of the vast array of stimuli and their sources, it is intuitive to anticipate that organisms have developed complex antioxidant strategies that serve to neutralize and repair oxidative damage.

*Pseudomonas aeruginosa *PA01 (*P. aeruginosa*), a Gram-negative pathogen responsible for respiratory infections in individuals with cystic fibrosis and cancer, is also known to possess a multifaceted defense system against reactive oxidants that includes such enzymes as catalase and superoxide dismutase [6-8]. There are many specific defense genes that have been identified and regulatory aspects of their activities have been elucidated in many cases [1,5]. Despite this marked progress, cystic fibrosis remains problematic and our knowledge of *P. aeruginosa *pathogenicity remains incomplete. A more thorough understanding of this bacterium's defense system might serve to enhance the development and efficacy of therapeutic agents for this disease. In particular, an understanding of the linkage between the cell's ROS defense mechanism and the remainder of the cell's metabolism can lead to more innovative methods for combating this pathogen. For example, better elucidation of the molecular events responsible for establishing and maintaining pathogenicity might improve optimal drug and vaccine design [9]. That is, by using microarray analysis that enables us to simultaneously and globally examine the complete transcriptome during cellular responses, we might reinforce known relationships between genes with previously identified functions, and also reveal new target genes that give us more insight into *P. aeruginosa*-host interactions.

To provide a more complete linkage between cell physiology and the well-characterized defense response, we investigated genome-wide changes in *P. aeruginosa *gene transcription upon exposure to hydrogen peroxide using Affymetrix *P. aeruginosa *GeneChip arrays. Notably, we made a significant finding that hydrogen peroxide induced the transcription of each and every pyocin (bacteriocins) reported in *P. aeruginosa*. Moreover, we found that a pyocin immunity gene, which prevents bacterial cell death during pyocin synthesis, was downregulated, possibly leading to self-killing activity. Finally, we've corroborated an anticipated result regarding iron uptake; that oxidative stress in our experimental conditions lead to the repression of iron uptake genes.

## Results and discussion

To investigate the effect of sublethal oxidative stress on *P. aeruginosa*, we performed a transcriptome analysis with microarrays upon 20 min exposure to 1 mM hydrogen peroxide. This concentration successfully induces sublethal oxidative damage in *Escherichia coli *and *P. aeruginosa *[10-12]. Besides providing requisite quantities of mRNA for microarray analyses, sublethal doses of antibiotics are receiving increased interest because of their potential for attenuating pathogenicity but with concern for increased rates of mutation and resistance [13,14]. We confirmed that 1 mM hydrogen peroxide caused strong growth inhibition but not cell death for the first 60 min post-treatment (data not shown).

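*P. aeruginosa* PAO1, the sequenced strain from which the array was designed, was grown in LB broth and sampled 20 min after the addition of 1 mM hydrogen peroxide (5 arrays) or without it (4 arrays). Each array carried the labelled cDNA of 1 culture, and each gene was measured by a probe set whose brightness the authors turned into 1 signal with GCOS 1.0 (alpha 1 of 0.04, alpha 2 of 0.06, tau of 0.015). The authors scaled each array to a target signal of 150, and the median signal of the PAO1 probe sets ran from 54 to 61.7 over the 9 arrays. The table holds 5896 probe sets, of which 5545 stand for PAO1 open reading frames. Another 14 probe sets detect RNA foreign to *P. aeruginosa* and give the level of background, which was 0.7 to 12.6 on the treated arrays and 0 to 3.6 on the control arrays. The detection calls were not analysed here. Signals were taken as deposited, values below 1 were set to 1, and the log2 signals of both groups were compared with limma with an intensity trend. Its p-values were adjusted by Benjamini and Hochberg's method over the 5545 open reading frames. Groups of genes were compared with all other genes by limma's camera test with a preset correlation of 0.01. Of the 35 gene lists, written down before the data were examined, 19 passed this test after adjustment over the lists. The 19 include 3 lists of genes that the study had chosen as changed on these same arrays, so these 3 are not independent results. The lists of the R2/F2 locus, the S-type pyocins and PA2403-PA2410 hold only genes that Table 3 also gives, so they are not independent either. Others, among them those of the SOS response, pyochelin and cytochrome o oxidase, hold some such genes. The 19 also include the R2 pyocin, F2 pyocin and lysis lists beside that of the R2/F2 locus, which contains them. With a correlation estimated from the arrays no list passed after adjustment, while 9 had an unadjusted p under 0.05. A set of 182 genes, taken from the paper's text and tables, the largest changes and the gene lists, was followed through every setting. Of the 169 of them that were called, a floor of 25 ended the calls of 31, eBayes without the trend of 19 and median centring of 5, and leaving out 1 array ended 3 to 26. The number of arrays limits the precision.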

To determine genome-wide transcriptional changes in response to hydrogen peroxide, we conducted four and five independent microarray experiments in the absence (control) and the presence (experimental) of hydrogen peroxide, respectively. 

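Of the 5545 open reading frames, 549 had a higher and 642 a lower transcript level after 20 min with hydrogen peroxide at an adjusted p under 0.05 from limma, whatever the size of the change. Among those with a mean signal of at least 50 and no overlap of signals between the groups, the largest rises included PA5530, PA1466, PA0670 and PA2288, and the largest falls *fpvA*, *pchB*, PA2405 and PA2409. By the two-sided Mann-Whitney test on each gene, without adjustment for the number of genes tested, 938 genes were higher and 1017 lower. Leaving out 1 array lowered the higher count to 615 (control replicate 1) and 620 (control replicate 2) and the lower count to 670 (control replicate 2) and 674 (control replicate 4), with 685 to 985 higher and 692 to 1026 lower without any other array. This count uses the mid-p, which gave the p-values of Supplementary Table 1 within 0.0006 for all 5545 genes. The signals of 1130 genes did not overlap between the groups, where a random order of the 9 arrays would give this for 1.59% of genes. Of the genes called by limma, 41 of those higher and 72 of those lower had a mean signal below 25 over all arrays, where the additive background weighs most. When treated replicate 4 and control replicate 3 were left out, a pair of arrays chosen after seeing the data because they stand apart in the genes of the filamentous prophage, 603 genes were higher and 610 lower.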

Transcriptome analysis with Affymetrix *P. aeruginosa *GeneChip arrays suggested that mRNA levels of 805 and 827 out of a total of 5,570 genes were increased and decreased (IR <> 1), respectively, after 20 min treatment. We refer to "statistically marked" changes in transcript level for those genes that meet the following criteria: (i) a *p-*value for a Mann-Whitney test should be less than 0.05, (ii) an absolute fold change in transcript level should be equal to or greater than 2, and (iii) a gene should have a presence or marginal call [15] from 50% or more replicates on both the experimental and control replicate sets. 

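With a Mann-Whitney p under 0.05 and an at least 2-fold ratio of the average signals, 172 genes were higher and 224 lower with hydrogen peroxide, with no detection call applied. Where a signal of at least 25 on 50% or more of the arrays of each group stood in for the detection call, 94 genes were higher and 95 lower. Limma called 151 genes at least 2-fold higher and 180 at least 2-fold lower. These counts depended on dim genes, since with all signals below 25 set to 25 limma called 94 at least 2-fold higher and 84 lower. They also varied with the arrays used, with 128 to 194 higher and 129 to 245 lower when 1 array was left out. Without both treated replicate 4 and control replicate 3, a pair chosen after seeing the data, 228 were higher and 168 lower. Of the 60 genes of Table 1, limma called all 60, and of the 88 genes of Table 3, which lists PA3008 under 2 headings, it called 50 higher and 35 lower. The 3 genes of Table 3 that did not pass were PA4366 (*sodB*), PA4468 (*sodM*) and PA0647.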

Based on these criteria, we pared the set to 116 and 107 genes (a total of 223) that had statistically marked increases and decreases in transcript level, respectively. This result suggests that these genes might be associated with the defensive response of *P. aeruginosa *to hydrogen peroxide-induced oxidative stress. Interestingly, this number is comparable to that found in a study of *E. coli *cells treated with 1 mM hydrogen peroxide (140 genes, = 4-fold) [16], and significantly less than those of a comparable *P. aeruginosa *study (1,854 genes, ≥ 2-fold) [12]. In Table 1, from among the 223 genes, we list 30 most strongly induced and repressed genes as well as their putative functions, many of which are discussed below. Additionally, Supplementary Table 1 shows the average signals, *p*-values, and fold changes of all 5,570 predicted *P. aeruginosa *open reading frames. 

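The 30 most induced genes of Table 1 were all higher with hydrogen peroxide in limma, with log2 fold changes of 1.65 to 4.54, and the 30 most repressed were all lower, with log2 fold changes of -2.85 to -1.31. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. PA1466 encodes a hypothetical protein and had an average signal of 277 ± 29.4 (SD, n = 5) with hydrogen peroxide and 17.3 ± 4.40 (SD, n = 4) without it. This is a log2 fold change of 4.03 (standard error 0.18, adjusted p = 4.5e-08 from limma). Table 1 prints a smaller fold for PA1466 than Supplementary Table 1 and these averages give. PA2288, another gene of unknown function, rose from 43.7 ± 6.14 (SD, n = 4) to 449 ± 98.6 (SD, n = 5), a ratio of 10.3. On the repressed side, PA2667 had an average signal of 160.5 ± 82.9 (SD, n = 5) with hydrogen peroxide and 481 ± 88.0 (SD, n = 4) without it, which is 3.00-fold lower (limma adjusted p = 0.00588). PA4555 (*pilY2*), a gene of the type IV pilus cluster, had a log2 fold change of -1.81 (standard error 0.42, adjusted p = 0.00954), and its treated signals ran from 8.00 to 55.8. The signals of the treated and control arrays did not overlap for 27 of the 30 induced and 26 of the 30 repressed genes.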

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [17] and are accessible through GEO Series accession number GSE3090.

**Table 1:** List of 30 *P. aeruginosa *genes most strongly induced and repressed in response to hydrogen peroxide

Gene (Name)	Fold change	*p*-value	Protein (Function)
*Induced Genes*			
PA5530	24.7	0.008	Probable MFS dicarboxylate transporter (Membrane proteins; Transport of small molecules)
PA1466	13.9	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA2288	10.3	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA3414	9.8	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA4763 (*recN*)	8.3	0.008	DNA repair protein (DNA replication, recombination, modification and repair)
PA0182	6.8	0.024	Probable short-chain dehydrogenase (Putative enzymes)
PA3008	5.7	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0670	5.4	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0612	5.3	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0641	5.0	0.008	Probable bacteriophage protein (Related to phage, transposon, or plasmid)
PA0671	5.0	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA4613 (*katB*)	4.5	0.024	Catalase (Adaptation, protection)
PA3413	4.4	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0620	4.2	0.008	Probable bacteriophage protein (Related to phage, transposon, or plasmid)
PA0615	4.2	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA5471	4.1	0.024	Hypothetical protein (Hypothetical, unclassified, unknown)
PA5470	4.1	0.024	Probable peptide chain release factor (Translation, post-translational modification, degradation)
PA3007 (*lexA*)	4.0	0.008	Repressor protein (Adaptation, protection; Translation, post-translational modification, degradation)
PA0922	3.7	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0635	3.6	0.008	Hypothetical protein (Related to phage, transposon, or plasmid)
PA0616	3.5	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0634	3.5	0.008	Hypothetical protein (Related to phage, transposon, or plasmid)
PA0625	3.4	0.008	Hypothetical protein (Related to phage, transposon, or plasmid)
PA0636	3.4	0.008	Hypothetical protein (Related to phage, transposon, or plasmid)
PA0617	3.4	0.008	Probable bacteriophage protein (Hypothetical, unclassified, unknown)
PA0633	3.3	0.008	Hypothetical protein (Related to phage, transposon, or plasmid)
PA0637	3.3	0.008	Conserved hypothetical protein (Related to phage, transposon, or plasmid)
PA3923	3.3	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA4582	3.2	0.008	Conserved hypothetical protein (Hypothetical, unclassified, unknown)
PA0638	3.2	0.008	Probable bacteriophage protein (Hypothetical, unclassified, unknown)

*Repressed Genes*			
PA2398 (*fpvA*)	5.7	0.008	Ferripyoverdine receptor (Transport of small molecules)
PA4156	5.1	0.008	Probable TonB-dependent receptor (Transport of small molecules)
PA4230 (*pchB*)	4.3	0.008	Salicylate biosynthesis protein (Transport of small molecules; Secreted Factors)
PA2405	3.9	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA2409	3.7	0.008	Probable permease of ABC transporter (Membrane proteins; Transport of small molecules)
PA5235 (glpT)	3.4	0.008	Glycerol-3-phosphate transporter (Membrane proteins; Transport of small molecules)
PA4225 (pchF)	3.3	0.008	Pyochelin synthetase (Transport of small molecules; Secreted Factors)
PA2407	3.3	0.008	Probable adhesion protein (Motility & Attachment)
PA2403	3.2	0.008	Hypothetical protein (Hypothetical, unclassified, unknown; Membrane proteins)
PA5479 (*gltP*)	3.2	0.008	Proton-glutamate symporter (Membrane proteins; Transport of small molecules)
PA3009	3.1	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA2426 (*pvdS*)	3.0	0.024	Sigma factor (Transcriptional regulators)
PA2404	3.0	0.008	Hypothetical protein (Hypothetical, unclassified, unknown; Membrane proteins)
PA2667	3.0	0.008	Conserved hypothetical protein (Transcriptional regulators)
PA3610 (*potD*)	3.0	0.008	Polyamine transport protein (Transport of small molecules)
PA4555 (*pilY2*)	3.0	0.008	Type 4 fimbrial biogenesis protein (Motility & Attachment)
PA1414	2.9	0.024	Hypothetical protein (Hypothetical, unclassified, unknown)
PA0280 (*cysA*)	2.9	0.024	Sulfate transport protein (Transport of small molecules)
PA2408	2.9	0.008	Probable ATP-binding component of ABC transporter (Transport of small molecules)
PA4839 (*speA*)	2.9	0.008	Biosynthetic arginine decarboxylase (Amino acid biosynthesis and metabolism)
PA4231 (*pchA*)	2.9	0.008	Salicylate biosynthesis isochorismate synthase (Secreted Factors; Transport of small molecules)
PA0281 (*cysW*)	2.8	0.008	Sulfate transport protein (Membrane proteins; Transport of small molecules)
PA1228	2.8	0.008	Hypothetical protein (Hypothetical, unclassified, unknown)
PA5049 (*rpmE*)	2.8	0.008	50S ribosomal protein (Translation, post-translational modification, degradation)
PA2619 (*infA*)	2.7	0.008	Initiation factor (Translation, post-translational modification, degradation)
PA4221 (*fptA*)	2.7	0.008	Fe(III)-pyochelin receptor precursor (Transport of small molecules)
PA0976	2.7	0.008	Conserved hypothetical protein (Hypothetical, unclassified, unknown)
PA5446	2.7	0.048	Hypothetical protein (Hypothetical, unclassified, unknown)
PA4229 (*pchC*)	2.6	0.008	Pyochelin biosynthetic protein (Transport of small molecules; Secreted Factors)
PA4218	2.6	0.008	Probable transporter (Membrane proteins; Transport of small molecules)

To validate the relative transcript levels obtained by the array analysis, we employed quantitative real-time PCR analysis on PA4613 (*katB*), PA2850 (*ohr*), PA4763 (*recN*), and PA5530. These genes were selected since they displayed a range of mRNA level changes (-1- to 24-fold). Moreover, PA0576 (*rpoD*) was used as a control gene for the relative mRNA level calculation due to the fact that *rpoD *exhibits stable expression level [18]. 

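The sigma factor gene PA0576 (*rpoD*) had an average signal of 1463 ± 119 (SD, n = 5) with hydrogen peroxide and 1552 ± 114 (SD, n = 4) without it, a log2 fold change of -0.09 (standard error 0.10, adjusted p = 0.559 from limma). PA5530, which encodes a probable transporter of the major facilitator family, had an average signal of 610.1 ± 249 (SD, n = 5) with hydrogen peroxide and 24.7 ± 4.15 (SD, n = 4) without it, 24.7-fold higher. Its log2 fold change of 4.54 (standard error 0.26, adjusted p = 2.9e-07) was the largest rise in Table 1. PA4763 (*recN*) had an average signal of 1271 ± 256 (SD, n = 5) with hydrogen peroxide and 154 ± 1.83 (SD, n = 4) without it, 8.27-fold higher. Its limma adjusted p was 5.2e-08. The ratio for PA4613 (*katB*) was 4.54. PA2850 (*ohr*), which encodes an organic hydroperoxide resistance protein, had an average signal of 81.8 ± 19.3 (SD, n = 5) with hydrogen peroxide and 112 ± 27.5 (SD, n = 4) without it. This is 1.37-fold lower, with a log2 fold change of -0.45 that did not pass limma (adjusted p = 0.13).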

As shown in Table 2, our microarray results were corroborated with quantitative real-time PCR analyses of the selected genes.

**Table 2:** Transcript level comparison of *P. aeruginosa *genes between real-time PCR analysis and microarray analysis

Gene	mRNA level change		Sense primer sequence (5'-3')	Antisense primer sequence (5'-3')
			
	real-time PCR	microarray		
PA4613	1.69 (± 0.44)	4.54	GAGCAGAACTTCAAGCAGAC	CTCTCGTCGTCGGTGATC
PA2850	-1.64 (± 0.19)	-1.37	GAGGTCGAACTGCACATC	GGGTAGCGTTGGAGTAGG
PA4763	4.24 (± 0.17)	8.27	GGAGCAGGAGCAGAAGAC	GTTGAGGCTGGCATTGAG
PA5530	34.26 (± 7.17)	24.70	AAGAAGGAAGAGCCGAAGG	ATGTAGGTGGTGTAGGTGTAG
PA0576			CGTCCTCAGCGGCTATATCG	TTCTTCTTCCTCGTCGTCCTTC

### Functional classification

To examine how the genes are distributed with regard to their functions, we classified these 223 genes according to the categories described in the *Pseudomonas aeruginosa *Community Annotation Project [19] (see, Figure 1). Both Figure 1 and Table 1 indicate that the most distinctive feature was the completely uniform upregulation of genes involved in DNA modulation (Phage, transposon, or plasmid and DNA replication and repair); this is discussed further below. It also appeared that genes related to various membrane functions including "transport of small molecules", "secreted factors", and "membrane proteins" were noticeably downregulated, suggesting that hydrogen peroxide alters the regulation of membrane proteins. 

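Of the 15 genes of the filamentous Pf prophage (PA0715-PA0729), 6 were higher, none was lower and 9 did not pass the test (14 higher when adjusted over the list alone). The median log2 fold change of the prophage list was 4.35 (camera adjusted p = 2.4e-05, and adjusted p = 0.412 with an estimated correlation). PA0723 (*coaB*), the gene of the coat protein, had signals of 7256 to 9294 on treated replicates 1, 2, 3 and 5, but 77.7 on treated replicate 4, and 73.7 to 108 on control replicates 1, 2 and 4, but 2128 on control replicate 3. Its adjusted p from limma was 0.0546 over all arrays. None of the prophage genes passed when treated replicate 1, 2, 3 or 5 or control replicate 1, 2 or 4 was left out, with medians of the list of 3.86 to 4.09, nor with signals below 25 set to 25 or with eBayes without the trend, with medians of 4.05 and 4.35, so the size of the change stayed near that over all arrays where the calls were lost. Without treated replicate 4, 14 genes passed and the median of the list was 5.97, and without control replicate 3, 12 passed and it was 5.30.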

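The 17 genes of these classes among the most repressed genes of Table 1 were all lower with hydrogen peroxide, with a median log2 fold change of -1.73, and all 17 were lower when adjusted over the list alone. The study chose them on these arrays, so the count is not independent evidence of a direction (camera adjusted p = 1.4e-11, and adjusted p = 0.0932 with an estimated correlation). PA5479 (*gltP*), a proton-glutamate symporter gene, had an average signal of 125 ± 31.0 (SD, n = 5) with hydrogen peroxide and 396 ± 31.2 (SD, n = 4) without it, 3.18-fold lower (limma adjusted p = 3.3e-05). PA5235 (*glpT*), the glycerol-3-phosphate transporter gene, had a log2 fold change of -1.77 (standard error 0.35, adjusted p = 0.00388 from limma). PA4218, a probable transporter next to the pyochelin genes, had an average signal of 76.7 ± 32.7 (SD, n = 5) with hydrogen peroxide and 202 ± 43.4 (SD, n = 4) without it. PA0281 (*cysW*) of the sulfate transporter had a log2 fold change of -1.32 (limma adjusted p = 0.00632), and the neighbouring PA0280 (*cysA*) one of -1.38 (adjusted p = 0.0213). The call of *cysA* was lost without treated replicate 2 (adjusted p = 0.0505), with signals below 25 set to 25 (adjusted p = 0.0819) and with eBayes without the trend (adjusted p = 0.0518).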

Even among the 30 most downregulated genes presented in Table 1, 17 genes belonged to these functional classes (PA2398 (*fpvA*), PA4156, PA4230 (*pchB*), PA2409, PA5235 (*glpT*), PA4225 (*pchF*), PA2403, PA5479 (*gltP*), PA2404, PA3610 (*potD*), PA0280 (*cysA*), PA2408, PA4231 (*pchA*), PA0281 (*cysW*), PA4221 (*fptA*), PA4229 (*pchC*), and PA4218). This result may reflect attenuation of active and/or facilitated transport through the cell membrane. Notably, many genes associated with these classes were found linked with iron regulation (discussed below). Also, consistent with the sublethal but significant applied stress, as shown in Table 3, several genes involved in primary metabolism exhibited decreased mRNA levels: (i) energy metabolism-related genes, PA1317 (*cyoA*), PA1319 (*cyoC*), and PA3621 (*fdxA*), and PA4133, (ii) polyamine synthesis and uptake genes (related to amino acid synthesis and metabolism), PA0654 (*speD*), PA1687 (*speE*), PA4839 (*speA*), and PA3607-3610 (*potABCD*), and (iii) ribosomal protein genes, PA4432 (*rpsL*), PA4563 (*rpsT*), PA5049 (*rpmE*), and PA5315 (*rpmG*). It is also interesting that putative cell division inhibitors such as PA0671 and PA3008, which are similar to *E. coli sulA *[20], showed increased transcript levels upon exposure to hydrogen peroxide, suggesting that these genes might promote the repression of primary metabolism.

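The 15 genes named in these 3 groups were all lower with hydrogen peroxide, with log2 fold changes of -1.70 to -0.96, and all 15 were lower when adjusted over the list alone. They were chosen by the study on these arrays, so the count is not independent evidence (camera adjusted p = 1.8e-11, and adjusted p = 0.0776 with an estimated correlation). Of the 16 genes listed for polyamine synthesis and uptake, 8 were lower, 2 were higher and 6 did not pass, with 8 lower and 4 higher when adjusted over the list alone (camera adjusted p = 0.106). The list takes in PA0296-PA0304, which the paper's text does not name. Whether each of these acts in synthesis or uptake was not checked here, so the list test says little about the genes that the paper named. PA4839 (*speA*), the arginine decarboxylase gene, had an average signal of 112 ± 56.8 (SD, n = 5) with hydrogen peroxide and 321 ± 35.3 (SD, n = 4) without it, 2.88-fold lower. PA1687 (*speE*), the spermidine synthase gene, had a log2 fold change of -1.41 (standard error 0.12, adjusted p = 1.8e-05 from limma), while the 2 higher members were PA0299 (*spuC*) and PA0302 (*potG*), with log2 fold changes of 0.59 and 0.44. Of the 5 cytochrome o oxidase genes, 3 were lower and 2 did not pass (5 lower when adjusted over the list alone, camera adjusted p = 0.00397, and adjusted p = 0.24 with an estimated correlation). Among them PA1317 (*cyoA*) had an average signal of 70.5 ± 27.2 (SD, n = 5) with hydrogen peroxide and 159.8 ± 53.9 (SD, n = 4) without it. Of 53 ribosomal protein genes, 12 were lower, 2 were higher and 39 did not pass, and the counts were the same when adjusted over the list alone. Their median log2 fold change was -0.08 (camera adjusted p = 0.0495, and adjusted p = 0.845 with an estimated correlation). PA5049 (*rpmE*) had the lowest log2 fold change of the ribosomal genes at -1.48 (limma adjusted p = 9.1e-05), and PA4563 (*rpsT*) had an average signal of 1601 ± 589 (SD, n = 5) with hydrogen peroxide and 3648 ± 319 (SD, n = 4) without it. The camera call of the ribosomal list was lost without treated replicate 1, 2, 3 or 5 or control replicate 1 or 2, with adjusted p-values of 0.0638 to 0.323. The calls of PA1319 (*cyoC*), PA3621 (*fdxA*) and PA4133 were lost without control replicate 2 (adjusted p = 0.0612, 0.0626 and 0.0637), that of *cyoC* also without control replicate 4 (adjusted p = 0.0573) and that of PA4133 also without control replicate 3 (adjusted p = 0.0596). The calls of *fdxA* and PA4133 were also lost with signals below 25 set to 25 (adjusted p = 0.0783 and 0.0672) and without treated replicate 4 and control replicate 3 (adjusted p = 0.0545 and 0.0627), and that of *fdxA* with eBayes without the trend (adjusted p = 0.0559). The floor left the log2 fold change of *fdxA* at -1.09, so that loss does not come from dim signals of *fdxA* itself.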

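PA3008 had an average signal of 619 ± 111 (SD, n = 5) with hydrogen peroxide and 109 ± 8.77 (SD, n = 4) without it, 5.66-fold higher. It had a log2 fold change of 2.49 (standard error 0.13, adjusted p = 1.1e-07 from limma). PA0671 rose from 25.4 ± 4.09 (SD, n = 4) to 128 ± 29.8 (SD, n = 5), 5.01-fold higher, with a log2 fold change of 2.31 (standard error 0.19, adjusted p = 1.3e-05). For both genes every treated array had a higher signal than every control array.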

**Figure 1:**
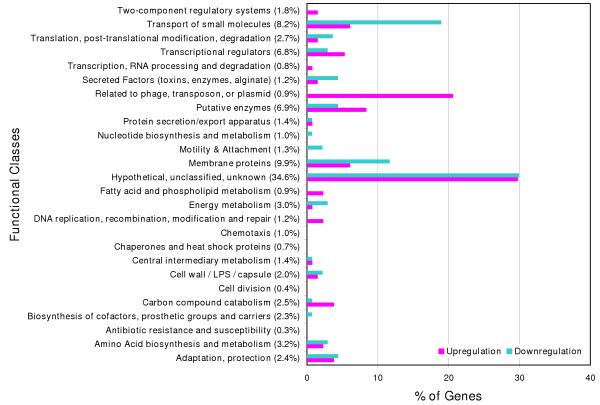
**Functional classification of genes with statistically significant increase and decrease in mRNA level (a total of 223 genes)**. The number in parenthesis represents the percentage of the total number of genes within the genome in each functional class.

**Table 3:** List of *P. aeruginosa *genes that were discussed in this report, categorized by their related functions.

Gene (Name)	Average signal of experimentals	Average signal of controls	*p*-value	Fold change ^a^
*Primary metabolism-related*				
PA1317 (*cyoA*)	70.5	159.9	0.048	-2.3
PA1319 (*cyoC*)	22.5	46.6	0.008	-2.1
PA3621 (*fdxA*)	321.7	648.6	0.008	-2.0
PA4133	46.8	106.6	0.024	-2.3
PA0654 (*speD*)	416.9	804.4	0.008	-1.9 ^c^
PA1687 (*speE*)	77.8	204.8	0.008	-2.6
PA4839 (*speA*)	111.7	321.2	0.008	-2.9
PA3607 (*potA*)	65.8	143.7	0.008	-2.2
PA3608 (*potB*)	25.8	64.6	0.008	-2.5
PA3609 (*potC*)	40.0	83.00	0.008	-2.1
PA3610 (*potD*)	35.4	105.9	0.008	-3.0
PA4432 (*rpsL*)	493.8	1156.9	0.008	-2.3
PA4563 (*rpsT*)	1600.9	3648.5	0.008	-2.3
PA5049 (*rpmE*)	174.9	482.0	0.008	-2.8
PA5315 (*rpmG*)	340.3	761.5	0.008	-2.2
PA0671	127.5	25.4	0.008	5.0
PA3008	618.6	109.2	0.008	5.7
*Cellular protective mechanism-related*				
PA4236 (*katA*)	543.8	275.1	0.008	2.0
PA4613 (*katB*)	152.6	33.6	0.008	4.5
PA4366 (*sodB*)	1779.4	1923.3	0.484 ^b^	-1.1 ^c^
PA4468 (*sodM*)	27.7	18.8	0.008	1.5 ^c^
PA3007 (*lexA*)	1267.9	320.9	0.008	4.0
PA3008	618.6	109.2	0.008	5.7
PA3616	289.7	105.2	0.008	2.8
PA3617 (*recA*)	1917.5	706.1	0.008	2.7
PA0669	59.4	20.9	0.008	2.8
PA3413	766.0	174.7	0.008	4.4
PA3414	459.5	47.0	0.008	9.8
PA4763 (*recN*)	1270.9	153.6	0.008	8.3
*Iron regulation-related*				
PA2426 (*pvdS*)	21.0	63.0	0.024	-3.0
PA2398 (*fpvA*)	99.5	566.1	0.008	-5.7
PA4221 (*fptA*)	154.6	417.9	0.008	-2.7
PA4225 (*pchF*)	42.1	139.0	0.008	-3.3
PA4226 (*pchE*)	103.3	263.0	0.008	-2.6
PA4228 (*pchD*)	101.1	235.1	0.008	-2.3
PA4229 (*pchC*)	101.2	267.6	0.008	-2.6
PA4230 (*pchB*)	49.6	212.1	0.008	-4.3
PA4231 (*pchA*)	35.6	102.6	0.008	-2.9
PA2403	53.7	173.8	0.008	-3.2
PA2404	45.6	138.1	0.008	-3.0
PA2405	46.9	181.1	0.008	-3.9
PA2406	61.4	113.3	0.008	-1.8 ^c^
PA2407	91.8	300.9	0.008	-3.3
PA2408	35.8	103.7	0.008	-2.9
PA2409	50.9	188.6	0.008	-3.7
PA2410	38.2	94.4	0.008	-2.5
PA4156	3.2	16.3	0.008	-5.1
PA3531 (*bfrB*)	114.0	227.5	0.008	-2.0
*Pyocin system-related*				
PA0985	86.9	45.2	0.024	1.9 ^c^
PA1150 (*pys2*)	359.3	123.9	0.008	2.9
PA3866	129.6	58.9	0.008	2.2
PA0612	941.5	177.8	0.008	5.3
PA0613	220.4	96.1	0.008	2.3
PA0614	635.5	220.0	0.008	2.9
PA0615	708.0	169.1	0.008	4.2
PA0616	1177.1	336.0	0.008	3.5
PA0617	708.9	211.5	0.008	3.4
PA0618	1085.4	350.1	0.008	3.1
PA0619	1189.2	392.5	0.008	3.0
PA0620	1328.8	313.4	0.008	4.2
PA0621	1909.6	742.5	0.008	2.6
PA0622	2536.5	833.8	0.008	3.0
PA0623	2053.5	740.5	0.008	2.8
PA0624	960.5	382.8	0.008	2.5
PA0625	537.4	159.5	0.008	3.4
PA0626	633.5	272.6	0.008	2.3
PA0627	630.3	270.0	0.008	2.3
PA0628	652.2	297.4	0.008	2.2
PA0629	407.9	154.8	0.008	2.6
PA0630	416.1	211.9	0.008	2.0
PA0631	294.6	128.3	0.008	2.3
PA0632	270.8	143.8	0.008	1.9 ^c^
PA0633	1979.9	596.6	0.008	3.3
PA0634	589.4	169.8	0.008	3.5
PA0635	836.9	232.3	0.008	3.6
PA0636	1278.8	380.6	0.008	3.4
PA0637	589.8	178.4	0.008	3.3
PA0638	908.6	283.9	0.008	3.2
PA0639	617.9	209.7	0.008	3.0
PA0640	142.0	55.6	0.008	2.6
PA0641	509.7	102.0	0.008	5.0
PA0642	45.1	16.2	0.008	2.8
PA0643	135.5	65.7	0.008	2.1
PA0644	210.3	119.3	0.008	1.8 ^c^
PA0645	222.9	88.8	0.008	2.5
PA0646	158.0	64.2	0.008	2.5
PA0647	50.84	39.95	0.341 ^b^	1.3 ^c^
PA0648	143.4	94.8	0.024	1.5 ^c^
PA1151 (*imm2*)	34.88	71.58	0.008	-2.1

^a^The fold change is a positive number when the expression level in the experiment increased compared to the control and is a negative number when the expression level in the experiment declined.

^b ^The *p *value is higher than 0.05.

^c ^The fold change is less than 2.

### Genes related to cellular protective mechanisms

Figure 1 and Table 3 show that a number of genes primarily in the classes of "adaptation, protection" and "DNA replication, recombination, modification and repair", which are known to be involved in cellular protective mechanisms, were induced in response to hydrogen peroxide. First, two catalase genes, PA4236 (*katA*), and PA4613 (*katB*) showed significant increases in mRNA levels. It was reported that the KatB enzyme is essential for optimal resistance to hydrogen peroxide [6,21]. 

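*katB* had an average signal of 153 ± 42.7 (SD, n = 5) with hydrogen peroxide and 33.6 ± 6.75 (SD, n = 4) without it. This is a log2 fold change of 2.16 (standard error 0.21, adjusted p = 3.5e-05 from limma). *katA* had an average signal of 544 ± 79.9 (SD, n = 5) with hydrogen peroxide and 275 ± 52.0 (SD, n = 4) without it, 1.98-fold higher, and a log2 fold change of 0.99 (standard error 0.15, adjusted p = 6.5e-04). Of the 21 genes listed for the defence against peroxide and superoxide, 3 were higher, 2 were lower and 16 did not pass the test, with 5 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.586). The third gene that was higher was PA5344 (*oxyR*), the gene of the peroxide-sensing regulator, with a log2 fold change of 0.51 (limma adjusted p = 0.00562). The lower ones were PA0848, a probable alkyl hydroperoxide reductase gene, at -0.59 and PA0849 (*trxB2*), a thioredoxin reductase gene, at -0.60. The call of *trxB2* was lost without treated replicate 1 or 2 or control replicate 1, 2 or 3, with adjusted p-values of 0.0526 to 0.0904, and without treated replicate 4 and control replicate 3 (adjusted p = 0.0796). The alkyl hydroperoxide reductase gene PA0139 (*ahpC*) had a log2 fold change of 0.25 that did not pass (limma adjusted p = 0.295).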

The mere 2-fold upregulation of *katA *may support a prior hypothesis that *katA *serves as a primary housekeeping catalase; expressed constitutively throughout the growth cycle [7,21]; as a result, dramatic transcript increases might not occur. Surprisingly, superoxide dismutase genes, PA4366 (*sodB*) and PA4468 (*sodM*), did not show significant increases in mRNA levels. However, *sodB *was among genes that had the highest signal intensities on both control and experimental replicates, whereas *sodM *exhibited low mRNA levels under both conditions. 

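*sodB* had an average signal of 1779 ± 284 (SD, n = 5) with hydrogen peroxide and 1923 ± 157 (SD, n = 4) without it. By average signal it ranked 123 on the treated and 95 on the control arrays among the 5545 open reading frames. Its log2 fold change of -0.12 (standard error 0.13, adjusted p = 0.517 from limma) did not pass the test. *sodM* had an average signal of 27.7 ± 3.33 (SD, n = 5) with hydrogen peroxide and 18.8 ± 1.79 (SD, n = 4) without it and ranked 3863 and 4392. Its log2 fold change of 0.56 (standard error 0.20, adjusted p = 0.0661) did not pass, although the signals of the treated arrays, 23.1 to 31.6, lay above those of the control arrays, 16.4 to 20.2. *sodM* passed after quantile normalization (adjusted p = 0.0486), after median centring (adjusted p = 0.0475) and with eBayes without the trend (adjusted p = 0.0188).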

Again, this result may correspond well to a previous report suggesting that SodB expression may be important even during normal aerobic growth while SodM activity is increased only in response to iron deprivation, which is not the case in our study (discussed below) [22].

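All 15 genes listed for the SOS response, the set of genes that LexA represses until DNA is damaged, were higher with hydrogen peroxide, and all 15 were higher when adjusted over the list alone. Their log2 fold changes ran from 0.56 to 3.41 with a median of 1.97 (camera adjusted p = 4.9e-23, and adjusted p = 0.0776 with an estimated correlation). The list includes the genes that the study itself named from these arrays, so the count is not independent evidence for those. By the ratio of the average signals the largest rises of the list were those of PA2288 (10.3), PA3414 (9.78) and PA0670 (9.41). PA0670 rose from 11.4 ± 5.27 (SD, n = 4) to 108 ± 18.5 (SD, n = 5), and its control signals ran from 3.60 to 15.1. Of 33 other DNA repair genes, 4 were higher, 6 were lower and 23 did not pass, with 5 higher and 6 lower when adjusted over the list alone (camera adjusted p = 0.983). PA4042 (*xseB*), which encodes a subunit of exonuclease VII, had a log2 fold change of 0.72 (limma adjusted p = 4.5e-04). PA0965 (*ruvC*) and PA0966 (*ruvA*), whose products act on Holliday junctions, had log2 fold changes of -0.60 and -0.72 (limma adjusted p = 9.8e-04 and 0.00269).

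**Figure D1:**
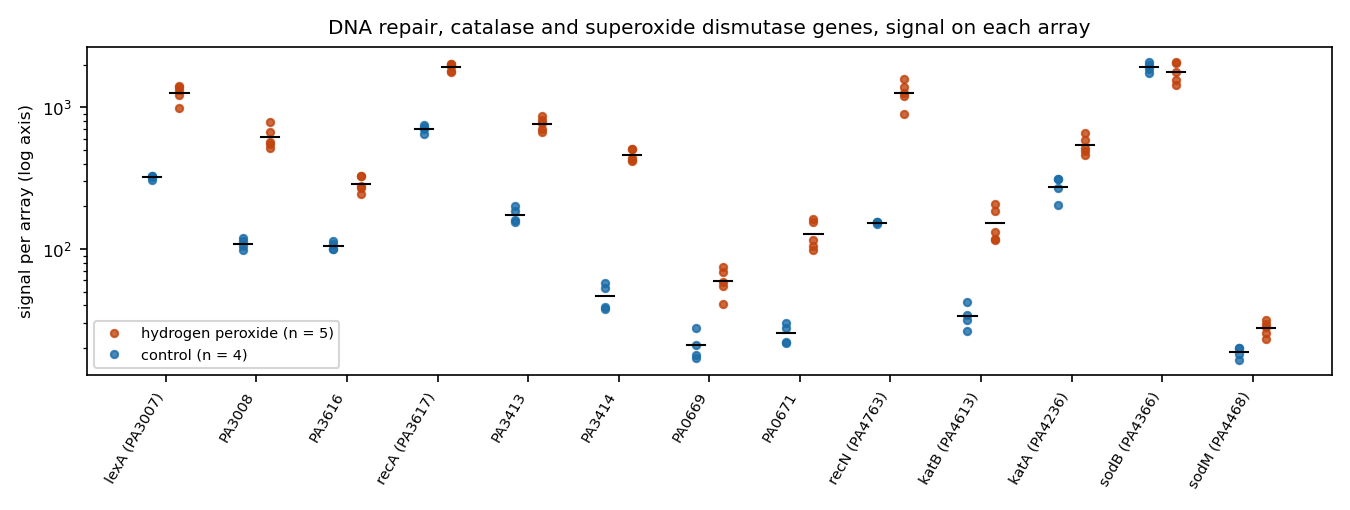
Signal (arbitrary units, log axis) of DNA repair, catalase and superoxide dismutase genes on each array. Each point is 1 array, orange with hydrogen peroxide (n = 5) and blue without it (n = 4), and bars are group means. The 5 treated points of *recN* lie between 901 and 1594 and its 4 control points between 151 and 155, while those of *sodB* overlap.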

Second, DNA repair-related genes were highly induced in the presence of hydrogen peroxide. Indeed, it is known that hydrogen peroxide causes oxidative DNA damage by generating hydroxyl or ferryl radicals [1,2,23]. Palma *et al*. demonstrated that genes of *P. aeruginosa *SOS regulon exhibit increases in mRNA level upon exposure to 1 mM hydrogen peroxide [12]. Reportedly, RecA stimulates autodigestion of repressor protein LexA for the activation of the SOS regulon in *E. coli *[24]. Our study also revealed increased expression of PA3007 (*lexA*) and PA3617 (*recA*) (Table 3). Furthermore, PA3008, adjacent to *lexA*, showed high increase in transcript level; notably, this gene is similar to *E. coli sulA*, which inhibits cell division until DNA repair is finished [12,25]. 

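*lexA* had an average signal of 1268 ± 175 (SD, n = 5) with hydrogen peroxide and 321 ± 10.5 (SD, n = 4) without it, 3.95-fold higher. This is a log2 fold change of 1.97 (standard error 0.11, adjusted p = 2.8e-07 from limma). *recA* had an average signal of 1918 ± 114 (SD, n = 5) with hydrogen peroxide and 706 ± 42.8 (SD, n = 4) without it, 2.72-fold higher, with a log2 fold change of 1.44 (standard error 0.09, adjusted p = 5.7e-07). PA3616, which lies beside *recA*, had a log2 fold change of 1.45 (standard error 0.11, adjusted p = 8.1e-06). All 5 treated arrays exceeded all 4 control arrays for each of these genes.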

Besides, PA3616 (probable *recX*), a downstream gene of *recA*, is reportedly involved in regulation of RecA expression [26,27]. Other interesting genes possibly relevant to DNA repair-related functions included PA0669 (a DNA polymerase gene), PA3413-PA3414, and PA4763 (*recN*, a DNA repair gene). 

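PA3414 had an average signal of 459 ± 45.2 (SD, n = 5) with hydrogen peroxide and 47.0 ± 9.83 (SD, n = 4) without it, 9.78-fold higher. It had a log2 fold change of 3.31 (standard error 0.14, adjusted p = 4.5e-08 from limma). The neighbouring PA3413 had an average signal of 766 ± 78.0 (SD, n = 5) with hydrogen peroxide and 175 ± 21.4 (SD, n = 4) without it and a log2 fold change of 2.13 (standard error 0.11, adjusted p = 1.1e-07). PA0669 rose from 20.9 ± 4.91 (SD, n = 4) to 59.4 ± 13.2 (SD, n = 5), 2.84-fold higher (limma adjusted p = 7.1e-04). *recN* had a log2 fold change of 3.02 with a standard error of 0.14.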

To be specific, a protein encoded by PA3414 exhibited a high homology to YbeG in *E. coli*, which is inducible by DNA damage [28,29]. Moreover, the fact that DnaE, similar to a product encoded by PA0669, is involved in DNA mismatch correction or DNA repair in *Bacillus subtilis *suggests that the PA0669 protein might also participate in repairing DNA damage caused by hydrogen peroxide in our study [30,31].

As shown in Figure 2, the complete profile of our response is compared directly to that of Palma *et al*. [12]. Our results were generally consistent and, overall, this portion of our analysis corroborates previous studies that have associated oxidative stress response genes with hydrogen peroxide and other ROS insults, and reinforces the conclusion that DNA repair proteins and catalases may be among the most central mechanisms that *P. aeruginosa *employs to counteract lethal effects of reactive oxygen intermediates.

**Figure 2:**
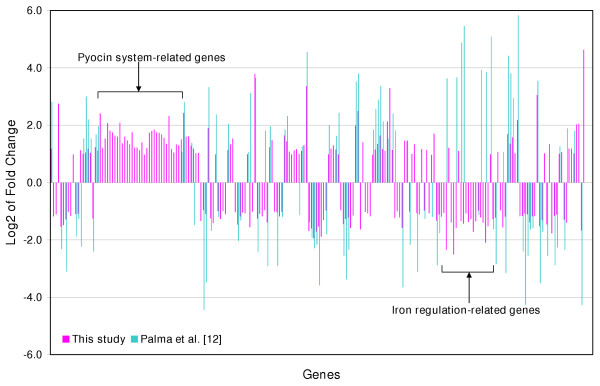
**Comparison of 223 genes with statistically significant mRNA level changes in this study with those of Palma *et al*. [12]**. The fold change is a positive number when the expression level in the experiment increased compared to the control and is a negative number when the expression level in the experiment declined.

### Genes related to iron regulation

As mentioned above, however, one of the aims of this study was to examine the responses of ROS stress genes to the rest of cellular metabolism, in order to provide new insight on *P. aeruginosa *regulation in response to varied oxygen conditions as is expected in niche environments of the human lung. Among the more interesting findings was an apparent discrepancy between previous reports of iron-regulated genes. These genes are highlighted in Figure 2. Iron metabolism is important for many reasons: there are many iron catalyzed oxygen reactions that can damage cells; there are many sources of iron, particularly localized in the human lung; and iron-related genes are often coordinately regulated with oxidative stress defenses in *E. coli *[32]. Notably, this study also revealed that hydrogen peroxide treatment drastically altered iron regulation in *P. aeruginosa*. In particular, the following genes, all of which are known to be regulated by the ferric uptake regulator (Fur, encoded by PA4764), were repressed in response to hydrogen peroxide (Table 3): (i) iron starvation sigma factor, PA2426 (*pvdS*), (ii) ferri-siderophore (iron-chelating compound) receptor genes, PA2398 (*fpvA*) and PA4221 (*fptA*), (iii) siderophore (pyochelin) biosynthesis genes, PA4225-PA4226 (*pchFE*) and PA4228-PA4231 (*pchDCBA*), and (iv) siderophore (pyoverdin) system-related genes, PAPA2403-PA2410 and PA4156 [33,34].

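All 19 genes that Table 3 lists under iron regulation, PA3531 (*bfrB*) included, were lower with hydrogen peroxide, with log2 fold changes of -2.85 to -0.91, and all 19 when adjusted over the list alone. The study chose them on these arrays, so the count is not independent evidence (camera adjusted p = 1.3e-11, and adjusted p = 0.135 with an estimated correlation). Of the 14 genes of the pyochelin region (PA4218-PA4231), 12 were lower, none was higher and 2 did not pass (13 lower when adjusted over the list alone), with a median log2 fold change of -1.56 (camera adjusted p = 6.6e-07, and adjusted p = 0.339 with an estimated correlation). PA4230 (*pchB*), an enzyme gene of salicylate synthesis, had an average signal of 49.6 ± 32.5 (SD, n = 5) with hydrogen peroxide and 212 ± 41.4 (SD, n = 4) without it, 4.28-fold lower. The receptor gene *fptA* had a log2 fold change of -1.67 (standard error 0.38, adjusted p = 0.0086 from limma). All 8 genes of the PA2403-PA2410 cluster were lower, with a median log2 fold change of -1.84, and all 8 when adjusted over the list alone (camera adjusted p = 1.1e-06, and adjusted p = 0.23 with an estimated correlation). These 8 are among the 19 genes of Table 3, so their count is not independent evidence either. Of 21 genes of pyoverdine synthesis, uptake and regulation, 7 were lower, none was higher and 14 did not pass (11 lower when adjusted over the list alone), with a median of -0.80 (camera adjusted p = 9.7e-05, and adjusted p = 0.412 with an estimated correlation). Its receptor gene *fpvA* had an average signal of 99.5 ± 93.9 (SD, n = 5) with hydrogen peroxide and 566 ± 172 (SD, n = 4) without it, 5.69-fold lower, with a log2 fold change of -2.85 (standard error 0.44, adjusted p = 8.9e-04). *pvdS* had an average signal of 21.0 ± 6.36 (SD, n = 5) with hydrogen peroxide and 63.0 ± 53.0 (SD, n = 4) without it and a log2 fold change of -1.31 (standard error 0.41, adjusted p = 0.0403). Treated replicate 4 had the highest treated signal of *fpvA*, PA2404, PA2407 and *pvdS*, 265 for *fpvA* against 35.0 to 75.6 on the other treated arrays. PA4156 had treated signals of 1.00 to 5.80, within the range of the foreign control probe sets, so the size of its fall is not given. The call of *pvdS* was lost without any 1 array other than treated replicate 4 or control replicate 3, with log2 fold changes of -0.81 to -1.39 and adjusted p-values of 0.0655 to 0.0917, and also with median centring (adjusted p = 0.0534), with signals below 25 set to 25 (adjusted p = 0.206) and with eBayes without the trend (adjusted p = 0.0763). The calls of PA4226 (*pchE*), PA4156 and *bfrB* were lost with signals below 25 set to 25 (adjusted p = 0.0743, 1.00 and 0.0598). The call of PA4228 (*pchD*) was lost without control replicate 4 (adjusted p = 0.0544), without treated replicate 4 and control replicate 3 (adjusted p = 0.0513), with signals below 25 set to 25 (adjusted p = 0.0833) and with eBayes without the trend (adjusted p = 0.0571). The floor left the log2 fold change of *pchD* at -1.47, so that loss does not come from dim signals of *pchD* itself.

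**Figure D2:**
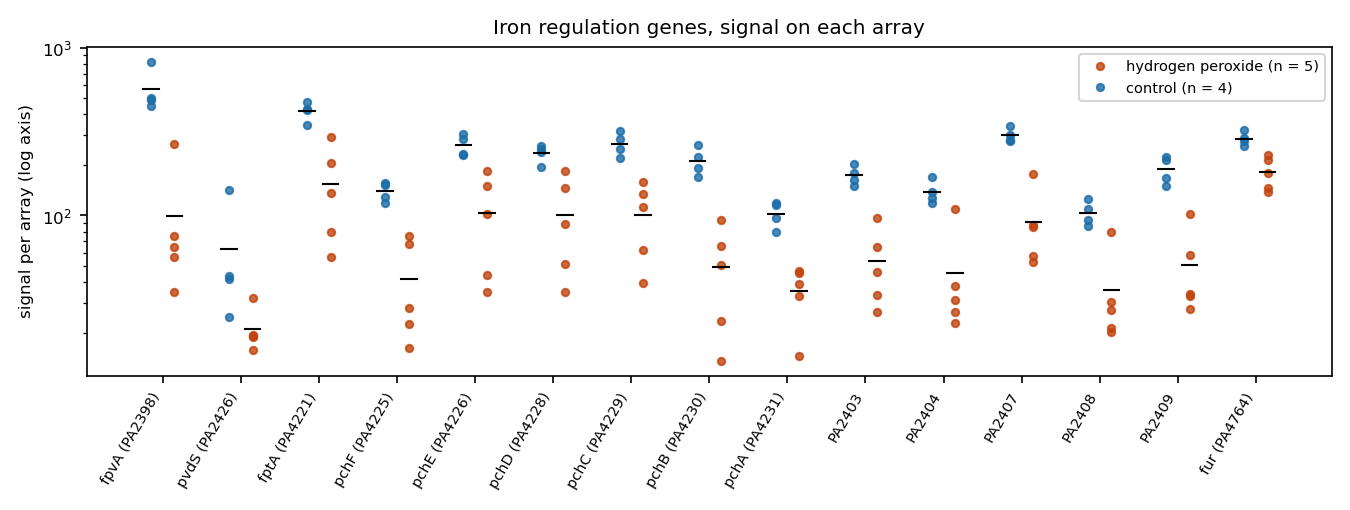
Signal (arbitrary units, log axis) of iron regulation genes on each array. Each point is 1 array, blue without (n = 4) and orange with hydrogen peroxide (n = 5), and bars are group means. The treated points of *fpvA* lie between 35.0 and 265 and its control points between 452 and 823.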

As is widely accepted, in order to overcome a limited supply of iron, *P. aeruginosa *produces two major siderophores, pyoverdin and pyochelin [34-36] and upon iron deprivation, these siderophores are excreted from the cells, chelate iron and transport it back to the cells through outer membrane receptors, FptA and FpvA, which are specific for the iron-siderophore complexes [37,38]. Moreover, in the absence of iron, PchR, encoded by PA4227, seems to become a repressor of the receptor gene, *fptA*, and of its own gene, *pchR*. On the other hand, excess iron represses the biosynthesis of pyoverdin and pyochelin [35,39]; that is, in the presence of abundant iron, the Fur protein, a repressor, binds to the promoters of genes encoding PvdS and PchR proteins, which positively regulate the biosynthesis of pyoverdin and pyochelin, respectively [38]. These phenomena seem congruent with the transcript levels of iron-related genes in this study.

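*fur* had an average signal of 182 ± 39.7 (SD, n = 5) with hydrogen peroxide and 287 ± 25.8 (SD, n = 4) without it, 1.58-fold lower, with a log2 fold change of -0.69 (standard error 0.15, adjusted p = 0.00704 from limma). *pchR* had an average signal of 48.0 ± 8.76 (SD, n = 5) with hydrogen peroxide and 50.6 ± 6.74 (SD, n = 4) without it, and its log2 fold change of -0.09 (standard error 0.18, adjusted p = 0.758) did not pass the test. Of 29 other genes of iron and haem uptake, 2 were higher, 3 were lower and 24 did not pass, with 2 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.555). PA3901 (*fecA*), a receptor gene for ferric citrate, was higher with a log2 fold change of 1.11 (standard error 0.16, adjusted p = 6.4e-04). Of 5 iron storage genes, 2 were lower and 3 did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.282). One of them was PA3531 (*bfrB*), a bacterioferritin gene, with an average signal of 114 ± 43.8 (SD, n = 5) with hydrogen peroxide and 228 ± 33.0 (SD, n = 4) without it. The call of *bfrB* was lost with signals below 25 set to 25 (adjusted p = 0.0598).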

It has been documented that the intracellular iron level could be affected by oxidative stress [3,5,32]. In particular, superoxide, generated during the reduction process of oxygen, releases free iron from iron-sulfur proteins, thus increasing the levels of intracellular iron [2-4]. Consequently, the result that the iron regulation-related genes such as *pvdS*, *fpvA*, *fptA*, and *pchABCDEF *were repressed in our study could be accounted for by prior reports suggesting that the amount of intracellular iron might be increased as a result of exposure to reactive oxidants [4]. At this point, it should be pointed out that "free iron" was intended to suggest not that the iron is hexa-aqueous, but that the iron is not integrated into enzymes. Iron vigorously binds to most biomolecules so that iron atoms free inside the cell likely exist in a form associated with the surfaces of cellular molecules. As shown in Figure 2, Palma *et al*. previously reported *induction *of several iron starvation-inducible genes such as PA0471, PA0472, PA2426 (*pvdS*), PA2686 (*pfeR*), PA4221 (*fptA*), PA4227 (*pchR*), PA4228 (*pchD*), PA4230 (*pchB*), and PA5531 (*tonB*) upon exposure to hydrogen peroxide, suggesting that cells experience iron starvation and/or a transient loss of Fur repressor function [12]. The reason for this discrepancy is not understood at present; however, it should not be excluded that different growth mediums, exposure times, and/or growth phase (tryptic soy broth, 10 min, optical density 0.5, respectively) as well as a different *P. aeruginosa *isolates were used in the two studies (discussed in more detail later).

Lastly, it should be pointed out that iron regulation system might be an attractive therapeutic target because it appears to be closely related to the antioxidant mechanism of *P. aeruginosa*. For instance, siderophore malfunction by potent drugs could lead to inhibition and/or imbalance of iron regulation and thus, could increase the cell's susceptibility to exogenous oxidative stress that phagocytes utilize during active infection.

### Genes related to pyocin system

The most striking result of our study, which has not been shown previously in any oxygen-insult studies of any bacterium, was that F-, R- and S- type pyocins, bacteriocins of *P. aeruginosa*, were strongly induced in response to hydrogen peroxide. As shown in Figure 2, these 41 genes were uniformly upregulated. 

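Of the 41 genes that Table 3 lists under the pyocin system, 39 were higher with hydrogen peroxide, 1 was lower and 1 did not pass limma. The lower one was the immunity gene PA1151 (*imm2*), and the one that did not pass was PA0647 of the R2/F2 locus. The remaining 40 genes, without *imm2*, had log2 fold changes of 0.31 to 2.37, a median of 1.46 and ratios of the average signals of 1.27 to 5.30. For 37 of the 40 the signals of treated and control arrays did not overlap.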

Many strains are known to adapt bacteriocins so as to preserve the initial predominance of bacteriocinogenic bacteria [40]; however, bacteriocins are effective only against the same or closely related species [41-43]. 

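The 3 genes of S-type pyocins, which are single protein bacteriocins, were all higher with hydrogen peroxide, and all 3 when adjusted over the list alone. PA1150 (*pys2*) had an average signal of 359 ± 67.2 (SD, n = 5) with hydrogen peroxide and 124 ± 22.3 (SD, n = 4) without it, 2.90-fold higher, with a log2 fold change of 1.53 (standard error 0.16, adjusted p = 5.8e-05 from limma). PA3866 had an average signal of 129.6 ± 35.2 (SD, n = 5) with hydrogen peroxide and 58.9 ± 15.5 (SD, n = 4) without it and a log2 fold change of 1.13 (standard error 0.22, adjusted p = 0.00396). PA0985 had an average signal of 86.9 ± 24.3 (SD, n = 5) with hydrogen peroxide and 45.1 ± 14.9 (SD, n = 4) without it and a log2 fold change of 0.96 (standard error 0.24, adjusted p = 0.0138), and its treated signals, 62.2 to 123, overlapped its control signals, 33.0 to 66.3. As a list, the study having chosen it on these arrays, they had a camera adjusted p of 0.00142, and an adjusted p of 0.218 with an estimated correlation.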

Surprisingly, our study revealed that PA0985 (probable pyocin S5 gene), PA1150 (*pys2*, pyocin S2 gene), and PA3866 (probable pyocin S3 gene) were induced upon exposure to hydrogen peroxide (Table 3). Further, as shown in Figure 3 and Table 3, all the genes of a R2/F2 pyocin gene locus (PA0612-PA0648) exhibited increased mRNA levels (Figure 1, the "phage, transposon, and plasmid" class). Thus, R2 pyocin (PA0615 – PA0628), F2 pyocin (PA0633 – PA0648), and lysis enzymes (PA0614, PA0629 – PA0631) were likely expressed with the hydrogen peroxide treatment (Figure 3). 

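All 37 genes of the locus had an average log2 signal above that of the control arrays, and 36 of them passed limma, also when adjusted over the list alone. The median log2 fold change of the locus was 1.47 (camera adjusted p = 1.5e-32, and adjusted p = 0.156 with an estimated correlation), and the study described the locus from these arrays. The largest rise was that of PA0612 (*ptrB*), the first gene of the locus, with an average signal of 942 ± 299.9 (SD, n = 5) with hydrogen peroxide and 178 ± 34.6 (SD, n = 4) without it, 5.30-fold higher. It had a log2 fold change of 2.37 (standard error 0.21, adjusted p = 2.0e-05 from limma). PA0641 had an average signal of 509.7 ± 132 (SD, n = 5) with hydrogen peroxide and 102 ± 23.6 (SD, n = 4) without it and PA0622 one of 2536 ± 587 (SD, n = 5) with hydrogen peroxide and 834 ± 87.0 (SD, n = 4) without it. PA0647 did not pass, with an average signal of 50.8 ± 13.6 (SD, n = 5) with hydrogen peroxide and 40.0 ± 5.19 (SD, n = 4) without it and a log2 fold change of 0.31 (standard error 0.22, adjusted p = 0.347). For 35 of the 37 genes every treated array exceeded every control array. The flanking genes PA0609 (*trpE*) and PA0649 (*trpG*) had log2 fold changes of -0.34 and 0.23 (adjusted p = 0.0432 and 0.162 from limma), and the call of *trpE* was lost without any 1 array other than treated replicate 4 (adjusted p of 0.058 to 0.107) and with median centring (adjusted p = 0.0797). The call of PA0648 was lost without control replicate 1 or 4 (adjusted p = 0.0522 and 0.0573), and that of PA0613 with signals below 25 set to 25 (adjusted p = 0.0562).

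**Figure D3:**
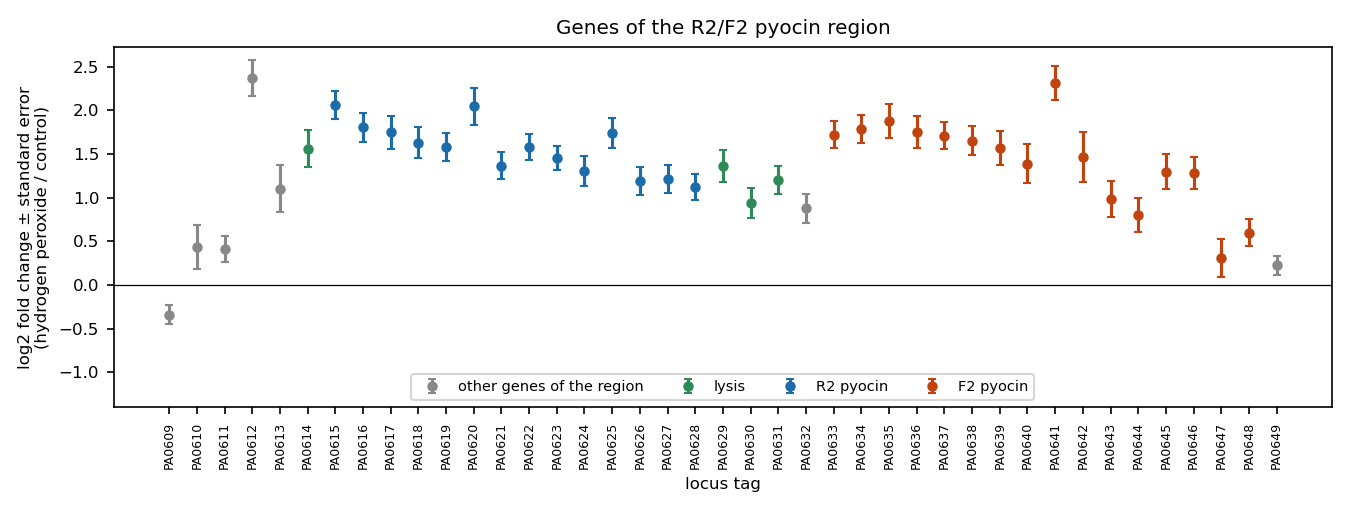
Log2 fold change (hydrogen peroxide over control) with its standard error from limma for the genes from PA0609 to PA0649, in the order of their locus tags. Blue points are R2 pyocin, orange F2 pyocin, green lysis and grey other genes; the values within the locus run from 0.31 at PA0647 to 2.37 at PA0612.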

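All 14 R2 pyocin genes, which encode a contractile phage tail-like particle, were higher with hydrogen peroxide, and all 14 when adjusted over the list alone. Their log2 fold changes ran from 1.12 to 2.06 (camera adjusted p = 6.6e-18, and adjusted p = 0.156 with an estimated correlation). Of the 16 F2 pyocin genes, which encode a flexible particle, 15 were higher and 1 did not pass, with 15 higher when adjusted over the list alone and a median log2 fold change of 1.52 (camera adjusted p = 3.0e-15, and adjusted p = 0.18 with an estimated correlation). The paper described these R2 and F2 genes from the same arrays, so the counts and tests are not independent evidence. Within R2, PA0615 had an average signal of 708 ± 147 (SD, n = 5) with hydrogen peroxide and 169 ± 29.1 (SD, n = 4) without it, 4.19-fold higher, and within F2, PA0633 had one of 1979.9 ± 427 (SD, n = 5) with hydrogen peroxide and 597 ± 99.2 (SD, n = 4) without it, 3.32-fold higher. Their adjusted p from limma was 8.0e-06 and 2.5e-05.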

Pyocins cause cell death by DNA breakdown and the inhibition of lipid synthesis; their production is inducible by mutagenic agents such as UV and mitomycin C [40,44]. RecA (a DNA repair protein), PrtR (a repressor protein) and PrtN (an activator protein) co-regulate activity of many pyocin genes. As noted above, DNA-damaging agents increase production of RecA, which in turn, cleaves PrtR and releases PrtN [45]. Hence, since DNA repair-related genes including *recA *were upregulated in our study and regulatory genes such as *recA*, *prtN*, and *prtR *are probably shared by S-, F-, and R-type pyocins [41], we may conclude that DNA damage might also be a reason for the induction of these pyocins, S2, S3, S5, R2, and F2. Moreover, the induction of lysis enzymes (PA0614, PA0629, PA0630, and PA0631), which are likely shared by S-, F-, and R-type pyocins, indicates that these pyocins might have been released from the cells [41].

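PA0611 (*prtR*) had an average signal of 147 ± 29.6 (SD, n = 5) with hydrogen peroxide and 109 ± 11.8 (SD, n = 4) without it. Its log2 fold change of 0.42 (standard error 0.15, adjusted p = 0.0626 from limma) did not pass the test. PA0610 (*prtN*) had an average signal of 104 ± 36.6 (SD, n = 5) with hydrogen peroxide and 72.2 ± 5.97 (SD, n = 4) without it, and its log2 fold change of 0.44 (standard error 0.26, adjusted p = 0.251) did not pass either. The signals of *prtR* did not overlap between the groups, whereas treated replicate 4 had 48.7 for *prtN*, below the 4 control arrays, and the other treated arrays had 95.2 to 145. Of the pair of regulators, 1 was higher when adjusted over the list alone (camera adjusted p = 0.222). Without treated replicate 4 both passed, *prtN* with a log2 fold change of 0.69 (adjusted p = 0.00744) and *prtR* with 0.49 (adjusted p = 0.0287), and *prtR* also passed with array weights (adjusted p = 0.0304). From the increased mRNA levels of *recA* and other DNA repair genes, and because these regulators are probably shared by the pyocin types, the paper proposes DNA damage as a reason for the induction of pyocins S2, S3, S5, R2 and F2. It also cites reports that UV and mitomycin C induce pyocins and that RecA cleaves PrtR, which frees PrtN. The mRNA levels of *prtR* and *prtN* do not test that cleavage.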

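All 4 genes of lysis enzymes were higher with hydrogen peroxide, and all 4 when adjusted over the list alone, with a median log2 fold change of 1.28 (camera adjusted p = 4.8e-05, and adjusted p = 0.186 with an estimated correlation). The paper named these 4 from the same arrays, so the count is not independent evidence. PA0614 had an average signal of 635 ± 143 (SD, n = 5) with hydrogen peroxide and 220.0 ± 70.4 (SD, n = 4) without it, 2.89-fold higher. PA0629 had a log2 fold change of 1.36 (standard error 0.18, adjusted p = 3.9e-04 from limma), PA0631 a log2 fold change of 1.20 and PA0630 one of 0.94. Every treated array exceeded every control array for PA0614.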

**Figure 3:**
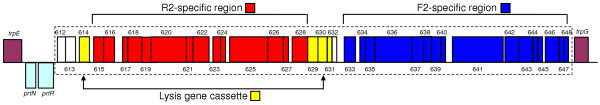
**Genetic organization of the R2/F2 pyocin gene locus according to Michel-Briand and Baysse [40] and Nakayama *et al*. [41]**. Each box represents a gene between PA0609 (*trpE*) and PA0649 (*trpG*). Genes inside the dotted line were upregulated upon exposure to hydrogen peroxide (see, Table 3).

These results suggest that host cells are exposed to pyocins that are induced by oxidative stress during active infection. As indicated above, pyocins are known to kill species closely related to *P. aeruginosa *(e.g. some of Gram-negative bacteria). Interestingly, pyocins display cytotoxic effects on human cancer cells, triggering lethal events [46,47]. At present, it is unclear whether pyocins are causative toxic agents in patients with defective immune systems; however, it should not be excluded that pyocin production might be another defense mechanism that *P. aeruginosa *employs against oxidative attack by host cells.

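The immunity gene of pyocin S2, PA1151 (*imm2*), had an average signal of 34.9 ± 4.83 (SD, n = 5) with hydrogen peroxide and 71.6 ± 13.6 (SD, n = 4) without it, 2.05-fold lower. This is a log2 fold change of -1.03 (standard error 0.18, adjusted p = 0.00174 from limma), and the treated signals, 29.6 to 41.6, all lay below the control signals, 55.9 to 84.8. Of 3 genes listed for pyocin immunity, 1 was lower and 2 did not pass, and 1 was lower when adjusted over the list alone (camera adjusted p = 0.828). The paper names only *imm2* of them as an immunity gene. Whether PA3865 and PA0984 encode immunity proteins was not checked here, so the list says little about immunity genes beyond *imm2*. PA3865, beside the pyocin gene PA3866, had a log2 fold change of 0.31 (limma adjusted p = 0.197). PA0984, beside PA0985, had signals within the range of the foreign control probe sets in both groups.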

Another notable finding was that PA1151 (*imm2*) encoding the pyocin S2 immunity protein exhibited a significant *decrease *in transcript level (Table 3). That is, secreted bacteriocins pose a survival problem to host bacteria, so cells produce immunity enzymes, high affinity inhibitors of bacteriocins, during bacteriocin synthesis [42]. *P. aeruginosa *possesses several pyocin immunity proteins that provide a self-protection function against S-type pyocins [26,40], by binding to the pyocin nuclease domain and neutralizing its activity [40,42]. Thus, our result that the pyocin S2 immunity protein was repressed during pyocin production could render *P. aeruginosa *vulnerable to this bacteriocin, which might even lead to its own death during pyocin synthesis.

Coincident with this, it was earlier observed that strains of *P. aeruginosa *produce pyocins active against themselves [48]. The conditions leading to their production were not investigated. The potential for programmed cell death in this system is an intriguing speculation. It may be that self-killing activity by part of a *P. aeruginosa *population benefits the remainder. For example, microbial population may dissipate damaging effects of extracellular stress such as pH change and oxidative stress by lysing some of the cells, which might be particularly effective for *P. aeruginosa *biofilms where layers of cells exist. Besides, given that DNA damage might elicit pyocin production, cells with damaged DNA may be the most appropriate targets for cell death, enabling preservation of the remainder of the population.

These kinds of activities apparently require cell-to-cell communication; therefore, it is interesting to question whether the quorum sensing system might be involved in pyocin synthesis. Based on quorum sensing-regulated genes that have been previously reported (163 genes from Hentzer *et al*. [49]; 315 genes from Schuster *et al*. [50]; 388 genes from Wagner *et al*. [51]), we found that 62, 69 and 56 genes, respectively, also showed transcription level changes in response to hydrogen peroxide in our study. While coincident up- or down-regulation does not establish a connection between quorum sensing and pyocin systems, this result might indicate that some genes involved in the quorum sensing system were also activated during cellular response to oxidants. In this light, it is noteworthy that degradation of secreted peptide *Staphylococcus aureus *autoinducers has been linked to the antioxidant response [14].

The last and perhaps most interesting result is that S-type pyocins become more lethal under iron-limited conditions because they presumably enter cells through siderophore receptors [52]; thus, the repression of siderophore receptors in our study (discussed above) may increase the possibility that the activation of S-type pyocins had larger impact on producer cells. However, in contrast, it might also be possible that the induction of pyocin production might contribute to the repression of iron uptake-related genes of the other population. Further investigation is required to verify the role of the immunity protein repression and the relationship between pyocins and iron-uptake genes.

### Co-transcription of genes in operons

In our attempt to further evaluate the transcription levels of genes discussed above, we investigated the co-transcription of their operons. That is, since genes within operons are largely co-regulated, we expected a considerable correlation between these genes and their neighboring genes within the same operon. To test this, we first selected 16 putative operons of the genes described in this report using the "Predicting operons in microbial genome" resource of the Institute for Genomic Research . We then calculated the Pearson's correlation coefficient (R) from the transcript levels of 55 pairs of neighboring genes in these 16 operons. For baseline comparison, we also analyzed 1000 pairs of randomly selected neighboring genes across the genome. Note that each pair has nine (four control and five experimental) array datasets. 

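Genes with consecutive locus tags that are both in Table 3 form 54 pairs, and these were taken in place of the operon pairs, which the text does not list. Their mean Pearson's R over the 9 arrays was 0.913 ± 0.034 (standard error, n = 54 pairs) and the median 0.960. For 1000 randomly drawn pairs of consecutive locus tags the mean was 0.227 ± 0.014 (standard error, n = 1000 pairs) and the median 0.266. The difference of the means was 0.686 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p they can give), although pairs that share a gene are not independent. Nearly all genes of Table 3 changed between the groups on these same arrays, which by itself gives their pairs a large R. This p is therefore no independent evidence of co-transcription. Of the 54 pairs, 48 had an R of at least 0.9, and 1, *pys2* with its immunity gene *imm2*, had an R below 0. The 36 pairs within the R2/F2 pyocin locus had a mean R of 0.943 ± 0.012 (standard error) and the 18 other pairs, among them those of *pchDCBA*, *potABCD* and PA2403-PA2410, one of 0.855 ± 0.099. The pair of *pys2* and *imm2*, with an R of -0.83, is among the 18 and lowers their mean. The medians were 0.971 within the locus and 0.958 for the 18. Because the arrays fall into treated and control groups, R was also computed from the deviations from the group means. The mean R was then 0.792 ± 0.028 for the 54 pairs and 0.218 ± 0.013 for the random pairs (permutation p = 1e-05). This removes the difference between the groups, but the random pairs were not matched to the 54 in signal, so the brightness of the genes may contribute.

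**Figure D4:**
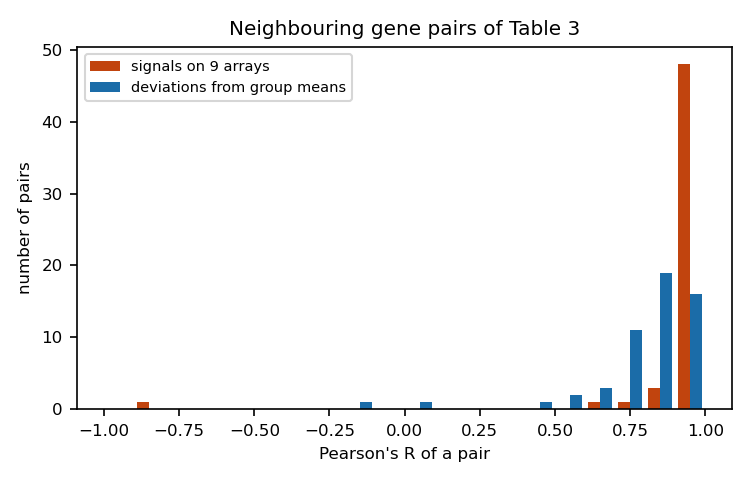
Number of the 54 pairs of neighbouring genes of Table 3 (vertical axis) by Pearson's R (horizontal axis, no unit), from the signals on the 9 arrays in orange and from deviations from the group means in blue. With the signals, 48 pairs lie at an R of at least 0.9, and with the deviations 16 do.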

In Table 4, we observed that the neighboring genes sharing the same operon exhibited significantly high co-transcription levels (the mean and median R values) in this study. This result also provides a high degree of confidence in the transcriptome data we presented herein.

**Table 4:** Descriptive statistics for the co-transcription level of neighboring gene pairs

	Number of gene pairs^a^	Mean R ± standard error	Median R
Pairs within operons	55	0.7688 ± 0.0573	0.9449
Random pairs	1000	0.1984 ± 0.0138	0.2154

^a^Each gene pair has nine microarray datasets.

### Comparison of microarray data to other data in the literature

Lastly, in order to provide another assessment on our results, we compared our genes with statistically marked transcript level changes with those published in Palma *et al*. [12]. As indicated above, our study examined the transcriptional response upon 20 min exposure to 1 mM hydrogen peroxide in Luria-bertani broth, whereas Palma *et al*. [12] utilized 10 min exposure time in tryptic soy broth. Since the Mann-Whitney test with the cutoff *p *and fold change values of 0.05 and 2, respectively, was applied to both studies, we performed a comparative analysis between the two transcriptome profiles. Supplementary Table 2 shows that of 223 genes that we previously considered statistically marked in our report, 41 and 46 genes were upregulated and downregulated, respectively, in both studies. Further, 4 genes induced in this report were repressed in Palma *et al*. [12], while 11 genes displayed the opposite expression pattern. In Supplementary Table 2, 70 and 46 genes that were upregulated and downregulated, respectively, in this study were not among genes with statistically significant mRNA level changes in Palma's report. Interestingly, the fold changes were generally lower under our experimental conditions. This result demonstrates that about 40% of our statistically marked genes were regulated in the same direction in Palma *et al*. [12].

Next, we focused on genes that we earlier discussed in this report, which were originally listed in Table 3. Supplementary Table 3 shows that most genes in the categories of "primary metabolism-related" and "cellular protective mechanism-related" were concurrently regulated in the two reports. 

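Of the 17 genes of the primary metabolism category, limma called 15 lower and 2 higher with hydrogen peroxide, the higher ones being the putative cell division inhibitor genes. Supplementary Table 3 gives a direction in Palma *et al*. for 14 of them, the same as here for all 14, and none for the other 3. Of the 12 genes of cellular protective mechanisms, 10 were higher here, and *sodB* and *sodM* did not pass. For 9 of the 12 the table gives a direction, the same as here for all 9.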

To be particular, genes encoding enzymes that play integral roles in oxidative response, such as catalases and DNA repair proteins, were consistently upregulated. This result reinforces our prior conclusion that the early transcriptional responses of *P. aeruginosa *to hydrogen peroxide include the repression of primary metabolism and the induction of protective mechanisms. On the other hand, most genes related to iron regulation and pyocin system were discordantly regulated in the two studies (Supplementary Table 3). 

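All 19 iron regulation genes were lower here, and Supplementary Table 3 gives a direction in Palma *et al*. for 10 of them. It is the same for 5, PA2403, PA2404, PA2405, PA2407 and PA2408, and the opposite for 5, *pvdS*, *fptA*, *pchD*, *pchB* and PA4156. Limma called 40 of the 41 pyocin system genes here, 39 higher and 1 lower, and the table gives no direction in Palma *et al*. for any of the 41. The calls of *pvdS* and *pchD* here were lost when single arrays were left out, *pvdS* with adjusted p-values of 0.0655 to 0.0917 and *pchD* without control replicate 4 with 0.0544, and also under processing choices, among them signals below 25 set to 25 (0.206 and 0.0833) and eBayes without the trend (0.0763 and 0.0571). The log2 fold change of *pchD* stayed at -1.47 with that floor. The call of PA4156 was lost with signals below 25 set to 25 (adjusted p = 1.00), since it has no signal above that floor.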

As previously discussed, while we cannot fully elucidate this disagreement, we should not exclude the possibility that different growth mediums, strain backgrounds, and exposure times account for the divergent microarray data. Indeed, several reports are in line with this speculation: (i) Vasil proposed that dissimilar experimental conditions including strain history and growth mediums bring about discrepancies in the quorum-sensing transcriptional profiles [53], (ii) Spiegeleer *et al*. demonstrated that oxidative stress resistance of *E. coli *is dependent on the growth medium [54], (iii) Kang *et al*. suggested that strain background is one of the factors affecting a microarray-based transcriptome analysis [55], and (iv) our laboratory observed a large difference in the transcriptional profiles of *Staphylococcus aureus *response to oxidative stress between 10 min and 20 min exposures (unpublished data). Therefore, this result suggests that further investigation on iron regulation and pyocin system in *P. aeruginosa *under oxidative stress requires careful evaluation of transcriptional effects by experimental variances.

## Conclusion

In summary, we demonstrated how oxidative stress-induced genes were related and regulated in *P. aeruginosa *by utilizing whole-genome microarrays. Our results suggest that DNA repair proteins and catalases be among the most vital antioxidant defense systems of *P. aeruginosa *for preventing lethal effects of reactive oxygen intermediates. Second, a slowdown of membrane function-related genes was observed, implying that sublethal oxidative damage reduced active and/or facilitated transport through the cell membrane. Third, it was confirmed that oxidative stress could affect iron metabolism in that many of Fur-regulated genes were repressed upon exposure to hydrogen peroxide. In addition, this finding, together with other reports [5,32] suggests that intracellular iron level might be a key factor for the relationship. Most importantly, we provided evidence that reactive oxidant treatment results in the induction of all three types of pyocin genes in *P. aeruginosa*. Furthermore, it was demonstrated that a pyocin immunity protein was repressed, which if coincident events occur might lead to self-killing activity. To our knowledge, this is the first study reporting pyocin upregulation in response to oxidative stress. Hence, we are currently exploring whether the repression of an immunity protein increases the sensitivity of *P. aeruginosa *to pyocins and pyocin production benefits its population against toxic oxidants.

## Methods

### Bacterial strains and growth conditions

In this study, we used *Pseudomonas aeruginosa *PA01 obtained from Dr. E. Peter Greenberg's laboratory at the University of Iowa. To maintain homogeneous culture samples throughout our experiments, we employed the following three steps: (i) we initiated *P. aeruginosa *cultures at 37°C with shaking at 250 rpm using sterilized Luria-Bertani (LB) broth (10 g of tryptone, 5 g of yeast extract and 10 g of sodium chloride per liter), (ii) after 17 hours, we diluted the overnight cultures 1:100 in pre-warmed LB broth and incubated at 37°C with shaking at 250 rpm until an optical density at 600 nm (OD_600_) reached the early logarithmic phase (~ 0.8), and (iii) we re-diluted the cells 1:10 in pre-warmed LB broth and incubated at 37°C with shaking at 250 rpm [10,56]. Then, we added 1 mM hydrogen peroxide (Aldrich Chemical Co., St. Louis, MO) immediately after OD_600 _reached 0.8. Note that culture volumes for all growth conditions were adjusted to be less than 1/10 the total flask volume to maximize aeration.

### Affymetrix *P. aeruginosa *GeneChip arrays

Total RNA was isolated after 20 min incubation using RNeasy Mini kit (Qiagen, Inc., Valencia, CA) according to the manufacturer's protocol. As described previously [56], we added 2 mL of RNAprotect Bacteria Reagent (Qiagen, Inc., Valencia, CA) into 1 mL of the culture before the isolation to stabilize our RNA. RNA quality was determined using both Lambda 25 spectrophotometer (PerkinElmer, Inc., MA) and RNA 6000 Nano LabChip with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Next, we used 12 μg of total RNA with random primers and SuperScript II (both from Invitrogen Corp., Carlsbad, CA) for cDNA synthesis, cDNA fragmentation, labeling, hybridization, staining and washing steps were performed according to the manufacturer's protocol for the Affymetrix *P. aeruginosa *GeneChip arrays (Affymetrix, Inc., Santa Clara, CA). Finally, the arrays were scanned with the Affymetrix GeneChip Scanner 3000.

### Data analysis and real-time PCR

To analyze the array data, we utilized Affymetrix GeneChip Operating Software (GCOS) v. 1.0 and Data Mining Tool (DMT) v. 3.1 (Affymetrix, Inc., Santa Clara, CA) with the following parameters: *alpha *1, 0.04; *alpha *2, 0.06; *tau*, 0.015; target signal, 150. *Alpha *1 and 2 are significance levels that define detection calls (see below), while *tau *determines analysis sensitivity [15]. Further, the average intensity of arrays was scaled to a target signal. We calculated fold change as the ratio between the signal averages of four untreated (control) and five hydrogen peroxide-treated (experimental) cultures. Gene expression fold changes were identified with statistical significance by the Mann-Whitney test (cutoff *p*-value, 0.05). The GCOS detection calls of "Present", "Marginal", and "Absent" are determined based on the Affymetrix detection algorithm [15]. This call indicates whether a transcript is reliably detected (present) or not detected (absent). Genes that received absent calls from 50% or more of the replicates in GCOS were excluded from the final list.

Lastly, to determine the validity of the array data, transcript level changes obtained with the microarray analysis were compared with those from quantitative real-time PCR. Genes and primer sequences employed for the real-time PCR analysis are listed in Table 2. We performed the real-time PCR by utilizing iCycler iQ Real-Time PCR Detection System with iScript cDNA Synthesis Kit and One-Step RT-PCR Kit with SYBR Green (BioRad Laboratories, Inc., Hercules, CA). As stated above, RNA samples were treated with DNase I (Qiagen, Inc., Valencia, CA) to preclude DNA contamination, which was confirmed with Agilent 2100 Bioanalyzer LabChip and gel electrophoresis. In this report, relative quantification based on the relative expression of a target gene versus a reference gene was utilized to determine transcript level changes [57]. For each gene, five biological replicates with three technical replicates each were employed. PCR efficiencies were also derived from standard curve slopes in the iCycler software v. 3.1 (BioRad Laboratories, Inc., Hercules, CA). Finally, melt-curve analysis was performed to evaluate PCR specificity and resulted in single primer-specific melting temperatures.

## Authors' contributions

WC performed microarray experiments, and data analysis, and drafted the manuscript. DAS performed microarray experiments. FT initiated and supervised the study, and reviewed the manuscript. WEB supervised the study and reviewed the manuscript.

## Supplementary Material

Additional File 1 Probe set data (average signals, *p*-values, and fold changes) for experimental and control samples. Click here for file

Additional File 2 **Comparison of the fold changes and their directions of the significantly marked genes in this study with those in Palma *et al*. **[12]**(a total of 223 genes). **The Mann-Whitney test with the cutoff *p *and fold change values of 0.05 and 2, respectively, was applied to both studies, Click here for file

Additional File 3 **Comparison of the expression change directions of genes that we discussed in this study with those in Palma *et al*. **[12]. The genes were classified into the categories of "primary metabolism-related", "cellular protective mechanisms-related", "iron regulation-related", and "pyocin system-related", as presented in Table 3. Click here for file

## References

[B1] Miller RA, Britigan BE (1997). Role of oxidants in microbial pathophysiology. Clin Microbiol Rev.

[B2] Keyer K, Gort AS, Imlay JA (1995). Superoxide and the production of oxidative DNA damage. J Bacteriol.

[B3] McCormick ML, Buettner GR, Britigan BE (1998). Endogenous superoxide dismutase levels regulate iron-dependent hydroxyl radical formation in *Escherichia coli *exposed to hydrogen peroxide. J Bacteriol.

[B4] Keyer K, Imlay JA (1996). Superoxide accelerates DNA damage by elevating free-iron levels. Proc Natl Acad Sci.

[B5] Imlay JA (2003). Pathways of oxidative damage. Annu Rev Microbiol.

[B6] Brown SM, Howell ML, Vasil ML, Anderson AJ, Hassett DJ (1995). Cloning and characterization of the *katB *gene of *Pseudomonas aeruginosa *encoding a hydrogen peroxide-inducible catalase: purification of KatB, cellular localization, and demonstration that it is essential for optimal resistance to hydrogen peroxide. J Bacteriol.

[B7] Ochsner UA, Vasil ML, Alsabbagh E, Parvatiyar K, Hassett DJ (2000). Role of the *Pseudomonas aeruginosa oxyR-recG *operon in oxidative stress defense and DNA repair: OxyR-dependent regulation of *katB-ankB, ahpB*, and *ahpC-ahpF*. J Bacteriol.

[B8] Goodman AL, Lory S (2004). Analysis of regulatory networks in *Pseudomonas aeruginosa *by genomewide transcriptional profiling. Curr Opin Microbiol.

[B9] Talaat A, Lyons R, Howard S, Johnston S (2004). The temporal expression profile of *Mycobacterium tuberculosis *infection in mice. Proc Natl Acad Sci.

[B10] Ma JF, Ochsner UA, Klotz MG, Nanayakkara VK, Howell ML, Johnson Z, Posey JE, Vasil ML, Monaco JJ, Hassett DJ (1999). Bacterioferritin A modulates catalase A (KatA) activity and resistance to hydrogen peroxide in *Pseudomonas aeruginosa*. J Bacteriol.

[B11] Hassett DJ, Alsabbagh E, Parvatiyar K, Howell ML, Wilmott RW, Ochsner UA (2000). A protease-resistant catalase, KatA, released upon cell lysis during stationary phase is essential for aerobic survival of a *Pseudomonas aeruginosa oxyR *mutant at low cell densities. J Bacteriol.

[B12] Palma M, DeLuca D, Worgall S, Quadri LE (2004). Transcriptome analysis of the response of *Pseudomonas aeruginosa *to hydrogen peroxide. J Bacteriol.

[B13] Wu CL, Domenico P, Hassett DJ, Beveridge TJ, Hauser AR, Kazzaz JA (2002). Subinhibitory bismuth-thiols reduce virulence of *Pseudomonas aeruginosa*. Am J Respir Cell Mol Biol.

[B14] Rothfork JM, Timmins GS, Harris MN, Chen X, Lusis AJ, Otto M, Cheung AL, Gresham HD (2004). Inactivation of a bacterial virulence pheromone by phagocyte-derived oxidants: new role for the NADPH oxidase in host defense. Proc Natl Acad Sci.

[B15] Affymetrix GeneChip^® ^expression analysis technical manual. http://www.affymetrix.com/support/technical/manual/expression_manual.affx.

[B16] Zheng M, Wang X, Templeton LJ, Smulski DR, LaRossa RA, Storz G (2001). DNA microarray-mediated transcriptional profiling of the *Escherichia coli *response to hydrogen peroxide. J Bacteriol.

[B17] Gene Expression Omnibus (GEO). http://www.ncbi.nlm.nih.gov/geo.

[B18] Savli H, Karadenizli A, Kolayli F, Gundes S, Ozbek U, Vahaboglu H (2003). Expression stability of six housekeeping genes: a proposal for resistance gene quantification studies of *Pseudomonas aeruginosa *by real-time quantitative RT-PCR. J Med Microbiol.

[B19] The *Pseudomonas aeruginosa *Community Annotation Project. http://www.pseudomonas.com.

[B20] Freudl R, Braun G, Honore N, Cole ST (1987). Evolution of the enterobacterial *sulA *gene: a component of the SOS system encoding an inhibitor of cell division. Gene.

[B21] Elkins JG, Hassett DJ, Stewart PS, Schweizer HP, McDermott TR (1999). Protective role of catalase in *Pseudomonas aeruginosa *biofilm resistance to hydrogen peroxide. Appl Environ Microbiol.

[B22] Hassett DJ, Schweizer HP, Ohman DE (1995). *Pseudomonas aeruginosa sodA *and *sodB *mutants defective in manganese- and iron-cofactored superoxide dismutase activity demonstrate the importance of the iron-cofactored form in aerobic metabolism. J Bacteriol.

[B23] Martinez A, Kolter R (1997). Protection of DNA during oxidative stress by the nonspecific DNA-binding protein Dps. J Bacteriol.

[B24] Little JW (1991). Mechanism of specific LexA cleavage: autodigestion and the role of RecA coprotease. Biochimie.

[B25] Huisman O, D'Ari R, Gottesman S (1984). Cell-division control in *Escherichia coli*: specific induction of the SOS function SfiA protein is sufficient to block septation. Proc Natl Acad Sci.

[B26] Sano Y (1993). Role of the *recA*-related gene adjacent to the *recA *gene in *Pseudomonas aeruginosa*. J Bacteriol.

[B27] Papavinasasundaram KG, Colston MJ, Davis EO (1998). Construction and complementation of a *recA *deletion mutant of *Mycobacterium smegmatis *reveals that the intein in *Mycobacterium tuberculosis recA *does not affect RecA function. Mol Microbiol.

[B28] Lomba MR, Vasconcelos AT, Pacheco AB, de Almeida DF (1997). Identification of *yebG *as a DNA damage-inducible *Escherichia coli *gene. FEMS Microbiol Lett.

[B29] Oh TJ, Kim IG (1999). Identification of genetic factors altering the SOS induction of DNA damage-inducible *yebG *gene in *Escherichia coli*. FEMS Microbiol Lett.

[B30] Dervyn E, Suski C, Daniel R, Bruand C, Chapuis J, Errington J, Janniere L, Ehrlich SD (2001). Two essential DNA polymerases at the bacterial replication fork. Science.

[B31] Le Chatelier E, Becherel OJ, d'Alencon E, Canceill D, Ehrlich SD, Fuchs RP, Janniere L (2004). Involvement of DnaE, the second replicative DNA polymerase from *Bacillus subtilis*, in DNA mutagenesis. J Biol Chem.

[B32] Zheng M, Doan B, Schneider TD, Storz G (1999). OxyR and SoxRS regulation of *fur*. J Bacteriol.

[B33] Visca P, Leoni L, Wilson MJ, Lamont IL (2002). Iron transport and regulation, cell signaling and genomics: lessons from *Escherichia coli *and *Pseudomonas*. Mol Microbiol.

[B34] Palma M, Worgall S, Quadri LE (2003). Transcriptome analysis of the *Pseudomonas aeruginosa *response to iron. Arch Microbiol.

[B35] Reimmann C, Serino L, Beyeler M, Haas D (1998). Dihydroaeruginoic acid synthetase and pyochelin synthetase, products of the *pchEF *genes, are induced by extracellular pyochelin in *Pseudomonas aeruginosa*. Microbiology.

[B36] Vasil ML, Ochsner UA (1999). The response of *Pseudomonas aeruginosa *to iron: genetics, biochemistry and virulence. Mol Microbiol.

[B37] Poole K, Neshat S, Krebes K, Heinrichs DE (1993). Cloning and nucleotide sequence analysis of the ferripyoverdine receptor gene *fpvA *of *Pseudomonas aeruginosa*. J Bacteriol.

[B38] Heinrichs DE, Poole K (1996). PchR, a regulator of ferripyochelin receptor gene (*fptA*) expression in *Pseudomonas aeruginosa*, functions both as an activator and as a repressor. J Bacteriol.

[B39] Serino L, Reimmann C, Visca P, Beyeler M, Chiesa VD, Haas D (1997). Biosynthesis of pyochelin and dihydroaeruginoic acid requires the iron-regulated *pchDCBA *operon in *Pseudomonas aeruginosa*. J Bacteriol.

[B40] Michel-Briand Y, Baysse C (2002). The pyocins of *Pseudomonas aeruginosa*. Biochimie.

[B41] Nakayama K, Takashima K, Ishihara H, Shinomiya T, Kageyama M, Kanaya S, Ohnishi M, Murata T, Mori H, Hayashi T (2000). The R-type pyocin of *Pseudomonas aeruginosa *is related to P2 phage, and the F-type is related to lambda phage. Mol Microbiol.

[B42] Kleanthous C, Walker D (2001). Immunity proteins: enzyme inhibitors that avoid the active site. Trends Biochem Sci.

[B43] de Zamaroczy M, Buckingham RH (2002). Importation of nuclease colicins into *E. coli *cells: endoproteolytic cleavage and its prevention by the immunity protein. Biochimie.

[B44] Sano Y, Matsui H, Kobayashi M, Kageyama M (1993). Molecular structures and functions of pyocins S1 and S2 in *Pseudomonas aeruginosa*. J Bacteriol.

[B45] Matsui H, Sano Y, Ishihara H, Shinomiya T (1993). Regulation of pyocin genes in *Pseudomonas aeruginosa *by positive (*prtN*) and negative (*prtR*) regulatory genes. J Bacteriol.

[B46] Farkas-Himsley H, Hill R, Rosen B, Arab S, Lingwood CA (1995). The bacterial colicin active against tumor cells in vitro and in vivo is verotoxin 1. Proc Natl Acad Sci.

[B47] Abdi-Ali A, Worobec EA, Deezagi A, Malekzadeh F (2004). Cytotoxic effects of pyocin S2 produced by *Pseudomonas aeruginosa *on the growth of three human cell lines. Can J Microbiol.

[B48] Goodwin K, Levin RE, Doggett RG (1972). Autosensitivity of *Pseudomonas aeruginosa *to its own pyocin. Infect Immun.

[B49] Hentzer M, Wu H, Andersen J, Riedel K, Rasmussen T, Bagge N, Kumar N, Schembri M, Song Z, Kristoffersen P, Manefield M, Costerton J, Molin S, Eberl L, Steinberg P, Kjelleberg S, Hoiby N, Givskov M (2003). Attenuation of *Pseudomonas aeruginosa *virulence by quorum sensing inhibitors. EMBO J.

[B50] Schuster M, Lostroh C, Ogi T, Greenberg E (2003). Identification, timing, and signal specificity of *Pseudomonas aeruginosa *quorum-controlled genes: a transcriptome analysis. J Bacteriol.

[B51] Wagner V, Bushnell D, Passador L, Brooks A, Iglewski B (2003). Microarray analysis of *Pseudomonas aeruginosa *quorum-sensing regulons: effects of growth phase and environment. J Bacteriol.

[B52] Baysse C, Meyer JM, Plesiat P, Geoffroy V, Michel-Briand Y, Cornelis P (1999). Uptake of pyocin S3 occurs through the outer membrane ferripyoverdine type II receptor of *Pseudomonas aeruginosa*. J Bacteriol.

[B53] Vasil ML (2003). DNA microarrays in analysis of quorum sensing: strengths and limitations. J Bacteriol.

[B54] de Spiegeleer P, Sermon J, Lietaert A, Aertsen A, Michiels CW (2004). Source of tryptone in growth medium affects oxidative stress resistance in *Escherichia coli*. J Appl Microbiol.

[B55] Kang Y, Weber KD, Qiu Y, Kiley PJ, Blattner FR (2005). Genome-wide expression analysis indicates that FNR of *Escherichia coli *K-12 regulates a large number of genes of unknown function. J Bacteriol.

[B56] Chang W, Small DA, Toghrol F, Bentley WE (2005). Microarray analysis of toxicogenomic effects of peracetic acid on *Pseudomonas aeruginosa*. Environ Sci Technol.

[B57] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res.

# Supplementary material for: Microarray analysis of Pseudomonas aeruginosa reveals induction of pyocin genes in response to hydrogen peroxide
**Source:** BMC Genomics. 2005 Sep 8;6:115. doi: 10.1186/1471-2164-6-115
**Supplement:** Additional File 1 — Probe set data (average signals, p-values, and fold changes) for experimental and control samples.

Supplementary Table 1. Probe set signal data for experimental and control samples

Affymetrix probe set name	Average signal of<br>experimentals	Average signal of controls	<i>p</i> -value	Fold change*
PA0001_dnaA_at	516.62	499.28	0.238	1.03
PA0002_dnaN_at	1337.60	1278.28	0.817	1.05
PA0003_recF_at	364.18	430.35	0.048	-1.18
PA0004_gyrB_at	349.56	461.25	0.024	-1.32
PA0005_at	115.16	146.85	0.024	-1.28
PA0006_at	68.08	92.10	0.008	-1.35
PA0007_at	5.30	23.38	0.008	-4.41
PA0008_glyS_at	346.64	430.80	0.087	-1.24
PA0009_glyQ_at	586.04	675.40	0.238	-1.15
PA0010_tag_at	29.24	25.47	0.817	1.15
PA0011_at	78.84	110.55	0.008	-1.40
PA0012_at	44.20	53.90	0.048	-1.22
PA0013_at	14.52	33.00	0.008	-2.27
PA0014_at	13.04	13.35	0.817	-1.02
PA0015_at	46.68	64.45	0.048	-1.38
PA0016_trkA_at	101.30	180.60	0.008	-1.78
PA0017_at	141.50	214.80	0.087	-1.52
PA0018_fmt_at	256.22	325.40	0.087	-1.27
PA0019_def_at	575.64	745.38	0.008	-1.29
PA0020_at	369.02	335.20	0.151	1.10
PA0021_at	8.14	8.98	0.484	-1.10
PA0022_at	33.12	48.97	0.008	-1.48
PA0023_qor_at	92.56	79.77	0.238	1.16
PA0024_hemF_at	190.28	254.68	0.048	-1.34
PA0025_aroE_at	59.64	58.55	1.000	1.02
PA0026_at	252.96	193.48	0.087	1.31
PA0027_at	65.14	47.40	0.087	1.37
PA0028_at	55.00	40.47	0.238	1.36
PA0029_at	9.90	23.72	0.151	-2.40
PA0030_at	14.78	16.45	0.349	-1.11
PA0031_betC_at	9.46	8.55	0.817	1.11
PA0032_at	38.90	42.50	0.643	-1.09
PA0033_at	29.50	31.98	0.484	-1.08
PA0034_at	46.10	55.35	0.238	-1.20
PA0035_trpA_at	99.16	122.65	0.087	-1.24
PA0036_trpB_at	199.56	192.08	0.643	1.04
PA0037_trpI_at	27.90	36.45	0.151	-1.31
PA0038_at	46.62	60.95	0.151	-1.31
PA0039_at	283.56	435.22	0.048	-1.53
PA0040_s_at	208.78	214.35	0.643	-1.03
PA0041_at	27.98	45.55	0.048	-1.63
PA0042_at	88.92	124.25	0.048	-1.40
PA0043_at	15.70	27.30	0.008	-1.74
PA0044_exoT_at	82.96	75.55	0.238	1.10
PA0045_at	973.22	1156.63	0.024	-1.19
PA0046_at	669.38	917.28	0.024	-1.37

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0047_at	230.96	311.42	0.024	-1.35
PA0048_at	31.00	37.00	0.484	-1.19
PA0049_at	182.86	113.55	0.008	1.61
PA0050_r_at	52.54	67.70	0.238	-1.29
PA0051_at	17.74	21.77	0.643	-1.23
PA0052_at	18.54	11.98	0.484	1.55
PA0053_at	40.14	40.33	0.730	-1.00
PA0054_at	52.16	52.30	0.643	-1.00
PA0055_at	525.16	449.48	0.024	1.17
PA0056_at	22.60	20.92	0.484	1.08
PA0057_at	36.02	33.78	0.643	1.07
PA0058_at	14.40	24.88	0.087	-1.73
PA0059_osmC_at	27.98	21.02	0.087	1.33
PA0060_at	159.12	177.25	0.484	-1.11
PA0061_at	8.80	6.42	0.643	1.37
PA0062_at	19.06	18.65	1.000	1.02
PA0063_at	52.04	43.78	0.238	1.19
PA0064_at	92.68	105.10	0.087	-1.13
PA0065_at	225.44	272.15	0.008	-1.21
PA0066_at	223.02	239.13	0.349	-1.07
PA0067_prlC_at	1204.98	867.25	0.008	1.39
PA0068_at	350.44	318.42	0.349	1.10
PA0069_at	45.14	17.60	0.008	2.56
PA0070_at	2113.70	1860.70	0.238	1.14
PA0071_at	96.40	129.58	0.151	-1.34
PA0072_at	50.42	64.35	0.087	-1.28
PA0073_at	169.40	197.35	0.238	-1.16
PA0074_ppkA_at	186.36	235.07	0.087	-1.26
PA0075_at	322.20	450.83	0.048	-1.40
PA0076_at	156.16	157.95	0.817	-1.01
PA0077_at	321.08	345.10	0.349	-1.07
PA0078_at	358.28	393.55	0.349	-1.10
PA0079_at	419.46	376.70	0.349	1.11
PA0080_at	115.84	182.65	0.024	-1.58
PA0081_at	409.10	395.10	0.643	1.04
PA0082_at	178.76	278.58	0.008	-1.56
PA0083_at	1486.66	1763.73	0.151	-1.19
PA0084_at	962.20	1282.50	0.024	-1.33
PA0085_at	1234.78	1551.17	0.238	-1.26
PA0086_at	611.84	622.13	1.000	-1.02
PA0087_at	285.88	316.40	0.643	-1.11
PA0088_at	166.14	216.47	0.087	-1.30
PA0089_at	189.04	239.55	0.151	-1.27
PA0090_at	654.06	668.85	1.000	-1.02
PA0091_at	126.42	174.55	0.151	-1.38
PA0092_at	73.58	117.50	0.008	-1.60
PA0093_at	297.36	227.45	0.048	1.31
PA0094_at	537.82	486.48	0.151	1.11
PA0095_at	148.04	129.13	0.238	1.15
PA0096_at	66.34	59.65	0.484	1.11
PA0097_at	79.30	77.35	1.000	1.03

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0098_at	58.54	43.18	0.024	1.36
PA0099_at	65.18	55.60	0.484	1.17
PA0100_at	172.58	174.03	1.000	-1.01
PA0101_at	127.74	116.70	1.000	1.09
PA0102_at	391.64	415.50	0.643	-1.06
PA0103_at	55.54	65.05	0.238	-1.17
PA0104_at	15.18	16.27	0.643	-1.07
PA0105_coxB_at	17.18	9.40	0.087	1.83
PA0106_coxA_at	15.00	13.75	0.643	1.09
PA0107_at	14.94	11.35	0.484	1.32
PA0108_colIII_at	21.98	14.98	0.238	1.47
PA0109_at	8.40	6.78	0.817	1.24
PA0110_at	29.54	36.08	0.175	-1.22
PA0111_at	9.74	12.52	0.238	-1.29
PA0112_at	30.86	28.82	0.643	1.07
PA0113_at	40.36	36.75	0.817	1.10
PA0114_at	153.04	166.32	0.349	-1.09
PA0115_at	90.34	88.57	0.643	1.02
PA0116_at	48.16	60.58	0.087	-1.26
PA0117_at	74.76	72.95	0.817	1.02
PA0118_at	31.52	31.18	0.817	1.01
PA0119_at	34.04	27.38	0.643	1.24
PA0120_at	38.78	39.15	1.000	-1.01
PA0121_at	40.14	44.13	0.349	-1.10
PA0122_at	84.56	74.00	0.349	1.14
PA0123_at	58.38	52.25	0.087	1.12
PA0124_at	131.68	144.43	0.151	-1.10
PA0125_at	108.76	144.05	0.048	-1.32
PA0126_at	565.20	708.40	0.048	-1.25
PA0127_at	29.18	31.83	0.817	-1.09
PA0128_at	43.12	97.80	0.008	-2.27
PA0129_gabP_at	108.38	82.25	0.151	1.32
PA0130_at	223.60	158.93	0.008	1.41
PA0131_at	91.00	133.80	0.151	-1.47
PA0132_at	262.30	302.65	0.238	-1.15
PA0133_at	61.68	47.75	0.048	1.29
PA0134_at	31.02	30.95	0.817	1.00
PA0135_at	10.08	11.23	0.817	-1.11
PA0136_at	3.56	11.43	0.024	-3.21
PA0137_at	10.84	17.83	0.151	-1.64
PA0138_at	8.24	8.30	1.000	-1.01
PA0139_ahpC_at	2937.08	2478.05	0.238	1.19
PA0140_ahpF_at	126.76	162.30	0.087	-1.28
PA0141_at	110.68	98.50	0.238	1.12
PA0142_at	44.14	31.07	0.151	1.42
PA0143_at	111.68	177.93	0.008	-1.59
PA0144_at	12.52	27.00	0.024	-2.16
PA0145_i_at	7.70	18.35	0.024	-2.38
PA0146_at	17.90	30.28	0.151	-1.69
PA0147_at	57.34	38.42	0.008	1.49
PA0148_at	118.10	142.48	0.048	-1.21

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0149_at	28.40	20.90	0.087	1.36
PA0150_at	46.14	40.90	0.238	1.13
PA0151_at	22.66	31.40	0.024	-1.39
PA0152_pcaQ_at	31.88	38.97	0.087	-1.22
PA0153_pcaH_at	41.50	47.45	0.484	-1.14
PA0154_pcaG_at	60.14	45.05	0.087	1.33
PA0155_pcaR_at	154.14	159.95	0.484	-1.04
PA0156_at	244.32	205.88	0.048	1.19
PA0157_at	106.78	108.68	1.000	-1.02
PA0158_at	47.76	78.95	0.008	-1.65
PA0159_at	73.70	83.55	0.349	-1.13
PA0160_at	47.26	91.85	0.008	-1.94
PA0161_at	21.42	36.90	0.008	-1.72
PA0162_at	128.78	278.10	0.008	-2.16
PA0163_at	28.86	24.17	0.484	1.19
PA0164_at	24.44	21.50	0.817	1.14
PA0165_at	608.40	784.38	0.008	-1.29
PA0166_at	2.68	10.85	0.008	-4.05
PA0167_at	271.22	187.98	0.048	1.44
PA0168_at	112.48	58.00	0.008	1.94
PA0169_at	55.60	94.08	0.024	-1.69
PA0170_at	109.48	169.83	0.024	-1.55
PA0171_at	223.64	396.85	0.008	-1.77
PA0172_at	101.14	113.28	0.349	-1.12
PA0173_at	11.82	7.73	0.349	1.53
PA0174_at	23.60	25.35	0.817	-1.07
PA0175_at	24.96	27.40	0.484	-1.10
PA0176_at	73.78	60.22	0.008	1.23
PA0177_at	10.88	15.63	0.087	-1.44
PA0178_at	36.78	30.33	0.151	1.21
PA0179_at	113.64	93.47	0.008	1.22
PA0180_at	61.40	65.15	0.643	-1.06
PA0181_at	54.50	50.63	0.643	1.08
PA0182_at	181.04	26.83	0.024	6.75
PA0183_atsA_at	46.70	38.80	0.643	1.20
PA0184_at	10.28	8.52	0.643	1.21
PA0185_at	30.64	27.10	0.349	1.13
PA0186_at	3.14	13.82	0.024	-4.40
PA0187_at	10.40	16.67	0.238	-1.60
PA0188_at	22.16	15.88	0.349	1.40
PA0189_at	31.46	18.17	0.008	1.73
PA0190_at	7.36	6.37	0.643	1.16
PA0191_at	13.54	15.50	0.643	-1.14
PA0192_at	17.00	21.23	0.349	-1.25
PA0193_at	30.74	31.80	0.556	-1.03
PA0194_at	30.34	39.15	0.151	-1.29
PA0195_pntA_at	68.94	74.72	0.484	-1.08
PA0196_pntB_at	24.68	29.65	0.238	-1.20
PA0197_at	32.86	23.80	0.048	1.38
PA0198_exbB1_at	6.88	4.13	0.643	1.67
PA0199_exbD1_at	10.80	25.00	0.024	-2.31

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0200_i_at	23.62	33.85	0.349	-1.43
PA0201_at	52.12	71.38	0.413	-1.37
PA0202_at	20.16	18.95	0.817	1.06
PA0203_at	14.50	10.75	0.151	1.35
PA0204_at	13.16	12.95	0.817	1.02
PA0205_at	26.00	28.20	0.413	-1.08
PA0206_at	34.32	27.97	0.349	1.23
PA0207_at	60.10	48.03	0.087	1.25
PA0208_mdcA_at	15.20	13.25	1.000	1.15
PA0209_at	19.88	17.83	0.817	1.11
PA0210_mdcC_at	22.02	14.35	0.024	1.53
PA0211_mdcD_at	10.04	18.67	0.008	-1.86
PA0212_mdcE_at	5.48	15.35	0.048	-2.80
PA0213_at	12.08	8.40	0.151	1.44
PA0214_at	7.70	17.55	0.048	-2.28
PA0215_at	27.00	21.10	0.238	1.28
PA0216_at	6.78	11.07	0.349	-1.63
PA0217_at	18.16	30.10	0.008	-1.66
PA0218_at	29.58	30.63	0.817	-1.04
PA0219_at	19.68	22.10	0.817	-1.12
PA0220_at	21.96	27.25	0.349	-1.24
PA0221_at	19.78	18.40	0.413	1.08
PA0222_at	3.20	5.43	0.238	-1.70
PA0223_at	25.60	30.85	0.048	-1.21
PA0224_at	36.36	40.15	0.349	-1.10
PA0225_at	46.48	75.25	0.008	-1.62
PA0226_at	21.42	26.33	0.349	-1.23
PA0227_at	30.58	36.13	0.151	-1.18
PA0228_pcaF_at	16.60	17.05	0.817	-1.03
PA0229_pcaT_at	13.08	15.72	0.484	-1.20
PA0230_pcaB_at	92.92	67.22	0.048	1.38
PA0231_pcaD_at	97.10	69.27	0.008	1.40
PA0232_pcaC_at	40.80	38.73	0.484	1.05
PA0233_at	57.68	33.60	0.024	1.72
PA0234_at	15.54	16.55	0.349	-1.06
PA0235_pcaK_at	35.20	34.03	0.484	1.03
PA0236_at	85.34	88.30	0.643	-1.03
PA0237_at	18.76	28.80	0.143	-1.54
PA0238_at	21.48	22.75	0.817	-1.06
PA0239_at	36.72	34.45	0.643	1.07
PA0240_at	5.24	13.42	0.048	-2.56
PA0241_at	35.40	33.08	0.484	1.07
PA0242_at	17.42	20.85	0.238	-1.20
PA0243_at	59.66	51.20	0.817	1.17
PA0244_at	20.82	22.17	1.000	-1.06
PA0245_aroQ2_at	24.12	31.08	0.286	-1.29
PA0246_at	41.62	41.95	1.000	-1.01
PA0247_pobA_at	28.38	23.10	0.349	1.23
PA0248_at	38.36	30.33	0.151	1.26
PA0249_at	29.40	31.58	0.817	-1.07
PA0250_at	35.24	45.43	0.238	-1.29

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0251_at	10.60	7.90	0.349	1.34
PA0252_at	24.18	27.40	0.349	-1.13
PA0253_at	43.38	57.35	0.048	-1.32
PA0254_at	31.18	38.20	0.238	-1.23
PA0255_at	54.38	48.73	0.643	1.12
PA0256_at	20.36	9.98	0.024	2.04
PA0257_at	19.18	15.63	0.349	1.23
PA0258_at	25.24	28.10	0.484	-1.11
PA0259_at	102.08	88.18	0.151	1.16
PA0260_at	146.78	136.23	0.349	1.08
PA0261_at	79.16	73.10	0.238	1.08
PA0262_at	22.50	33.63	0.024	-1.49
PA0263_hcpC_s_at	83.90	122.20	0.151	-1.46
PA0264_at	12.68	16.80	0.643	-1.32
PA0265_gabD_at	710.50	616.82	0.087	1.15
PA0266_gabT_at	1059.68	626.83	0.008	1.69
PA0267_at	39.38	57.28	0.008	-1.45
PA0268_at	22.46	20.48	0.921	1.10
PA0269_at	85.98	70.88	0.151	1.21
PA0270_at	84.50	53.13	0.008	1.59
PA0271_at	60.82	43.52	0.024	1.40
PA0272_at	41.64	41.40	0.817	1.01
PA0273_at	13.04	7.80	0.349	1.67
PA0274_at	17.74	16.48	0.817	1.08
PA0275_at	60.34	43.53	0.151	1.39
PA0276_at	10.54	8.67	0.817	1.22
PA0277_at	837.66	992.20	0.643	-1.18
PA0278_at	22.84	17.38	0.484	1.31
PA0279_at	33.82	25.10	0.151	1.35
PA0280_cysA_at	29.82	86.92	0.024	-2.91
PA0281_cysW_at	54.02	151.23	0.008	-2.80
PA0282_cysT_at	60.56	148.45	0.008	-2.45
PA0283_sbp_at	105.10	213.42	0.008	-2.03
PA0284_at	292.34	657.47	0.048	-2.25
PA0285_at	113.10	117.47	0.643	-1.04
PA0286_at	217.80	205.53	0.151	1.06
PA0287_at	4.26	6.43	0.484	-1.51
PA0288_speB1_at	16.64	10.25	0.238	1.62
PA0289_at	46.06	34.95	0.024	1.32
PA0290_at	23.22	20.38	1.000	1.14
PA0291_oprE_at	1385.40	1142.18	0.024	1.21
PA0292_at	383.24	357.45	0.484	1.07
PA0293_at	82.74	142.92	0.008	-1.73
PA0294_at	72.26	66.68	0.349	1.08
PA0295_at	86.82	61.88	0.048	1.40
PA0296_s_at	453.72	326.70	0.048	1.39
PA0297_at	46.14	43.10	0.817	1.07
PA0298_at	216.56	187.27	0.238	1.16
PA0299_at	805.18	536.53	0.008	1.50
PA0300_potF2_at	597.60	564.63	0.349	1.06
PA0301_potF3_at	262.76	271.58	0.643	-1.03

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0302_potG_at	423.12	316.17	0.048	1.34
PA0303_potH_at	403.22	312.65	0.008	1.29
PA0304_potI_at	46.52	68.90	0.024	-1.48
PA0305_at	75.00	56.10	0.087	1.34
PA0306_at	31.74	25.00	0.024	1.27
PA0307_at	36.46	37.40	0.484	-1.03
PA0308_at	113.54	83.18	0.024	1.36
PA0309_at	97.02	113.18	0.349	-1.17
PA0310_at	51.30	60.30	0.151	-1.18
PA0311_at	22.72	37.45	0.087	-1.65
PA0312_at	123.86	81.73	0.008	1.52
PA0313_at	50.02	58.72	0.087	-1.17
PA0314_at	167.20	128.92	0.024	1.30
PA0315_at	374.88	259.17	0.048	1.45
PA0316_serA_at	425.04	594.08	0.024	-1.40
PA0317_at	507.52	461.78	0.048	1.10
PA0318_at	249.22	227.48	0.349	1.10
PA0319_at	189.72	194.38	0.643	-1.02
PA0320_at	34.04	74.35	0.008	-2.18
PA0321_at	20.12	9.25	0.008	2.18
PA0322_at	9.76	9.53	1.000	1.02
PA0323_at	4.18	6.03	0.238	-1.44
PA0324_at	5.40	8.35	0.238	-1.55
PA0325_at	23.32	19.92	0.556	1.17
PA0326_at	32.06	29.35	0.484	1.09
PA0327_at	8.94	9.40	0.484	-1.05
PA0328_at	120.52	99.05	0.087	1.22
PA0329_at	117.58	120.42	0.817	-1.02
PA0330_rpiA_at	302.12	367.80	0.048	-1.22
PA0331_ilvA1_at	223.58	263.60	0.087	-1.18
PA0332_at	101.38	100.18	0.817	1.01
PA0333_at	63.52	64.58	0.643	-1.02
PA0334_at	44.30	44.10	0.643	1.00
PA0335_at	428.52	217.65	0.008	1.97
PA0336_at	819.72	747.27	0.643	1.10
PA0337_ptsP_at	310.54	237.00	0.008	1.31
PA0338_at	19.52	27.47	0.087	-1.41
PA0339_at	41.40	34.05	0.238	1.22
PA0340_at	110.70	113.77	0.643	-1.03
PA0341_lgt_at	82.46	111.55	0.008	-1.35
PA0342_thyA_at	498.66	502.85	0.817	-1.01
PA0343_at	19.16	25.58	0.087	-1.34
PA0344_at	50.42	46.35	0.349	1.09
PA0345_at	112.90	83.57	0.008	1.35
PA0346_at	39.76	29.67	0.087	1.34
PA0347_glpQ_at	31.98	31.70	0.643	1.01
PA0348_at	21.56	22.88	1.000	-1.06
PA0349_at	9.32	10.03	0.643	-1.08
PA0350_folA_at	129.10	105.30	0.008	1.23
PA0351_at	96.32	84.80	0.190	1.14
PA0352_at	69.84	149.63	0.008	-2.14

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0353_ilvD_at	167.44	154.97	0.817	1.08
PA0354_at	177.06	231.02	0.024	-1.30
PA0355_pfpI_at	33.44	27.63	0.151	1.21
PA0356_at	76.50	120.65	0.008	-1.58
PA0357_mutM_at	129.70	106.92	0.151	1.21
PA0358_at	122.58	125.47	0.643	-1.02
PA0359_at	202.38	206.05	0.484	-1.02
PA0360_at	77.90	66.88	0.349	1.16
PA0361_at	79.48	61.40	0.024	1.29
PA0362_fdx1_at	183.82	290.55	0.008	-1.58
PA0363_coaD_at	237.86	339.42	0.008	-1.43
PA0364_at	17.92	12.57	0.286	1.43
PA0365_at	65.82	55.50	0.349	1.19
PA0366_at	50.86	63.20	0.048	-1.24
PA0367_at	40.20	48.00	0.151	-1.19
PA0368_at	57.42	49.97	0.151	1.15
PA0369_at	60.94	85.20	0.024	-1.40
PA0370_at	257.16	260.47	0.817	-1.01
PA0371_at	223.60	228.55	0.484	-1.02
PA0372_at	392.10	435.10	0.151	-1.11
PA0373_ftsY_at	329.74	346.40	0.087	-1.05
PA0374_ftsE_at	351.52	371.35	0.817	-1.06
PA0375_ftsX_at	282.84	312.83	0.349	-1.11
PA0376_rpoH_at	1061.68	955.80	0.238	1.11
PA0377_at	90.76	92.97	0.905	-1.02
PA0378_at	51.56	40.40	0.151	1.28
PA0379_at	102.38	121.20	0.413	-1.18
PA0380_i_at	385.98	499.10	0.008	-1.29
PA0381_thiG_at	340.16	491.43	0.008	-1.44
PA0382_micA_at	134.78	221.97	0.008	-1.65
PA0383_at	17.00	18.18	0.817	-1.07
PA0384_at	37.10	48.97	0.008	-1.32
PA0385_at	44.84	95.57	0.008	-2.13
PA0386_at	149.04	144.73	0.349	1.03
PA0387_at	374.82	367.08	0.817	1.02
PA0388_at	167.86	264.83	0.008	-1.58
PA0389_at	157.12	203.10	0.008	-1.29
PA0390_metX_at	300.74	384.28	0.008	-1.28
PA0391_at	120.40	102.60	0.087	1.17
PA0392_at	388.52	384.08	0.643	1.01
PA0393_proC_at	456.68	350.70	0.024	1.30
PA0394_at	477.90	465.17	0.643	1.03
PA0395_pilT_at	262.18	202.80	0.008	1.29
PA0396_pilU_at	155.24	146.42	0.238	1.06
PA0397_at	21.08	22.33	0.730	-1.06
PA0398_at	58.24	71.45	0.087	-1.23
PA0399_at	349.54	337.33	0.349	1.04
PA0400_at	229.68	260.27	0.349	-1.13
PA0401_at	159.94	174.07	0.151	-1.09
PA0402_pyrB_at	442.96	394.85	0.238	1.12
PA0403_pyrR_at	200.56	221.75	0.238	-1.11

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0404_i_at	386.02	281.42	0.008	1.37
PA0405_at	372.60	272.20	0.008	1.37
PA0406_at	231.58	201.40	0.484	1.15
PA0407_gshB_at	265.62	244.25	0.643	1.09
PA0408_pilG_at	587.52	745.75	0.048	-1.27
PA0409_pilH_at	1800.62	1501.50	0.087	1.20
PA0410_pilI_at	322.24	340.22	0.817	-1.06
PA0411_pilJ_at	512.10	452.40	0.008	1.13
PA0412_pilK_at	78.74	92.13	0.151	-1.17
PA0413_at	432.94	311.53	0.008	1.39
PA0414_at	136.46	105.52	0.008	1.29
PA0415_at	146.84	128.13	0.349	1.15
PA0416_at	26.52	33.78	0.087	-1.27
PA0417_at	26.12	30.47	0.349	-1.17
PA0418_at	58.86	43.70	0.048	1.35
PA0419_at	138.28	150.22	0.087	-1.09
PA0420_bioA_at	267.50	280.42	0.484	-1.05
PA0421_at	210.24	246.80	0.024	-1.17
PA0422_at	951.18	541.92	0.008	1.76
PA0423_at	224.52	187.63	0.349	1.20
PA0424_mexR_at	109.88	138.85	0.238	-1.26
PA0425_mexA_at	1221.46	877.78	0.008	1.39
PA0426_mexB_at	882.80	593.47	0.008	1.49
PA0427_oprM_at	793.90	605.08	0.008	1.31
PA0428_at	457.98	577.10	0.048	-1.26
PA0429_at	294.96	358.70	0.087	-1.22
PA0430_metF_at	473.98	672.47	0.008	-1.42
PA0431_at	764.92	850.28	0.087	-1.11
PA0432_sahH_at	1644.50	1510.13	0.087	1.09
PA0433_at	96.78	80.10	0.087	1.21
PA0434_at	30.06	41.18	0.087	-1.37
PA0435_at	39.50	20.45	0.024	1.93
PA0436_at	69.44	111.40	0.008	-1.60
PA0437_codA_at	236.64	285.80	0.111	-1.21
PA0438_codB_at	122.02	119.50	0.643	1.02
PA0439_at	8.58	6.45	0.643	1.33
PA0440_at	5.66	3.25	0.643	1.74
PA0441_at	6.66	10.40	0.349	-1.56
PA0442_r_at	3.90	0.00	0.008	
PA0443_at	9.88	11.10	1.000	-1.12
PA0444_at	12.26	19.88	0.286	-1.62
PA0445_s_at	90.40	94.07	0.730	-1.04
PA0446_at	116.10	74.10	0.024	1.57
PA0447_gcdH_at	328.46	150.43	0.008	2.18
PA0448_at	48.74	44.10	0.087	1.11
PA0449_at	143.90	200.50	0.024	-1.39
PA0450_at	10.64	5.13	0.151	2.07
PA0451_at	21.16	16.45	0.238	1.29
PA0452_at	4.26	13.57	0.024	-3.19
PA0453_at	5.02	14.15	0.048	-2.82
PA0454_at	78.76	61.47	0.024	1.28

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0455_dbpA_at	89.74	89.50	0.817	1.00
PA0456_at	936.44	1206.55	0.024	-1.29
PA0457_at	83.70	97.63	0.063	-1.17
PA0458_at	69.54	69.70	1.000	-1.00
PA0459_at	39.88	35.57	0.349	1.12
PA0460_at	46.44	52.63	0.817	-1.13
PA0461_at	193.56	146.38	0.087	1.32
PA0462_at	66.94	51.82	0.349	1.29
PA0463_creB_at	142.62	110.52	0.087	1.29
PA0464_creC_at	44.40	40.95	1.000	1.08
PA0465_creD_at	5.72	10.35	0.087	-1.81
PA0466_at	9.80	10.80	0.643	-1.10
PA0467_at	189.36	161.02	0.024	1.18
PA0468_at	88.82	63.72	0.008	1.39
PA0469_at	125.68	97.80	0.048	1.29
PA0470_at	46.50	47.47	1.000	-1.02
PA0471_at	29.22	40.20	0.087	-1.38
PA0472_at	39.90	52.25	0.087	-1.31
PA0473_at	115.58	89.98	0.238	1.28
PA0474_at	12.62	5.85	0.238	2.16
PA0475_at	28.36	15.70	0.008	1.81
PA0476_at	17.60	6.10	0.048	2.89
PA0477_at	23.46	25.50	0.349	-1.09
PA0478_at	37.04	43.30	0.238	-1.17
PA0479_at	25.18	17.23	0.048	1.46
PA0480_at	8.46	4.45	0.087	1.90
PA0481_at	41.76	48.32	0.413	-1.16
PA0482_glcB_at	633.70	581.60	0.151	1.09
PA0483_at	20.42	17.70	0.817	1.15
PA0484_at	20.22	19.48	1.000	1.04
PA0485_at	55.86	54.00	0.817	1.03
PA0486_at	93.14	71.22	0.024	1.31
PA0487_at	84.70	72.40	0.349	1.17
PA0488_at	47.38	42.67	0.817	1.11
PA0489_at	12.78	10.55	0.992	1.21
PA0490_at	37.56	35.28	1.000	1.06
PA0491_at	31.46	42.72	0.238	-1.36
PA0492_at	420.24	210.28	0.024	2.00
PA0493_at	510.12	248.20	0.008	2.06
PA0494_at	497.00	219.90	0.008	2.26
PA0495_at	723.76	352.55	0.008	2.05
PA0496_at	127.28	68.20	0.008	1.87
PA0497_at	12.58	7.22	0.087	1.74
PA0498_at	7.92	3.80	0.286	2.08
PA0499_at	13.02	11.40	0.484	1.14
PA0500_bioB_at	230.88	286.15	0.087	-1.24
PA0501_bioF_at	135.70	150.48	0.484	-1.11
PA0502_at	107.50	117.97	0.238	-1.10
PA0503_at	68.88	81.52	0.349	-1.18
PA0504_bioD_at	38.28	43.05	0.643	-1.12
PA0505_at	84.44	86.27	0.484	-1.02

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0506_at	130.80	178.78	0.048	-1.37
PA0507_at	35.86	24.65	0.008	1.45
PA0508_at	38.76	44.03	0.238	-1.14
PA0509_nirN_at	33.14	50.03	0.008	-1.51
PA0510_at	25.12	18.02	0.349	1.39
PA0511_nirJ_at	34.80	48.10	0.151	-1.38
PA0512_at	23.46	20.10	0.484	1.17
PA0513_at	22.82	22.20	0.349	1.03
PA0514_nirL_at	29.40	19.23	0.048	1.53
PA0515_at	51.78	43.58	0.643	1.19
PA0516_nirF_at	44.34	35.58	0.238	1.25
PA0517_nirC_at	66.06	59.13	0.349	1.12
PA0518_nirM_at	64.74	96.10	0.151	-1.48
PA0519_nirS_at	74.70	89.90	0.817	-1.20
PA0520_nirQ_at	41.10	34.18	0.349	1.20
PA0521_at	12.86	13.53	0.905	-1.05
PA0522_r_at	84.42	104.90	0.238	-1.24
PA0523_norC_at	11.80	8.15	0.087	1.45
PA0524_norB_at	10.40	5.33	0.111	1.95
PA0525_at	5.90	11.02	0.087	-1.87
PA0526_at	16.02	26.83	0.008	-1.67
PA0527_dnr_at	73.30	128.78	0.008	-1.76
PA0528_at	8.70	31.52	0.008	-3.62
PA0529_at	36.50	20.73	0.008	1.76
PA0530_at	24.78	17.98	0.230	1.38
PA0531_at	4.26	6.35	0.151	-1.49
PA0532_at	12.84	20.23	0.151	-1.58
PA0533_at	28.36	24.08	0.484	1.18
PA0534_at	16.18	17.95	0.730	-1.11
PA0535_at	27.26	26.35	0.817	1.03
PA0536_at	130.66	165.35	0.008	-1.27
PA0537_at	481.70	593.03	0.151	-1.23
PA0538_dsbB_at	73.86	78.60	0.484	-1.06
PA0539_at	14.48	7.07	0.190	2.05
PA0540_at	15.98	14.52	0.643	1.10
PA0541_at	170.82	240.30	0.024	-1.41
PA0542_at	215.32	242.88	0.087	-1.13
PA0543_at	10.32	17.80	0.087	-1.72
PA0544_at	56.38	62.75	0.484	-1.11
PA0545_at	25.76	32.25	0.151	-1.25
PA0546_metK_at	1382.82	979.47	0.024	1.41
PA0547_at	419.16	287.50	0.008	1.46
PA0548_tktA_at	609.36	819.50	0.008	-1.34
PA0549_at	89.90	146.40	0.008	-1.63
PA0550_at	41.00	28.35	0.048	1.45
PA0551_epd_at	592.42	538.05	0.349	1.10
PA0552_pgk_at	480.08	490.22	0.349	-1.02
PA0553_at	499.72	457.00	0.484	1.09
PA0554_at	691.80	852.55	0.008	-1.23
PA0555_fda_at	1564.84	1615.27	0.484	-1.03
PA0556_at	38.90	54.33	0.151	-1.40

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0557_at	10.28	11.62	0.817	-1.13
PA0558_at	49.44	30.60	0.024	1.62
PA0559_at	93.12	130.10	0.008	-1.40
PA0560_at	39.22	49.72	0.048	-1.27
PA0561_at	14.32	17.38	0.643	-1.21
PA0562_at	168.70	172.10	0.484	-1.02
PA0563_at	442.30	715.25	0.008	-1.62
PA0564_at	51.38	44.25	0.230	1.16
PA0565_at	23.36	20.40	0.413	1.15
PA0566_at	60.92	59.50	0.817	1.02
PA0567_i_at	22.18	15.00	0.349	1.48
PA0568_at	50.60	53.70	0.817	-1.06
PA0569_at	45.90	86.40	0.008	-1.88
PA0570_at	79.10	80.78	0.817	-1.02
PA0571_at	101.48	121.38	0.151	-1.20
PA0572_at	60.98	47.62	0.008	1.28
PA0573_at	5.98	3.45	0.087	1.73
PA0574_at	66.12	74.00	0.484	-1.12
PA0575_at	6.78	9.00	0.484	-1.33
PA0576_rpoD_at	1462.74	1552.15	0.238	-1.06
PA0577_dnaG_at	370.00	265.08	0.008	1.40
PA0578_at	774.74	648.95	0.349	1.19
PA0579_rpsU_at	857.38	1630.68	0.008	-1.90
PA0580_gcp_at	89.92	130.23	0.008	-1.45
PA0581_i_at	51.16	52.13	0.484	-1.02
PA0582_folB_at	27.72	66.15	0.008	-2.39
PA0583_at	30.58	45.72	0.008	-1.50
PA0584_cca_at	35.02	32.38	0.230	1.08
PA0585_at	5.38	5.97	0.484	-1.11
PA0586_at	62.10	26.38	0.008	2.35
PA0587_at	43.36	16.88	0.008	2.57
PA0588_at	195.20	113.10	0.008	1.73
PA0589_at	146.04	161.57	0.151	-1.11
PA0590_apaH_at	465.70	314.27	0.008	1.48
PA0591_at	343.38	308.13	0.048	1.11
PA0592_ksgA_at	358.84	341.45	0.817	1.05
PA0593_pdxA_at	220.72	201.68	0.643	1.09
PA0594_surA_at	788.90	696.83	0.008	1.13
PA0595_ostA_at	1869.20	1460.27	0.008	1.28
PA0596_at	157.58	195.23	0.048	-1.24
PA0597_at	53.88	64.65	0.063	-1.20
PA0598_at	70.78	84.88	0.048	-1.20
PA0599_at	60.62	60.20	1.000	1.01
PA0600_at	25.56	20.30	0.151	1.26
PA0601_at	49.58	50.72	0.643	-1.02
PA0602_at	42.18	24.58	0.008	1.72
PA0603_at	34.32	45.07	0.008	-1.31
PA0604_at	25.42	20.65	0.151	1.23
PA0605_at	24.32	14.58	0.024	1.67
PA0606_at	12.84	13.33	0.349	-1.04
PA0607_rpe_at	191.16	213.10	0.024	-1.11

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0608_at	408.62	465.38	0.151	-1.14
PA0609_trpE_at	92.86	117.15	0.008	-1.26
PA0610_prtN_at	103.66	72.15	0.151	1.44
PA0611_prtR_at	147.18	109.20	0.008	1.35
PA0612_i_at	941.52	177.77	0.008	5.30
PA0613_at	220.38	96.13	0.008	2.29
PA0614_at	635.46	220.03	0.008	2.89
PA0615_at	707.96	169.10	0.008	4.19
PA0616_at	1177.10	336.00	0.008	3.50
PA0617_at	708.94	211.50	0.008	3.35
PA0618_at	1085.44	350.05	0.008	3.10
PA0619_at	1189.22	392.45	0.008	3.03
PA0620_at	1328.84	313.42	0.008	4.24
PA0621_at	1909.64	742.50	0.008	2.57
PA0622_at	2536.46	833.83	0.008	3.04
PA0623_at	2053.48	740.50	0.008	2.77
PA0624_at	960.46	382.80	0.008	2.51
PA0625_at	537.44	159.45	0.008	3.37
PA0626_at	633.52	272.57	0.008	2.32
PA0627_at	630.28	270.02	0.008	2.33
PA0628_at	652.18	297.42	0.008	2.19
PA0629_at	407.90	154.82	0.008	2.63
PA0630_at	416.12	211.90	0.008	1.96
PA0631_at	294.56	128.25	0.008	2.30
PA0632_at	270.78	143.80	0.008	1.88
PA0633_at	1979.86	596.63	0.008	3.32
PA0634_at	589.38	169.75	0.008	3.47
PA0635_at	836.88	232.25	0.008	3.60
PA0636_at	1278.80	380.55	0.008	3.36
PA0637_at	589.80	178.42	0.008	3.31
PA0638_at	908.58	283.90	0.008	3.20
PA0639_at	617.88	209.70	0.008	2.95
PA0640_at	141.98	55.60	0.008	2.55
PA0641_at	509.66	102.02	0.008	5.00
PA0642_at	45.10	16.23	0.008	2.78
PA0643_at	135.54	65.72	0.008	2.06
PA0644_at	210.30	119.28	0.008	1.76
PA0645_at	222.88	88.80	0.008	2.51
PA0646_at	158.00	64.23	0.008	2.46
PA0647_at	50.84	39.95	0.341	1.27
PA0648_at	143.44	94.75	0.024	1.51
PA0649_trpG_at	414.22	353.92	0.151	1.17
PA0650_trpD_at	270.24	251.15	0.643	1.08
PA0651_trpC_at	310.02	190.35	0.008	1.63
PA0652_vfr_at	940.92	783.53	0.048	1.20
PA0653_at	62.44	113.20	0.008	-1.81
PA0654_speD_at	416.94	804.38	0.008	-1.93
PA0655_at	210.64	182.10	0.008	1.16
PA0656_at	33.50	34.00	0.817	-1.01
PA0657_at	69.14	55.63	0.087	1.24
PA0658_at	114.56	109.98	0.643	1.04

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0659_at	581.30	411.33	0.008	1.41
PA0660_at	212.32	135.38	0.008	1.57
PA0661_at	401.74	390.92	1.000	1.03
PA0662_argC_at	163.60	181.77	0.087	-1.11
PA0663_at	132.40	194.13	0.008	-1.47
PA0664_at	136.98	161.02	0.349	-1.18
PA0665_at	122.40	171.88	0.024	-1.40
PA0666_at	102.18	89.85	0.349	1.14
PA0667_at	345.88	416.77	0.151	-1.20
PA0668_tyrZ_at	262.62	334.98	0.008	-1.28
PA0669_at	59.36	20.92	0.008	2.84
PA0670_at	107.54	11.42	0.008	9.42
PA0671_at	127.50	25.42	0.008	5.02
PA0672_at	30.46	38.20	0.349	-1.25
PA0673_at	23.54	16.97	0.484	1.39
PA0674_at	12.20	9.30	0.643	1.31
PA0675_at	15.36	15.75	0.643	-1.03
PA0676_at	15.02	10.60	0.151	1.42
PA0677_at	2.90	5.52	0.087	-1.90
PA0678_i_at	11.44	4.82	0.151	2.37
PA0679_at	16.40	14.23	0.238	1.15
PA0680_at	8.42	10.90	0.556	-1.29
PA0681_at	14.80	10.60	0.151	1.40
PA0682_at	15.98	13.73	0.817	1.16
PA0683_at	9.78	5.85	0.349	1.67
PA0684_at	20.98	11.80	0.151	1.78
PA0685_at	5.74	5.35	0.817	1.07
PA0686_at	13.10	11.17	0.413	1.17
PA0687_at	15.96	4.80	0.063	3.32
PA0688_at	8.58	4.98	0.238	1.72
PA0689_at	14.94	11.90	0.484	1.26
PA0690_at	4.20	1.50	0.063	2.80
PA0691_at	13.66	9.75	0.238	1.40
PA0692_at	22.86	10.60	0.008	2.16
PA0693_exbB2_at	11.82	11.43	0.817	1.03
PA0694_exbD2_at	24.88	30.88	0.643	-1.24
PA0695_at	6.62	4.15	0.817	1.60
PA0696_at	11.90	2.35	0.087	5.06
PA0697_at	7.42	11.80	0.151	-1.59
PA0698_at	11.96	13.38	1.000	-1.12
PA0699_at	16.34	21.30	0.048	-1.30
PA0700_at	10.44	18.25	0.151	-1.75
PA0701_at	3.24	4.65	0.643	-1.44
PA0702_at	7.74	7.27	0.817	1.06
PA0703_at	39.60	42.00	0.643	-1.06
PA0704_at	32.36	29.90	0.349	1.08
PA0705_at	402.62	342.02	0.151	1.18
PA0706_cat_at	123.90	164.20	0.016	-1.33
PA0707_toxR_at	32.18	24.52	0.024	1.31
PA0708_at	69.66	71.30	1.000	-1.02
PA0709_at	12.72	16.75	0.238	-1.32

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0710_gloA2_at	8.50	9.15	0.643	-1.08
PA0711_at	14.56	13.32	0.730	1.09
PA0712_at	41.68	31.55	0.048	1.32
PA0713_at	24.38	21.27	0.413	1.15
PA0714_at	4.68	3.10	0.730	1.51
PA0715_at	26.84	12.50	0.087	2.15
PA0716_at	6.32	3.03	0.484	2.09
PA0717_at	5788.04	349.48	0.087	16.56
PA0718_at	5242.88	334.15	0.151	15.69
PA0719_at	4110.20	215.20	0.151	19.10
PA0720_at	7289.32	751.30	0.151	9.70
PA0721_r_at	4921.56	252.35	0.151	19.50
PA0722_at	7302.12	954.47	0.151	7.65
PA0723_coaB_at	6924.28	602.40	0.087	11.49
PA0724_at	3359.20	98.75	0.087	34.02
PA0725_at	859.52	34.30	0.151	25.06
PA0726_at	2952.62	104.85	0.087	28.16
PA0727_at	2308.50	106.72	0.151	21.63
PA0728_at	453.36	26.07	0.048	17.39
PA0729_at	256.82	89.28	0.151	2.88
PA0730_at	351.64	347.65	0.643	1.01
PA0731_at	49.42	54.78	0.151	-1.11
PA0732_at	37.92	44.05	0.643	-1.16
PA0733_at	76.06	85.07	0.349	-1.12
PA0734_i_at	149.12	141.65	0.817	1.05
PA0735_at	119.76	122.80	0.817	-1.03
PA0736_at	93.12	78.53	0.024	1.19
PA0737_at	7.86	6.00	0.349	1.31
PA0738_at	20.54	15.42	0.286	1.33
PA0739_at	33.26	35.13	0.484	-1.06
PA0740_at	8.12	10.35	0.556	-1.27
PA0741_at	7.92	20.60	0.008	-2.60
PA0742_at	15.40	25.38	0.048	-1.65
PA0743_at	9.40	9.90	0.817	-1.05
PA0744_at	246.50	137.40	0.008	1.79
PA0745_at	513.24	168.75	0.008	3.04
PA0746_at	121.86	39.78	0.008	3.06
PA0747_at	68.10	28.17	0.008	2.42
PA0748_at	3.74	6.35	0.238	-1.70
PA0749_at	53.52	68.05	0.048	-1.27
PA0750_ung_at	124.18	148.13	0.024	-1.19
PA0751_at	22.72	21.72	0.484	1.05
PA0752_at	36.06	34.80	1.000	1.04
PA0753_at	19.66	14.27	0.151	1.38
PA0754_at	50.46	51.47	0.643	-1.02
PA0755_at	29.64	29.92	0.817	-1.01
PA0756_at	86.28	73.50	0.151	1.17
PA0757_at	82.78	74.70	0.238	1.11
PA0758_at	117.08	196.27	0.048	-1.68
PA0759_at	151.12	148.98	0.810	1.01
PA0760_at	86.58	138.48	0.008	-1.60

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0761_nadB_at	142.28	152.75	0.087	-1.07
PA0762_algU_at	864.06	837.63	0.643	1.03
PA0763_mucA_at	752.78	587.60	0.008	1.28
PA0764_mucB_at	203.10	142.07	0.008	1.43
PA0765_mucC_at	231.00	263.05	0.087	-1.14
PA0766_mucD_at	338.40	512.15	0.008	-1.51
PA0767_lepA_at	279.86	371.05	0.008	-1.33
PA0768_lepB_at	340.76	464.05	0.008	-1.36
PA0769_at	210.62	338.33	0.008	-1.61
PA0770_rnc_at	334.28	454.40	0.048	-1.36
PA0771_era_at	287.58	350.65	0.087	-1.22
PA0772_recO_at	39.32	39.95	0.817	-1.02
PA0773_pdxJ_at	68.24	99.75	0.008	-1.46
PA0774_at	46.42	76.30	0.048	-1.64
PA0775_at	151.66	174.08	0.087	-1.15
PA0776_at	21.86	11.32	0.087	1.93
PA0777_at	114.40	53.47	0.024	2.14
PA0778_at	171.88	158.60	0.087	1.08
PA0779_at	489.82	459.05	0.817	1.07
PA0780_at	78.88	59.05	0.008	1.34
PA0781_at	40.34	38.70	0.643	1.04
PA0782_putA_at	3614.68	2152.15	0.008	1.68
PA0783_putP_at	2126.62	1222.43	0.008	1.74
PA0784_at	72.48	52.70	0.008	1.38
PA0785_at	14.14	19.15	0.048	-1.35
PA0786_at	7.90	7.60	1.000	1.04
PA0787_at	73.14	64.20	0.151	1.14
PA0788_at	29.34	28.23	0.817	1.04
PA0789_at	371.96	499.85	0.151	-1.34
PA0790_at	7.96	6.75	1.000	1.18
PA0791_at	40.16	43.52	0.238	-1.08
PA0792_prpD_at	84.80	73.25	0.484	1.16
PA0793_at	447.26	301.88	0.151	1.48
PA0794_at	343.54	239.43	0.151	1.43
PA0795_prpC_at	1137.02	809.10	0.087	1.41
PA0796_prpB_at	758.96	496.38	0.087	1.53
PA0797_at	372.34	317.23	0.643	1.17
PA0798_at	16.04	13.12	1.000	1.22
PA0799_at	44.80	57.47	0.151	-1.28
PA0800_at	24.26	32.35	0.048	-1.33
PA0801_at	63.54	68.02	0.484	-1.07
PA0802_i_at	46.42	43.73	1.000	1.06
PA0803_at	8.20	17.52	0.008	-2.14
PA0804_at	49.82	59.97	0.024	-1.20
PA0805_at	136.64	54.77	0.151	2.49
PA0806_i_at	12.72	13.13	0.643	-1.03
PA0807_at	82.70	74.38	0.484	1.11
PA0808_at	15.60	10.05	0.151	1.55
PA0809_at	22.00	17.73	0.413	1.24
PA0810_at	45.64	31.65	0.008	1.44
PA0811_at	4.94	3.23	1.000	1.53

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0812_at	21.84	17.73	0.063	1.23
PA0813_at	19.64	27.75	0.048	-1.41
PA0814_i_at	14.82	16.40	0.643	-1.11
PA0815_at	35.66	28.78	0.238	1.24
PA0816_at	26.06	24.02	0.817	1.08
PA0817_at	34.98	29.50	0.484	1.19
PA0818_at	30.06	30.38	1.000	-1.01
PA0819_f_at	20.40	34.28	0.238	-1.68
PA0820_at	51.22	76.82	0.008	-1.50
PA0821_at	34.12	34.40	0.643	-1.01
PA0822_at	15.84	16.50	0.817	-1.04
PA0823_at	5.46	7.58	0.556	-1.39
PA0824_at	16.90	16.70	0.643	1.01
PA0825_at	3.66	5.05	0.413	-1.38
PA0826_at	26.20	23.45	0.484	1.12
PA0827_at	66.48	58.93	0.048	1.13
PA0828_at	19.40	19.17	0.817	1.01
PA0829_at	16.16	13.63	0.817	1.19
PA0830_at	42.48	32.80	0.048	1.30
PA0831_oruR_at	285.58	147.73	0.008	1.93
PA0832_at	188.44	187.98	0.817	1.00
PA0833_at	385.64	395.00	0.817	-1.02
PA0834_at	49.72	68.15	0.048	-1.37
PA0835_pta_at	228.62	178.85	0.087	1.28
PA0836_at	315.28	245.17	0.087	1.29
PA0837_slyD_at	359.32	588.30	0.008	-1.64
PA0838_at	131.34	163.38	0.349	-1.24
PA0839_at	45.24	35.45	0.341	1.28
PA0840_at	40.40	41.85	0.905	-1.04
PA0841_at	80.84	49.15	0.024	1.64
PA0842_at	13.66	17.35	0.238	-1.27
PA0843_plcR_at	14.26	11.73	0.905	1.22
PA0844_plcH_at	8.06	7.48	0.643	1.08
PA0845_at	3.74	6.20	0.413	-1.66
PA0846_at	60.88	46.07	0.048	1.32
PA0847_at	35.90	12.85	0.008	2.79
PA0848_at	75.80	115.07	0.008	-1.52
PA0849_trxB2_at	51.08	77.88	0.024	-1.52
PA0850_at	19.60	13.20	0.048	1.48
PA0851_at	49.36	36.05	0.008	1.37
PA0852_cpbD_at	154.68	174.85	0.484	-1.13
PA0853_at	83.76	73.85	0.484	1.13
PA0854_fumC2_at	108.46	91.20	0.151	1.19
PA0855_at	160.50	153.00	0.817	1.05
PA0856_at	690.50	860.92	0.008	-1.25
PA0857_bolA_at	313.88	378.63	0.151	-1.21
PA0858_at	179.06	277.92	0.008	-1.55
PA0859_at	93.96	82.65	0.238	1.14
PA0860_at	72.98	65.68	0.556	1.11
PA0861_at	49.58	32.63	0.008	1.52
PA0862_at	191.40	133.05	0.024	1.44

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0863_at	2.90	4.18	0.349	-1.44
PA0864_at	25.10	24.18	0.484	1.04
PA0865_hpd_at	2186.32	1528.60	0.008	1.43
PA0866_aroP2_at	780.40	343.60	0.008	2.27
PA0867_at	263.38	247.77	0.817	1.06
PA0868_at	55.20	47.38	0.087	1.17
PA0869_pbpG_at	214.06	184.20	0.008	1.16
PA0870_phhC_at	2953.46	2060.13	0.008	1.43
PA0871_phhB_at	2395.84	1881.25	0.008	1.27
PA0872_phhA_at	2831.98	1935.43	0.008	1.46
PA0873_phhR_at	40.60	17.38	0.008	2.34
PA0874_at	19.44	8.53	0.048	2.28
PA0875_at	11.88	12.50	0.643	-1.05
PA0876_at	99.82	97.62	1.000	1.02
PA0877_at	13.70	32.30	0.024	-2.36
PA0878_at	11.60	12.75	0.643	-1.10
PA0879_at	2.84	3.15	0.484	-1.11
PA0880_at	15.44	10.63	0.349	1.45
PA0881_at	14.46	16.63	0.484	-1.15
PA0882_at	19.98	8.05	0.024	2.48
PA0883_at	5.22	7.30	0.349	-1.40
PA0884_at	10.48	9.73	0.730	1.08
PA0885_at	6.24	1.97	0.349	3.17
PA0886_at	7.46	8.73	0.556	-1.17
PA0887_acsA_at	1639.96	803.35	0.024	2.04
PA0888_aotJ_at	925.60	882.88	0.643	1.05
PA0889_aotQ_at	276.76	237.57	0.151	1.16
PA0890_aotM_at	319.10	342.15	0.151	-1.07
PA0891_at	432.24	376.83	0.048	1.15
PA0892_aotP_at	633.78	703.35	0.238	-1.11
PA0893_argR_at	249.86	210.25	0.087	1.19
PA0894_at	15.22	11.47	0.151	1.33
PA0895_aruC_at	912.64	609.38	0.008	1.50
PA0896_aruF_at	291.12	402.58	0.024	-1.38
PA0897_aruG_at	345.70	324.00	0.349	1.07
PA0898_aruD_at	359.72	317.75	0.087	1.13
PA0899_aruB_at	442.84	443.55	1.000	-1.00
PA0900_at	1497.06	1346.63	0.048	1.11
PA0901_aruE_at	292.96	288.83	0.643	1.01
PA0902_at	129.66	117.88	0.643	1.10
PA0903_alaS_at	334.98	373.28	0.238	-1.11
PA0904_lysC_at	468.76	625.98	0.008	-1.34
PA0905_csrA_at	124.68	315.30	0.008	-2.53
PA0906_at	72.76	44.03	0.087	1.65
PA0907_at	43.68	29.40	0.048	1.49
PA0908_at	23.12	20.45	0.643	1.13
PA0909_i_at	30.96	38.85	0.087	-1.25
PA0910_at	66.52	65.97	0.643	1.01
PA0911_at	95.74	83.90	0.238	1.14
PA0912_at	12.72	19.90	0.349	-1.56
PA0913_mgtE_at	323.94	310.60	0.643	1.04

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0914_at	18.16	41.78	0.008	-2.30
PA0915_at	79.78	155.77	0.008	-1.95
PA0916_at	145.50	313.15	0.008	-2.15
PA0917_kup_at	81.78	116.63	0.008	-1.43
PA0918_at	78.38	120.33	0.008	-1.54
PA0919_at	112.10	102.85	0.151	1.09
PA0920_at	61.90	62.98	1.000	-1.02
PA0921_at	103.28	173.20	0.008	-1.68
PA0922_at	431.28	115.50	0.008	3.73
PA0923_dinP_at	94.28	71.07	0.048	1.33
PA0924_at	24.92	30.47	0.484	-1.22
PA0925_at	152.38	142.35	0.484	1.07
PA0926_at	262.22	233.30	0.349	1.12
PA0927_ldhA_at	155.80	105.23	0.008	1.48
PA0928_at	53.62	51.92	0.817	1.03
PA0929_at	38.22	53.30	0.008	-1.39
PA0930_at	24.28	21.98	0.643	1.10
PA0931_at	21.58	17.53	0.643	1.23
PA0932_cysM_at	409.10	410.33	0.484	-1.00
PA0933_ygcA_at	200.20	231.48	0.048	-1.16
PA0934_relA_at	262.68	346.97	0.008	-1.32
PA0935_at	122.58	125.82	0.643	-1.03
PA0936_at	69.56	104.15	0.008	-1.50
PA0937_at	299.58	558.22	0.008	-1.86
PA0938_at	147.72	266.43	0.008	-1.80
PA0939_at	2.74	4.13	0.349	-1.51
PA0940_at	29.82	35.25	0.238	-1.18
PA0941_at	31.02	28.48	0.817	1.09
PA0942_at	35.48	39.72	0.643	-1.12
PA0943_at	623.12	801.55	0.024	-1.29
PA0944_purN_at	250.88	286.45	0.238	-1.14
PA0945_purM_at	464.96	614.35	0.024	-1.32
PA0946_at	160.60	108.00	0.008	1.49
PA0947_at	126.54	156.15	0.048	-1.23
PA0948_at	114.62	115.35	1.000	-1.01
PA0949_wrbA_at	295.64	300.48	0.817	-1.02
PA0950_at	351.22	435.80	0.008	-1.24
PA0951_at	37.68	25.52	0.024	1.48
PA0952_at	44.18	36.10	0.238	1.22
PA0953_at	65.02	64.35	0.817	1.01
PA0954_at	18.50	20.27	0.905	-1.10
PA0955_at	219.16	254.97	0.238	-1.16
PA0956_proS_at	740.78	719.55	0.643	1.03
PA0957_at	13.82	9.30	0.151	1.49
PA0958_oprD_at	1913.82	1684.07	0.087	1.14
PA0959_at	113.10	126.22	0.151	-1.12
PA0960_at	186.20	186.48	0.643	-1.00
PA0961_at	200.48	256.88	0.024	-1.28
PA0962_at	707.78	662.75	1.000	1.07
PA0963_aspS_at	695.76	817.58	0.008	-1.18
PA0964_at	472.84	815.55	0.008	-1.72

Supplementary Table 1. Probe set signal data for experimental and control samples

PA0965_ruvC_at	334.04	507.45	0.008	-1.52
PA0966_ruvA_at	196.46	319.50	0.008	-1.63
PA0967_ruvB_at	172.60	234.53	0.008	-1.36
PA0968_at	342.24	538.92	0.008	-1.57
PA0969_tolQ_at	604.54	822.65	0.008	-1.36
PA0970_tolR_at	359.44	548.08	0.008	-1.52
PA0971_tolA_at	393.68	477.85	0.024	-1.21
PA0972_tolB_at	890.60	1035.60	0.048	-1.16
PA0973_oprL_at	1211.02	1406.47	0.087	-1.16
PA0974_at	663.62	585.70	0.238	1.13
PA0975_at	125.78	299.52	0.008	-2.38
PA0976_at	51.60	137.65	0.008	-2.67
PA0977_at	2.12	7.05	0.008	-3.33
PA0978_s_at	31.18	28.45	0.817	1.10
PA0979_s_at	9.20	20.70	0.008	-2.25
PA0980_at	18.88	15.15	0.643	1.25
PA0981_at	2.52	6.37	0.008	-2.53
PA0982_at	25.90	21.90	0.349	1.18
PA0983_at	39.92	20.13	0.024	1.98
PA0984_at	3.12	1.30	0.349	2.40
PA0985_at	86.90	45.15	0.024	1.92
PA0986_i_at	4.48	0.57	0.024	7.86
PA0987_at	7.92	8.80	0.817	-1.11
PA0988_at	33.36	27.13	0.484	1.23
PA0989_at	24.52	40.22	0.008	-1.64
PA0990_at	6.00	6.13	0.635	-1.02
PA0991_at	8.26	8.00	0.817	1.03
PA0992_at	21.00	36.45	0.087	-1.74
PA0993_at	5.50	4.60	1.000	1.20
PA0994_at	11.04	14.55	0.349	-1.32
PA0995_ogt_at	24.94	21.88	0.349	1.14
PA0996_at	214.58	430.15	0.008	-2.00
PA0997_at	476.72	820.50	0.008	-1.72
PA0998_at	319.06	607.78	0.008	-1.90
PA0999_fabH1_at	434.04	770.02	0.008	-1.77
PA1000_at	130.58	315.80	0.008	-2.42
PA1001_phnA_at	129.32	257.05	0.008	-1.99
PA1002_phnB_at	57.76	123.38	0.008	-2.14
PA1003_at	71.20	115.53	0.008	-1.62
PA1004_nadA_at	598.70	587.08	0.817	1.02
PA1005_at	173.98	135.93	0.048	1.28
PA1006_at	73.74	60.95	0.643	1.21
PA1007_at	27.14	31.38	0.151	-1.16
PA1008_bcp_at	726.58	715.65	0.643	1.02
PA1009_at	875.66	795.17	0.087	1.10
PA1010_dapA_at	987.14	825.70	0.024	1.20
PA1011_at	631.26	604.53	0.349	1.04
PA1012_at	71.68	118.60	0.008	-1.65
PA1013_purC_at	357.62	653.95	0.008	-1.83
PA1014_at	90.22	87.65	0.817	1.03
PA1015_at	101.30	90.15	0.349	1.12

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1016_at	55.16	45.63	0.238	1.21
PA1017_pauA_at	18.32	22.90	0.413	-1.25
PA1018_at	29.14	26.10	0.643	1.12
PA1019_muckK_at	8.48	5.08	0.349	1.67
PA1020_at	31.78	25.23	0.151	1.26
PA1021_at	25.54	21.18	0.349	1.21
PA1022_at	85.16	65.38	0.087	1.30
PA1023_at	38.36	34.83	0.151	1.10
PA1024_at	28.06	43.47	0.087	-1.55
PA1025_at	9.98	8.68	0.817	1.15
PA1026_at	58.34	61.00	0.643	-1.05
PA1027_at	32.80	34.42	0.817	-1.05
PA1028_at	14.92	21.55	0.048	-1.44
PA1029_at	109.70	96.80	0.484	1.13
PA1030_at	56.94	45.05	0.151	1.26
PA1031_at	106.26	94.78	0.413	1.12
PA1032_at	54.60	76.07	0.008	-1.39
PA1033_at	136.64	130.52	0.643	1.05
PA1034_at	24.34	44.17	0.008	-1.81
PA1035_at	82.30	91.48	0.484	-1.11
PA1036_at	74.60	59.67	0.048	1.25
PA1037_at	38.22	49.15	0.087	-1.29
PA1038_at	23.96	29.57	0.484	-1.23
PA1039_at	125.00	88.97	0.008	1.40
PA1040_at	138.36	82.53	0.008	1.68
PA1041_at	43.86	19.10	0.008	2.30
PA1042_at	53.32	54.75	0.643	-1.03
PA1043_at	135.40	116.07	0.048	1.17
PA1044_at	81.46	42.17	0.008	1.93
PA1045_at	201.88	136.38	0.008	1.48
PA1046_at	58.72	35.42	0.024	1.66
PA1047_at	214.92	176.25	0.008	1.22
PA1048_at	319.44	399.48	0.008	-1.25
PA1049_pdxH_at	178.86	186.95	0.238	-1.05
PA1050_at	41.78	46.03	0.349	-1.10
PA1051_at	14.54	57.75	0.817	-3.97
PA1052_at	10.32	21.02	0.349	-2.04
PA1053_at	2926.70	2130.95	0.024	1.37
PA1054_at	86.60	80.30	0.349	1.08
PA1055_at	104.20	97.88	0.643	1.06
PA1056_at	79.48	70.28	0.238	1.13
PA1057_at	135.52	129.05	0.484	1.05
PA1058_at	103.50	124.52	0.151	-1.20
PA1059_at	74.08	86.02	0.238	-1.16
PA1060_at	41.70	42.22	1.000	-1.01
PA1061_at	98.28	97.45	0.817	1.01
PA1062_at	50.48	57.20	0.151	-1.13
PA1063_at	22.54	22.17	0.817	1.02
PA1064_at	259.02	256.38	1.000	1.01
PA1065_at	18.10	18.00	0.817	1.01
PA1066_at	4.00	1.75	0.151	2.29

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1067_at	27.34	20.52	0.008	1.33
PA1068_at	546.20	395.87	0.008	1.38
PA1069_at	234.26	260.35	0.484	-1.11
PA1070_braG_at	209.40	229.38	0.643	-1.10
PA1071_braF_at	655.00	569.92	0.238	1.15
PA1072_braE_at	351.78	259.85	0.048	1.35
PA1073_braD_at	369.24	381.50	0.817	-1.03
PA1074_braC_at	1529.06	1154.25	0.048	1.32
PA1075_at	98.34	118.32	0.024	-1.20
PA1076_at	68.60	93.10	0.048	-1.36
PA1077_flgB_at	386.80	246.63	0.151	1.57
PA1078_flgC_at	356.34	325.90	0.087	1.09
PA1079_flgD_at	418.94	390.40	0.349	1.07
PA1080_flgE_at	879.50	771.50	0.024	1.14
PA1081_flgF_at	198.14	174.05	0.349	1.14
PA1082_flgG_at	448.26	428.47	0.817	1.05
PA1083_flgH_at	164.26	158.53	0.817	1.04
PA1084_flgI_at	142.30	138.02	0.817	1.03
PA1085_flgJ_at	171.94	149.18	0.087	1.15
PA1086_flgK_at	235.80	231.30	0.817	1.02
PA1087_flgL_at	356.38	328.73	0.151	1.08
PA1088_at	117.04	145.07	0.008	-1.24
PA1089_at	155.80	126.13	0.048	1.24
PA1090_at	106.20	105.83	0.817	1.00
PA1091_at	118.30	125.47	0.238	-1.06
PA1092_fliC_at	3375.92	2972.55	0.008	1.14
PA1093_at	728.88	834.47	0.087	-1.14
PA1094_fliD_at	499.20	655.78	0.008	-1.31
PA1095_at	467.48	675.00	0.024	-1.44
PA1096_at	968.54	928.30	0.643	1.04
PA1097_fleQ_at	325.12	289.72	0.643	1.12
PA1098_fleS_at	234.46	157.57	0.008	1.49
PA1099_fleR_at	193.90	159.95	0.008	1.21
PA1100_fliE_at	263.40	220.45	0.151	1.19
PA1101_fliF_at	280.92	289.60	0.643	-1.03
PA1102_fliG_at	574.26	487.80	0.024	1.18
PA1103_at	288.64	234.80	0.048	1.23
PA1104_fliI_at	109.62	109.93	1.000	-1.00
PA1105_fliJ_at	40.22	38.72	0.817	1.04
PA1106_at	57.00	35.98	0.008	1.58
PA1107_at	10.36	10.50	0.817	-1.01
PA1108_at	8.62	8.63	0.817	-1.00
PA1109_at	0.86	1.00	0.270	-1.16
PA1110_at	22.00	19.95	0.817	1.10
PA1111_at	12.88	17.75	0.087	-1.38
PA1112_at	58.56	23.25	0.008	2.52
PA1113_at	20.56	16.55	0.349	1.24
PA1114_at	44.76	49.75	0.484	-1.11
PA1115_at	67.90	54.30	0.087	1.25
PA1116_at	88.26	135.33	0.008	-1.53
PA1117_at	37.32	54.10	0.008	-1.45

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1118_at	11.94	16.83	0.151	-1.41
PA1119_at	108.72	129.73	0.484	-1.19
PA1120_at	34.80	30.75	0.238	1.13
PA1121_at	53.88	51.12	0.905	1.05
PA1122_at	114.22	104.07	0.484	1.10
PA1123_at	18.92	34.47	0.048	-1.82
PA1124_dgt_at	46.56	30.92	0.024	1.51
PA1125_at	49.86	39.15	0.048	1.27
PA1126_at	106.42	176.10	0.008	-1.65
PA1127_at	122.10	118.78	0.484	1.03
PA1128_at	50.74	60.78	0.024	-1.20
PA1129_at	11.36	14.45	0.341	-1.27
PA1130_at	18.14	22.52	0.413	-1.24
PA1131_at	22.70	20.35	0.484	1.12
PA1132_at	147.42	114.23	0.024	1.29
PA1133_at	2.92	6.00	0.151	-2.05
PA1134_at	21.94	22.32	1.000	-1.02
PA1135_at	35.94	32.05	0.238	1.12
PA1136_at	9.46	13.60	0.238	-1.44
PA1137_at	14.28	14.95	1.000	-1.05
PA1138_at	23.18	22.47	0.817	1.03
PA1139_at	31.94	25.60	0.008	1.25
PA1140_at	61.36	67.13	0.048	-1.09
PA1141_at	50.12	53.50	0.643	-1.07
PA1142_at	56.24	46.72	0.238	1.20
PA1143_at	10.02	15.83	0.238	-1.58
PA1144_at	2.10	5.07	0.048	-2.41
PA1145_at	29.44	26.07	0.230	1.13
PA1146_at	28.44	15.13	0.008	1.88
PA1147_at	24.20	16.35	0.151	1.48
PA1148_toxA_at	21.46	20.47	0.484	1.05
PA1149_at	51.92	61.22	0.151	-1.18
PA1150_pys2_at	359.30	123.93	0.008	2.90
PA1151_imm2_at	34.88	71.58	0.008	-2.05
PA1152_at	17.00	18.50	0.484	-1.09
PA1153_at	35.92	30.03	0.151	1.20
PA1154_at	19.10	11.70	0.048	1.63
PA1155_nrdB_at	2162.86	1895.00	0.087	1.14
PA1156_nrdA_at	1371.28	1106.53	0.048	1.24
PA1157_at	157.14	112.18	0.008	1.40
PA1158_at	37.42	31.22	0.087	1.20
PA1159_at	752.46	1119.18	0.048	-1.49
PA1160_at	117.88	135.23	0.238	-1.15
PA1161_rrmA_at	99.34	105.13	0.349	-1.06
PA1162_dapE_at	276.58	273.48	0.817	1.01
PA1163_at	24.58	33.43	0.048	-1.36
PA1164_at	84.04	79.93	0.643	1.05
PA1165_at	46.44	75.03	0.008	-1.62
PA1166_at	24.68	12.35	0.008	2.00
PA1167_at	39.50	34.47	0.238	1.15
PA1168_at	3.60	14.13	0.008	-3.93

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1169_at	7.40	1.55	0.024	4.77
PA1170_at	24.92	28.72	0.643	-1.15
PA1171_at	74.56	75.55	0.817	-1.01
PA1172_napC_at	11.62	19.92	0.349	-1.71
PA1173_napB_at	30.16	15.45	0.008	1.95
PA1174_napA_at	27.76	26.05	0.817	1.07
PA1175_napD_at	39.20	32.30	0.143	1.21
PA1176_napF_at	19.32	12.70	0.024	1.52
PA1177_napE_at	12.00	5.10	0.024	2.35
PA1178_oprH_at	2710.64	2888.25	0.484	-1.07
PA1179_phoP_at	681.22	602.28	0.048	1.13
PA1180_phoQ_at	319.92	279.93	0.024	1.14
PA1181_at	48.44	59.07	0.048	-1.22
PA1182_at	62.70	60.38	0.817	1.04
PA1183_dctA_at	22.70	15.92	0.048	1.43
PA1184_at	19.40	14.43	0.643	1.34
PA1185_at	11.92	13.75	0.349	-1.15
PA1186_at	7.82	8.43	0.484	-1.08
PA1187_at	16.12	18.98	0.484	-1.18
PA1188_at	22.00	16.52	0.048	1.33
PA1189_at	55.62	61.58	0.484	-1.11
PA1190_at	5.68	10.05	0.008	-1.77
PA1191_at	17.72	24.63	0.087	-1.39
PA1192_at	329.52	360.13	0.151	-1.09
PA1193_at	114.00	174.73	0.008	-1.53
PA1194_at	12.22	12.70	0.817	-1.04
PA1195_at	17.62	20.35	0.349	-1.15
PA1196_at	19.84	25.20	0.349	-1.27
PA1197_at	27.90	29.77	0.817	-1.07
PA1198_at	1111.94	1274.80	0.008	-1.15
PA1199_at	235.98	376.13	0.008	-1.59
PA1200_at	39.86	68.45	0.008	-1.72
PA1201_at	56.20	60.83	0.643	-1.08
PA1202_at	116.10	130.70	0.048	-1.13
PA1203_at	150.96	139.20	0.484	1.08
PA1204_at	49.10	26.70	0.008	1.84
PA1205_at	65.16	41.35	0.024	1.58
PA1206_at	195.40	238.35	0.087	-1.22
PA1207_kefB_at	38.46	58.22	0.024	-1.51
PA1208_at	15.80	18.52	0.413	-1.17
PA1209_at	35.78	26.03	0.024	1.37
PA1210_at	8.86	5.20	0.048	1.70
PA1211_at	8.84	4.10	0.151	2.16
PA1212_at	5.80	10.73	0.048	-1.85
PA1213_at	19.06	19.80	0.817	-1.04
PA1214_at	23.70	17.95	0.151	1.32
PA1215_at	3.90	4.00	0.643	-1.03
PA1216_at	18.84	24.45	0.087	-1.30
PA1217_at	8.50	14.88	0.087	-1.75
PA1218_at	6.94	9.63	0.349	-1.39
PA1219_at	9.64	22.95	0.048	-2.38

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1220_at	18.14	16.68	0.413	1.09
PA1221_at	24.04	33.17	0.151	-1.38
PA1222_at	101.14	103.03	0.905	-1.02
PA1223_at	12.78	13.77	0.817	-1.08
PA1224_at	45.44	43.88	0.484	1.04
PA1225_at	22.20	26.02	0.349	-1.17
PA1226_at	40.02	53.30	0.238	-1.33
PA1227_at	13.26	25.47	0.008	-1.92
PA1228_at	184.56	509.92	0.008	-2.76
PA1229_at	40.56	39.18	1.000	1.04
PA1230_at	15.62	11.18	0.484	1.40
PA1231_at	15.18	10.25	0.238	1.48
PA1232_at	12.86	6.72	0.087	1.91
PA1233_at	17.46	24.03	0.024	-1.38
PA1234_at	45.56	40.97	0.484	1.11
PA1235_at	46.86	25.48	0.008	1.84
PA1236_at	5.54	6.95	0.817	-1.25
PA1237_at	21.36	25.45	0.238	-1.19
PA1238_at	13.64	9.13	0.817	1.49
PA1239_at	12.94	14.73	0.643	-1.14
PA1240_at	15.64	14.85	1.000	1.05
PA1241_at	45.14	43.13	0.484	1.05
PA1242_at	11.80	8.77	0.817	1.35
PA1243_at	73.46	63.15	0.151	1.16
PA1244_at	564.76	524.70	0.190	1.08
PA1245_at	87.82	68.18	0.087	1.29
PA1246_aprD_at	31.32	22.13	0.087	1.42
PA1247_aprE_at	42.28	34.95	0.151	1.21
PA1248_aprF_at	47.74	29.67	0.024	1.61
PA1249_aprA_at	17.42	16.48	0.817	1.06
PA1250_aprI_at	55.20	82.85	0.008	-1.50
PA1251_at	16.44	17.38	0.817	-1.06
PA1252_at	25.16	21.70	0.238	1.16
PA1253_at	16.34	18.17	0.484	-1.11
PA1254_at	12.76	10.90	0.484	1.17
PA1255_at	23.88	23.70	0.817	1.01
PA1256_at	8.70	15.55	0.238	-1.79
PA1257_at	5.54	7.32	0.643	-1.32
PA1258_at	11.84	8.88	0.238	1.33
PA1259_at	7.94	7.02	1.000	1.13
PA1260_at	4.58	15.25	0.008	-3.33
PA1261_at	28.84	20.83	0.008	1.38
PA1262_at	8.06	5.50	0.484	1.47
PA1263_at	55.98	53.95	0.817	1.04
PA1264_at	10.84	13.57	0.643	-1.25
PA1265_at	9.14	17.45	0.008	-1.91
PA1266_at	17.08	12.35	0.349	1.38
PA1267_at	5.74	8.25	0.476	-1.44
PA1268_at	11.48	19.47	0.048	-1.70
PA1269_at	74.30	100.32	0.024	-1.35
PA1270_at	10.74	15.30	0.238	-1.42

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1271_at	212.60	188.55	0.484	1.13
PA1272_cobO_at	329.86	404.47	0.048	-1.23
PA1273_cobB_at	124.04	142.98	0.151	-1.15
PA1274_at	107.40	132.13	0.024	-1.23
PA1275_cobD_at	85.12	79.75	0.484	1.07
PA1276_cobC_at	88.44	104.38	0.024	-1.18
PA1277_cobQ_at	101.46	103.98	0.817	-1.02
PA1278_cobP_at	157.14	165.13	0.484	-1.05
PA1279_cobU_at	53.98	90.05	0.008	-1.67
PA1280_at	66.16	72.85	0.349	-1.10
PA1281_cobV_at	43.68	60.92	0.024	-1.39
PA1282_at	11.64	8.60	0.643	1.35
PA1283_at	32.50	37.47	0.484	-1.15
PA1284_at	15.94	6.60	0.087	2.42
PA1285_at	39.66	42.20	0.817	-1.06
PA1286_at	21.22	13.55	0.048	1.57
PA1287_at	35.50	42.60	0.238	-1.20
PA1288_at	2134.64	1963.05	0.349	1.09
PA1289_at	23.98	20.02	0.349	1.20
PA1290_at	32.72	39.45	0.238	-1.21
PA1291_at	24.14	20.40	0.484	1.18
PA1292_at	157.90	129.75	0.087	1.22
PA1293_at	305.38	251.38	0.008	1.21
PA1294_rnd_at	224.36	239.70	0.484	-1.07
PA1295_at	59.38	96.00	0.008	-1.62
PA1296_at	108.54	73.18	0.008	1.48
PA1297_at	26.76	31.05	0.349	-1.16
PA1298_i_at	20.16	9.15	0.048	2.20
PA1299_at	63.94	95.35	0.008	-1.49
PA1300_at	51.96	42.38	0.238	1.23
PA1301_at	24.12	28.67	0.230	-1.19
PA1302_at	14.12	17.13	0.484	-1.21
PA1303_at	19.32	23.50	0.151	-1.22
PA1304_at	62.50	61.93	0.817	1.01
PA1305_at	256.70	243.08	0.643	1.06
PA1306_at	102.72	79.40	0.048	1.29
PA1307_at	165.26	156.52	0.238	1.06
PA1308_at	108.48	83.03	0.016	1.31
PA1309_at	13.58	19.13	0.111	-1.41
PA1310_phnW_at	8.40	7.63	0.905	1.10
PA1311_phnX_at	12.26	9.98	0.643	1.23
PA1312_at	17.40	15.08	0.643	1.15
PA1313_at	8.18	6.78	0.484	1.21
PA1314_at	16.92	27.20	0.238	-1.61
PA1315_at	42.22	35.70	0.238	1.18
PA1316_at	8.30	11.87	0.238	-1.43
PA1317_cyoA_at	70.46	159.85	0.048	-2.27
PA1318_cyoB_at	34.58	81.80	0.008	-2.37
PA1319_cyoC_at	22.46	46.55	0.008	-2.07
PA1320_cyoD_at	8.98	17.05	0.087	-1.90
PA1321_cyoE_at	18.12	33.05	0.048	-1.82

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1322_at	11.32	7.50	0.190	1.51
PA1323_at	122.78	77.15	0.008	1.59
PA1324_at	97.74	87.47	0.349	1.12
PA1325_at	18.88	16.75	0.484	1.13
PA1326_ilvA2_at	45.64	51.70	0.484	-1.13
PA1327_at	9.94	22.13	0.008	-2.23
PA1328_at	9.12	8.53	0.643	1.07
PA1329_at	29.22	28.42	0.643	1.03
PA1330_at	60.08	48.10	0.048	1.25
PA1331_at	65.38	51.50	0.087	1.27
PA1332_at	27.84	12.77	0.024	2.18
PA1333_r_at	138.26	141.00	0.817	-1.02
PA1334_at	19.24	22.50	0.484	-1.17
PA1335_at	87.20	93.40	0.484	-1.07
PA1336_at	190.04	169.82	0.087	1.12
PA1337_ansB_at	993.76	809.42	0.087	1.23
PA1338_ggt_at	916.20	635.30	0.048	1.44
PA1339_at	1394.56	1132.80	0.048	1.23
PA1340_at	993.86	687.18	0.048	1.45
PA1341_at	920.80	784.73	0.151	1.17
PA1342_at	3897.76	2791.82	0.008	1.40
PA1343_at	119.66	111.10	0.484	1.08
PA1344_at	46.38	48.28	0.349	-1.04
PA1345_at	10.48	8.88	0.817	1.18
PA1346_at	3.86	1.67	0.016	2.31
PA1347_at	9.78	10.40	1.000	-1.06
PA1348_at	17.36	12.40	0.190	1.40
PA1349_at	21.04	14.30	0.349	1.47
PA1350_at	16.98	15.83	0.484	1.07
PA1351_at	12.18	14.10	0.349	-1.16
PA1352_at	19.74	14.52	0.238	1.36
PA1353_at	17.52	16.63	0.643	1.05
PA1354_at	41.82	25.70	0.024	1.63
PA1355_at	1.36	3.32	0.341	-2.44
PA1356_at	30.70	19.35	0.087	1.59
PA1357_at	41.02	55.83	0.087	-1.36
PA1358_at	21.14	17.80	0.349	1.19
PA1359_at	23.20	26.82	0.349	-1.16
PA1360_at	23.22	32.18	0.151	-1.39
PA1361_at	21.02	22.20	0.238	-1.06
PA1362_i_at	25.48	32.90	0.238	-1.29
PA1363_at	48.10	71.32	0.008	-1.48
PA1364_at	23.04	16.10	0.048	1.43
PA1365_at	100.86	63.30	0.016	1.59
PA1366_at	23.84	33.25	0.048	-1.39
PA1367_at	26.00	33.85	0.087	-1.30
PA1368_at	18.30	24.63	0.111	-1.35
PA1369_at	13.66	11.32	1.000	1.21
PA1370_at	31.18	27.15	0.484	1.15
PA1371_at	9.50	20.60	0.024	-2.17
PA1372_at	22.86	48.13	0.008	-2.11

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1373_fabF2_at	56.18	67.40	0.087	-1.20
PA1374_at	26.58	26.38	0.817	1.01
PA1375_pdxB_at	205.60	143.00	0.008	1.44
PA1376_aceK_at	124.70	82.78	0.008	1.51
PA1377_at	84.12	82.63	0.905	1.02
PA1378_at	27.88	15.95	0.008	1.75
PA1379_at	8.98	14.52	0.024	-1.62
PA1380_at	5.48	9.77	0.151	-1.78
PA1381_at	4.72	6.50	0.238	-1.38
PA1382_at	16.40	19.95	0.087	-1.22
PA1383_at	27.30	33.90	0.079	-1.24
PA1384_galE_at	5.26	2.75	0.643	1.91
PA1385_at	1.24	4.47	0.087	-3.60
PA1386_at	11.62	4.22	0.048	2.75
PA1387_at	15.74	15.13	0.484	1.04
PA1388_at	11.52	14.40	0.341	-1.25
PA1389_at	10.30	12.15	0.341	-1.18
PA1390_at	13.34	8.65	0.286	1.54
PA1391_at	20.80	9.93	0.024	2.09
PA1392_at	8.48	9.73	0.484	-1.15
PA1393_cysC_at	1.34	5.75	0.008	-4.29
PA1394_at	63.32	90.65	0.048	-1.43
PA1395_at	62.72	81.78	0.151	-1.30
PA1396_at	27.76	45.95	0.008	-1.66
PA1397_at	65.96	64.57	0.151	1.02
PA1398_at	48.90	58.18	0.048	-1.19
PA1399_at	24.72	21.42	1.000	1.15
PA1400_at	21.00	17.10	0.238	1.23
PA1401_at	30.36	42.60	0.151	-1.40
PA1402_at	26.84	23.43	0.484	1.15
PA1403_at	19.20	18.82	0.643	1.02
PA1404_at	77.06	49.68	0.024	1.55
PA1405_at	29.02	25.97	0.349	1.12
PA1406_at	11.84	11.32	0.817	1.05
PA1407_at	59.56	68.85	0.817	-1.16
PA1408_at	39.58	19.08	0.008	2.07
PA1409_aphA_at	97.70	54.35	0.008	1.80
PA1410_at	68.56	42.43	0.008	1.62
PA1411_at	59.84	51.45	0.087	1.16
PA1412_at	7.94	10.68	0.238	-1.35
PA1413_at	22.52	28.88	0.151	-1.28
PA1414_at	103.24	303.30	0.024	-2.94
PA1415_at	21.66	20.05	0.643	1.08
PA1416_at	20.28	18.07	0.484	1.12
PA1417_at	39.36	45.52	0.484	-1.16
PA1418_at	38.84	41.38	0.817	-1.07
PA1419_at	12.32	15.17	0.730	-1.23
PA1420_at	28.66	31.43	0.817	-1.10
PA1421_speB2_at	41.10	61.72	0.484	-1.50
PA1422_at	95.44	102.70	0.643	-1.08
PA1423_at	29.40	29.65	1.000	-1.01

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1424_at	21.06	15.00	0.349	1.40
PA1425_at	20.48	19.05	0.643	1.08
PA1426_at	12.90	8.93	0.484	1.44
PA1427_at	14.72	18.60	0.484	-1.26
PA1428_at	8.84	5.48	0.190	1.61
PA1429_at	40.06	43.53	0.151	-1.09
PA1430_lasR_at	135.98	123.55	0.817	1.10
PA1431_rsaL_at	327.98	414.42	0.484	-1.26
PA1432_lasI_at	217.34	439.25	0.008	-2.02
PA1433_at	25.02	29.42	0.349	-1.18
PA1434_at	34.82	30.33	0.238	1.15
PA1435_at	28.56	18.35	0.151	1.56
PA1436_at	21.14	17.20	0.643	1.23
PA1437_at	23.86	25.77	0.643	-1.08
PA1438_at	34.60	24.77	0.048	1.40
PA1439_at	60.22	56.13	0.817	1.07
PA1440_at	709.08	656.28	0.484	1.08
PA1441_at	377.86	350.95	0.048	1.08
PA1442_at	278.80	324.83	0.024	-1.17
PA1443_fliM_at	241.38	269.63	0.151	-1.12
PA1444_fliN_at	80.24	88.15	0.349	-1.10
PA1445_fliO_at	59.62	79.63	0.048	-1.34
PA1446_fliP_at	81.90	75.03	0.238	1.09
PA1447_fliQ_at	51.08	66.88	0.024	-1.31
PA1448_fliR_at	24.92	31.65	0.151	-1.27
PA1449_flhB_at	17.54	17.33	0.817	1.01
PA1450_at	28.60	23.10	0.151	1.24
PA1451_at	39.18	43.28	0.151	-1.10
PA1452_flhA_at	90.08	76.57	0.349	1.18
PA1453_flhF_at	332.14	212.05	0.008	1.57
PA1454_at	654.46	471.55	0.008	1.39
PA1455_fliA_at	390.62	306.15	0.008	1.28
PA1456_cheY_at	347.40	420.52	0.024	-1.21
PA1457_cheZ_at	334.14	421.58	0.008	-1.26
PA1458_at	321.66	335.65	0.238	-1.04
PA1459_at	414.98	356.83	0.238	1.16
PA1460_at	117.82	100.28	0.087	1.17
PA1461_at	78.54	58.10	0.024	1.35
PA1462_at	260.56	218.63	0.024	1.19
PA1463_at	202.58	144.20	0.008	1.40
PA1464_at	599.74	662.70	0.087	-1.10
PA1465_at	91.98	99.05	0.143	-1.08
PA1466_at	277.02	17.27	0.008	16.04
PA1467_at	59.32	58.50	0.817	1.01
PA1468_at	19.22	21.83	0.238	-1.14
PA1469_at	34.94	18.17	0.008	1.92
PA1470_at	15.20	17.30	0.484	-1.14
PA1471_at	56.38	44.90	0.151	1.26
PA1472_at	57.02	49.50	0.349	1.15
PA1473_at	44.98	48.95	0.484	-1.09
PA1474_at	132.04	123.97	0.484	1.07

Supplementary Table 1. Probe set signal data for experimental and control samples

PA1475_ccmA_at	143.90	133.43	0.238	1.08
PA1476_ccmB_at	78.68	64.30	0.048	1.22
PA1477_ccmC_at	49.68	69.45	0.008	-1.40
PA1478_at	183.74	205.10	0.484	-1.12
PA1479_ccmE_at	314.64	379.00	0.048	-1.20
PA1480_ccmF_at	131.74	167.00	0.008	-1.27
PA1481_ccmG_at	120.08	120.50	0.643	-1.00
PA1482_ccmH_at	247.24	319.75	0.024	-1.29
PA1483_cycH_at	140.58	150.48	0.238	-1.07
PA1484_at	32.90	24.52	0.008	1.34
PA1485_at	15.10	14.50	0.817	1.04
PA1486_at	10.14	13.95	0.484	-1.38
PA1487_at	46.14	53.15	0.484	-1.15
PA1488_at	48.86	42.28	0.238	1.16
PA1489_at	35.92	32.72	0.484	1.10
PA1490_at	38.84	41.78	0.817	-1.08
PA1491_at	10.36	9.52	0.817	1.09
PA1492_at	9.26	22.25	0.087	-2.40
PA1493_cysP_at	836.38	765.10	0.087	1.09
PA1494_at	300.32	254.65	0.151	1.18
PA1495_at	60.86	53.35	0.484	1.14
PA1496_at	20.76	20.97	0.643	-1.01
PA1497_at	12.80	11.43	0.643	1.12
PA1498_pykF_at	12.10	10.10	0.484	1.20
PA1499_at	23.50	30.72	0.048	-1.31
PA1500_at	20.10	26.35	0.048	-1.31
PA1501_at	11.00	16.55	0.087	-1.50
PA1502_gcl_at	12.22	27.23	0.024	-2.23
PA1503_at	2.32	10.68	0.024	-4.60
PA1504_at	241.10	300.22	0.008	-1.25
PA1505_moaA2_at	137.26	116.13	0.238	1.18
PA1506_at	30.28	29.55	0.817	1.02
PA1507_at	43.48	22.63	0.008	1.92
PA1508_at	23.78	23.00	0.817	1.03
PA1509_at	25.24	28.35	0.349	-1.12
PA1510_at	13.22	13.02	0.817	1.02
PA1511_at	39.26	40.67	0.817	-1.04
PA1513_at	68.54	56.28	0.151	1.22
PA1514_at	30.00	49.75	0.008	-1.66
PA1515_alc_at	44.80	56.50	0.238	-1.26
PA1516_at	38.16	36.27	0.817	1.05
PA1517_at	144.72	130.80	0.643	1.11
PA1518_at	32.78	44.80	0.048	-1.37
PA1519_at	11.96	4.75	0.238	2.52
PA1520_at	183.06	227.98	0.008	-1.25
PA1521_at	53.00	63.55	0.238	-1.20
PA1522_at	61.78	56.95	0.817	1.08
PA1523_xdhB_at	20.26	22.73	0.817	-1.12
PA1524_xdhA_at	39.06	32.53	0.349	1.20
PA1525_at	20.04	14.13	0.143	1.42
PA1526_at	118.86	129.73	0.349	-1.09

Supplementary Table 1. Probe set signal data for experimental and control samples

How the deposited data were processed for this re-analysis (not part of the article)

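Transcript levels of *P. aeruginosa* PAO1 were measured with Affymetrix GeneChip arrays after 20 min with 1 mM hydrogen peroxide (5 arrays) and without it (4 arrays), in cultures that the paper describes as independent experiments, and the p-values rest on these separate cultures. The deposited values are intensities on a linear scale, 1 signal per probe set and array, which the authors computed with GCOS 1.0 and Data Mining Tool 3.1 (alpha 1 of 0.04, alpha 2 of 0.06, tau of 0.015) and scaled to a target signal of 150. The mean of the arrays' trimmed means, with 2% of the probe sets left out at each end, was 150.3 in the deposited table. The scanner files and the detection calls were not used here, so the study's criterion on detection calls was not applied.

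Of the 5896 probe sets, 5545 stand for PAO1 open reading frames and entered the tests. The other 351 are 199 intergenic probe sets, 14 for foreign control RNA and 138 for other strains, tRNA and rRNA. The annotation table gives 1 gene name for 5500 probe sets, several for 0 and none for 396, and 5504 locus tags (99.3% of the PAO1 probe sets) were found in the RefSeq gene table of assembly ASM676v1, which served for names and neighbouring genes. The table holds 19 values of 0, of which 4 are of PAO1 probe sets.

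Signals below 1 were set to 1 and log2 was taken. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with p-values adjusted by Benjamini and Hochberg's method over the 5545 probe sets and a threshold of 0.05. The study's criteria were applied with a two-sided Mann-Whitney mid-p under 0.05, of which the smallest possible value with 5 against 4 arrays is 0.00794 (0.0159 for the exact p), and a ratio of the average signals of at least 2. Each of 35 gene lists, 3 of them taken from Tables 1 and 3 whose values had been seen, was tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation. The lists of the R2/F2 locus and its parts, the S-type pyocins and PA2403-PA2410 also hold only genes that Table 3 gives. Correlations of neighbouring genes were compared with those of 1000 randomly drawn pairs out of 5525 pairs of consecutive locus tags, with a permutation test of 100000 resamples. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.

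The rule for the genes that could be named in the text, and that were followed through every setting, gave 182 genes, of which not all are named. They are those the paper names in its text and in Tables 1 to 3, whose values in the paper's tables had been seen, the 10 largest changes in each direction among called genes with a mean signal of at least 50 and no overlap between the groups, and the called members with the largest changes in each list, 2 to 4 of them. This rule, the lists, the tests and the alternatives were set before the data were examined, apart from leaving out treated replicate 4 together with control replicate 3. Genes named outside the rule were chosen after their values were seen: *coaB*, *spuC*, *potG*, *oxyR*, *ahpC*, PA0984, PA3865, *cysK*, PA1003, *lasR*, *rsaL* and PA3476-PA3479.

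The limma step was tested on simulated data for the 5545 genes of this comparison. Of 200 genes changed by 1 on the log2 scale it recovered 61%, with 10 false calls, and of 200 changed by 2 it recovered 89.5%, with 7 false calls. With no gene changed it made 0 calls. The simulated noise was normal, independent between genes and equal on all arrays, unlike that of the real arrays. These counts therefore do not measure the false calls in the real data.

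The alternatives were quantile normalization, median centring, a floor of 25, a minimum mean signal of 25, eBayes without the trend, array weights, the replicate number as a block, all probe sets, and leaving out each array in turn. For the study's criteria they were the exact p, the fold from mean log2 signals and a signal of at least 25 on 50% of the arrays of each group in place of the detection call. For neighbouring genes they were log2 signals, Spearman's rho, deviations from the group means and the pairs outside the R2/F2 locus. The number of arrays limits the precision, and signals near those of the foreign control probe sets carry little information on a fold change. Supplementary Table 2 was not used here.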

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

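All tests of explanations in this part were chosen after the results were seen. Single arrays were compared with the others of their group by Dixon's test, which singles out about 1 in 20 groups by chance, and 14 values stood apart among 156 groups.

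The genes of the Pf prophage separated the arrays in another way than by treatment: on treated replicates 1, 2, 3 and 5 the signals of PA0717-PA0728 were 493.9 to 9947.5, on treated replicate 4 they were 2.5 to 93.5, on control replicate 3 they were 76.6 to 3426.9 and on the other controls 5 to 139.6, and the median log2 fold change was 4.486. The tables argue against RNA of a treated culture in the sample of control replicate 3, where the 15 genes of the SOS response showed a median share of 0.0125 (quartiles -0.0389 and 0.0492) of the treated rise, against 0.182 for the prophage genes, although the genes at least 2-fold lower without that array showed 0.203 of their fall there, as did those of control replicates 1 and 4 (0.239 and 0.202). They argue against a control culture labelled as treated replicate 4, since the 104 genes at least 2-fold higher without that array, with a mean signal of at least 50 and apart from the prophage and the 4 genes of the next paragraph, showed a median share of 0.701 of their rise there, against at most 0.0955 for a control array left out in the same way, but Spearman's rho of all genes was higher with control replicate 1 (0.960) than with treated replicates 1, 3 and 5 (0.954 to 0.957). Scaling is argued against by the medians of the log2 signals, which differed by at most 0.192. A candidate explanation that stays open, with no test here, is that the prophage was active in single cultures, with or without an effect of the treatment.

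The signals of PA5471, PA5470, PA0182 and *mexX* (PA2019) were low on treated replicate 4: that of PA5471 was 139 there and 437 to 941 on the other treated arrays, and the median share of their rise shown on that array was 0.0135. RNA diluted with that of a control is argued against as the cause of this loss, since the 104 other genes at least 2-fold higher without that array kept a median share of 0.701, with a lower quartile of 0.534. Less hydrogen peroxide in this culture stays open, since this median was the lowest of the treated arrays (0.775 to 1.30 on the others), while its upper quartile of 0.887 overlapped them, and the array had the lowest array weight (0.552). Scaling is argued against by the median log2 signal of this array, which differed from the mean of the other treated arrays by -0.0913. Another difference of this culture in the state of these genes may explain the pattern, and it was not tested.

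Of the probe sets outside the open reading frames, 2 rRNA probe sets were higher and 1 was lower, and 1 tRNA probe set was higher and 16 were lower with hydrogen peroxide by limma over all probe sets. Scaling is argued against by the opposite directions of 16S and 23S rRNA (mean log2 fold change 0.76) and of 5S rRNA and tRNA (-1.11), a difference of 1.87. A higher additive background on the treated arrays stays open for dim probe sets, since 14 of 14 foreign control probe sets were higher there. It would raise signals, so it is argued against as the cause of the fall of 5S rRNA and tRNA, of which 18 of 19 were lower. That fall does not test whether the background was higher, since foreign control signals of 12.6 at most would hardly show on bright probe sets. Separate handling of treated and control RNA cannot be told apart from the treatment, since 0 labels of batch, slide or date were given.

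Other values that stood apart were these. *prtR* had a signal of 91.7 on control replicate 3, against 117 at most on the other controls. PA0670 had 3.6 on control replicate 4, and PA2019 had 127.3 on control replicate 4. For *fpvA* (PA2398) the values were 265.4 on treated replicate 4 and 822.9 on control replicate 1. Treated replicate 4 also had 109.1 for PA2404, 175.9 for PA2407 and 32.1 for *pvdS* (PA2426), for which control replicate 1 had 141.5. The mean log2 signal of the Pf prophage list was 4.281 on treated replicate 4 and 8.389 on control replicate 3. That of the other iron and haem uptake genes was 4.755 on control replicate 2, that of the translation factors 10.92 on control replicate 2 and that of the tricarboxylic acid cycle genes 10.34 on treated replicate 4. Of 199 intergenic probe sets, 9 were higher and 20 lower, and of 117 probe sets of other strains or without an assignment, 8 were higher and 1 was lower.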

How the results depend on the processing

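Leaving out treated replicate 4 together with control replicate 3 was chosen after the data were seen, and the other settings were set before. Limma's counts stayed within 1.5 times those over all arrays except at the 2-fold threshold, where 94 genes were higher and 84 lower with a floor of 25, 228 were higher without treated replicate 4 and control replicate 3, and 112 were lower among genes with a mean signal of at least 25. By the study's criteria 94 genes were higher and 95 lower with a signal of at least 25 in place of the detection call. Of the 182 genes that the rule for named genes gave, not all of which appear in the text, 169 were called and 129 of these kept their call in every setting, 13 were not called, and 0 reversed direction. The largest number of lost calls was 31, with the floor of 25. The log2 fold changes of *fdxA* and *pchD*, -1.09 and -1.47, stayed as they were with this floor. Calls lost with it are thus not all due to dim signals of the gene itself. The cause of the changed counts and lost calls was not tested, beyond the fewer arrays or genes of a setting. Signal over background limits dim genes: 41 of the 549 genes called higher and 72 of the 642 called lower had a mean signal below 25.

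With an estimated correlation none of the 19 lists called by camera kept its call. Their median log2 fold changes, which that setting leaves as they were, were 1.582 for R2 pyocin, 1.516 for F2 pyocin, 1.284 for the lysis genes, 1.466 for the R2/F2 locus, 1.135 for S-type pyocins, 4.351 for the Pf prophage, 1.971 for the SOS response, -0.7969 for pyoverdine, -1.845 for PA2403-PA2410, -1.56 for pyochelin, -0.4135 for iron-sulfur cluster assembly, -0.08206 for ribosomal proteins, -0.5021 for translation factors, -1.108 for cytochrome o oxidase, -0.535 for sulfate uptake, -0.5138 for quorum sensing, -1.729 for the repressed membrane classes of Table 1, -1.19 for primary metabolism and -1.729 for iron regulation in Table 3.

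The ribosomal call was also lost with median centring (-0.06694), with a minimum mean signal of 25 and without the trend (both -0.08206), and its median ran from -0.1507 to -0.008342 without single arrays. The sulfate call was lost with a floor of 25 (-0.2615), a minimum mean signal of 25 (-0.3983) and array weights (-0.5426), and its median ran from -0.6826 without control replicate 4 to -0.2677 without control replicate 2, with the call lost without treated replicate 5 or control replicate 1 (adjusted p = 0.0743 and 0.0515). Calls were gained for NADH dehydrogenase I without treated replicate 4 and control replicate 3 (-0.1879), chaperones with quantile normalization (-0.1641), and efflux with a minimum mean signal of 25 (0.5112) and without control replicate 4 (adjusted p = 0.0378), with a median of 0.3445 to 0.4858 without single arrays.

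The replicate numbers do not pair the arrays, since the deviations of arrays with the same number correlated at 0.042, -0.0114, 0.0445 and 0.106. No control array has replicate number 5, so a block by replicate number also takes treated replicate 5 out of the comparison. The median log2 fold change of all genes was the same with the block as without that array (-0.0496). With the replicate block, 459 genes were higher and 627 lower, the ribosomal call was lost (-0.1049) and so was the sulfate call (-0.5846), and *ohr* (PA2850) passed with a log2 fold change of -0.56 (limma adjusted p = 0.0336), while 10 of the 182 genes lost their calls, among them *pvdS*, *trpE* and *oprM* (adjusted p = 0.0746, 0.123 and 0.053).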

Differences from the paper's values

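The settings compared in this part were all set before the data were examined.

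The paper states 107 genes with a statistically marked decrease, and 224 were found here with the study's Mann-Whitney and 2-fold criteria but without the detection calls. With a signal of at least 25 in place of the detection call the number was 95, and without control replicate 2 it was 156, both within 1.5 times the paper's. It stayed apart with the exact p (199), the fold from mean log2 signals (240), median centring (221) and without any other array (168 to 293). The number of increased genes here, 172, lay within 1.5 times the paper's 116.

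For pairs within operons the paper's mean R is 0.7688 ± 0.0573 (standard error), and the 54 pairs of Table 3 gave 0.913. It came within the larger standard error with deviations from the group means (0.792) and without the R2/F2 locus (0.855), but not with log2 signals (0.904), Spearman's rho (0.877) or without single arrays (0.896 to 0.926). Without the locus, the pair of *pys2* and *imm2* (R of -0.83) lowered the mean and widened its standard error (0.099), while the median was 0.958. The pairs here are not the paper's pairs, which its text does not list.

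For random pairs the paper's mean R is 0.1984 ± 0.0138 (standard error), and it was 0.227 here. It came within the larger standard error without treated replicate 5 (0.211), but not with deviations from the group means (0.218), log2 signals (0.218), Spearman's rho (0.216) or without any other array (0.214 to 0.236). Leaving out the R2/F2 locus did not alter the random pairs (0.227). The paper's pairs and those here are separate random draws, and no further draw was made here, so the gap may come from the draw alone. The paper's median R for random pairs is 0.2154, and it was 0.266 here and between 0.239 and 0.300 under the alternatives, none of which brought it within the larger standard error. That standard error belongs to the means, and the draw may account for the gap of the medians too.

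For *katB* (PA4613) the paper's p in Table 1 is 0.024, and the mid-p here was 0.00794 and the exact p 0.0159, both of which differ, while Table 3 prints 0.008.

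For PA0670 the paper's fold in Table 1 is 5.4, and the ratio here was 9.41, against the paper's 9.42 in Supplementary Table 1. No alternative closed the gap to Table 1 (9.43 with median centring and 7.66 to 10.5 without single arrays, the lowest without control replicate 4 and the highest without control replicate 3).

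The paper's text describes all genes of the R2/F2 locus as higher. In limma, 36 of the 37 were higher and PA0647 did not pass in any setting (log2 fold change 0.31, adjusted p = 0.347 over all arrays), which the paper's Table 3 also marks as above its threshold on p. The paper's text describes the pyocin genes as raised throughout, and of the 41 in Table 3, 39 were higher here and *imm2* (PA1151) was lower (log2 fold change -1.03), as the paper also gives it in Table 3 and in its text on this gene. The paper names PA4432 *rpsL*, while the annotation used here names it *rpsI*.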

Other observations

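The tests of chance in this part were chosen after the results were seen. Of 25 genes of quorum sensing and its targets, 12 were lower with hydrogen peroxide, none was higher and 13 did not pass, with 12 lower when adjusted over the list alone (camera adjusted p = 9.4e-05, and adjusted p = 0.135 with an estimated correlation). They include PA0996 to PA1000, *phnA* and *phnB*, which take part in making quinolone signals. With PA1003, also lower, these form 1 run of neighbouring genes that holds most of the lower ones. Among the 13 that did not pass were *lasR* (PA1430), *rsaL* (PA1431) and PA3476-PA3479, so the fall did not run through the whole list. PA1000 had an average signal of 131 ± 21.0 (SD, n = 5) with hydrogen peroxide and 316 ± 76.7 (SD, n = 4) without it, and PA1432 (*lasI*), the acyl-homoserine lactone synthase gene, had 217 ± 37.7 (SD, n = 5) with hydrogen peroxide and 439 ± 58.1 (SD, n = 4) without it. Their log2 fold changes were -1.26 and -1.02 (limma adjusted p = 3.3e-04 and 4.4e-04). Of 7 translation factor genes, 4 were lower and 3 did not pass (5 lower when adjusted over the list alone, camera adjusted p = 0.00803, and adjusted p = 0.326 with an estimated correlation), among them PA2619 (*infA*), with a log2 fold change of -1.61 (limma adjusted p = 0.00441). Of 9 genes of iron-sulfur cluster assembly, 0 were higher, 4 lower and 5 did not pass, with 1 higher and 7 lower when adjusted over the list alone (camera adjusted p = 0.0059, and adjusted p = 0.24 with an estimated correlation), and PA3808 had a log2 fold change of -0.99 (limma adjusted p = 7.2e-04).

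Of 15 genes of sulfate uptake and cysteine synthesis, 1 was higher, 5 lower and 9 did not pass (camera adjusted p = 0.0337, and adjusted p = 0.412 with an estimated correlation), the counts being the same when adjusted over the list alone, and the higher one was *cysK* (PA2709). Of 11 efflux genes, 4 were higher, 0 lower and 7 did not pass, with 4 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.0773), and *mexA* (PA0425), *mexB* (PA0426) and *oprM* (PA0427) had log2 fold changes of 0.48, 0.57 and 0.39 (limma adjusted p = 0.00463, 7.2e-04 and 0.0116). Of the 9 ATP synthase genes, 2 were higher, 3 lower and 4 did not pass, with 2 higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.586), *atpI* (PA5561) having a log2 fold change of -0.90 and *atpA* (PA5556) one of 0.56 (limma adjusted p = 0.00232 and 0.0114). Of 27 genes of type IV pili, 3 were higher, 6 lower and 18 did not pass (camera adjusted p = 0.889), and of 15 chaperone and protease genes, 2 were higher, 4 lower and 9 did not pass, with 2 higher and 5 lower when adjusted over the list alone (camera adjusted p = 0.262). Of 13 NADH dehydrogenase genes, 1 was lower, *nuoA* (PA2637) at -0.86 (camera adjusted p = 0.386), and of 17 genes of the tricarboxylic acid cycle, 1 was lower, PA4333 at -0.55 (camera adjusted p = 0.983). Of 39 type III secretion genes, 2 were higher, 2 lower and 35 did not pass (camera adjusted p = 0.386), of 42 flagellar genes, 3 were higher, 2 lower and 37 did not pass (camera adjusted p = 0.154), and of 33 genes of denitrification and arginine fermentation, 0 were higher, 2 lower and 31 did not pass, with 0 lower when adjusted over the list alone (camera adjusted p = 0.896).

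Of the 9 genes that the paper names as induced by hydrogen peroxide in Palma *et al*., *pvdS*, *fptA*, *pchD* and *pchB* were lower here, and 5 did not pass limma: PA0471 had a log2 fold change of -0.54 (limma adjusted p = 0.192), PA0472 of -0.37 (adjusted p = 0.176), *pfeR* (PA2686) of -0.17 (adjusted p = 0.654), *pchR* (PA4227) of -0.09 (adjusted p = 0.758) and *tonB* (PA5531) of -0.36 (adjusted p = 0.0966). *tonB* passed without control replicate 3, with a log2 fold change of -0.50 (limma adjusted p = 0.0258), and without treated replicate 4 and control replicate 3 (adjusted p = 0.0143).

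Of the 126 possible splits of the arrays into 5 and 4, 100 were run, the real split included. The real split gave the largest count of these for limma's calls (1191 against at most 744 in the others), for its 2-fold calls (331 against 212) and for the study's criteria (396 against 344). The highest other counts came from splits that kept 4 treated arrays together, replicates 1, 2, 3 and 5 for limma and 1, 2, 3 and 4 for the study's criteria. Since 26 splits were not run, chance cannot be excluded for these counts.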
